# Identification of chemicals that mimic transcriptional changes associated with autism, brain aging and neurodegeneration

**DOI:** 10.1038/ncomms11173

**Published:** 2016-03-31

**Authors:** Brandon L. Pearson, Jeremy M. Simon, Eric S. McCoy, Gabriela Salazar, Giulia Fragola, Mark J. Zylka

## Abstract

Environmental factors, including pesticides, have been linked to autism and neurodegeneration risk using retrospective epidemiological studies. Here we sought to prospectively identify chemicals that share transcriptomic signatures with neurological disorders, by exposing mouse cortical neuron-enriched cultures to hundreds of chemicals commonly found in the environment and on food. We find that rotenone, a pesticide associated with Parkinson's disease risk, and certain fungicides, including pyraclostrobin, trifloxystrobin, famoxadone and fenamidone, produce transcriptional changes *in vitro* that are similar to those seen in brain samples from humans with autism, advanced age and neurodegeneration (Alzheimer's disease and Huntington's disease). These chemicals stimulate free radical production and disrupt microtubules in neurons, effects that can be reduced by pretreating with a microtubule stabilizer, an antioxidant, or with sulforaphane. Our study provides an approach to prospectively identify environmental chemicals that transcriptionally mimic autism and other brain disorders.

## Abstract (web summary)

This study presents gene expression responses of cultured brain cells to hundreds of chemicals found in the environment and in food. The authors identified chemicals that induce transcriptomic profiles that overlap those seen in human brains affected with autism, aging, and neurodegeneration.

Powerful new sequencing technologies have been used to systematically identify hundreds of candidate gene mutations associated with autism spectrum disorder (ASD) risk^1^,^2^. Heritability studies suggest that environmental factors also contribute to autism risk^3^. Indeed, gestational exposure to pesticides, including maternal proximity to pesticide applications and runoff, is reproducibly associated with increased ASD risk in epidemiological studies^4^,^5^,^6^. However, epidemiological studies are retrospective and cannot ascertain prospectively, precisely or systematically which chemicals, of the >80,000 chemicals registered for use in the environment, have the greatest potential to harm the developing or adult brain^7^. Existing *in vivo* neurodevelopmental and neurotoxicological assays with animal models are labour intensive and costly, thus hindering throughput, whereas higher-throughput toxicological assays frequently use non-neuronal cells or focus on neuron death as an end point^8^,^9^. As a result, these tests fail to interrogate molecular and physiological processes that are unique to neurons or that differentiate normal from diseased human brains.

There is growing recognition that brain transcriptional changes are associated with ASD^10^,^11^. This ASD transcriptional signature is defined by reduced expression of genes involved in synaptic transmission and elevated expression of genes involved in immune and microglial function^10^,^11^. Here we hypothesized that this transcriptional signature might guide the prospective identification of candidate chemical risks for ASD. To test this hypothesis, we exposed mouse cortical neuron-enriched cultures to hundreds of environmental-use chemicals and then monitored global transcriptional changes. We identify six chemical groups, one of which mimics the transcriptional changes seen in ASD, but surprisingly also shares transcriptional similarity to the aged brain and certain neurodegenerative conditions. Our findings suggest these neurological conditions share a molecular pathology, as hypothesized by others^12^, despite different ages of onset and distinct behavioural symptoms. Moreover, our study shows that a transcriptional approach can be used to systematically scan a diverse chemical space and identify potential environmental threats to the human brain.

## Results

### Mouse cortical cultures transcriptionally model human brain

To determine whether mouse cortical cultures model cellular and molecular aspects of the human brain, we performed immunocytochemistry with cellular markers and compared the gene expression profile of our cultures with brain cell-type-specific expression data sets and human brain gene expression data sets, including the Allen BrainSpan atlas (www.brainspan.org) and GTEx^13^,^14^. Our cultures contained many of the principle cell types of the brain based on immunocytochemistry with markers for neurons, astrocytes and microglia (∼25% of cultures were non-neuronal cells; Fig. 1a,b). In addition, the expression of markers for each brain cell type^13^ in our cultures was highly correlated with that of whole embryonic (E14.5) brain (Pearson *r*=0.8), further suggesting that our culture system represented all major cell classes in biologically realistic proportions (Fig. 1c; Supplementary Fig. 1a,b). Globally, gene expression in our cortical cultures correlated more strongly with each human brain region (except spinal cord) than to any other tissues of the human body (Supplementary Fig. 2a). The strongest correlations were to frontal cortex and anterior cingulate cortex, regions implicated in ASD^3^. Moreover, cultures were most strongly correlated with frontal cortex from mid-late gestation human brain (Supplementary Fig. 2b), the developmental time window implicated in ASD pathogenesis^15^. In contrast, terminally differentiated neurons derived from human embryonic stem cells^16^ did not strongly correlate with any brain region, and instead were most similar to tissues associated with the female reproductive system (Supplementary Fig. 2c). Taken together, our cortical cultures show strong transcriptional similarities to the human brain.

### Transcriptional screen with environmental chemicals

We next measured cytotoxicity of the 294 chemicals in the US Environmental Protection Agency (EPA) ToxCast Phase I library, which includes common food-use pesticides and other environmental chemicals, such as plasticizers^8^, to identify a non-toxic concentration for RNA sequencing (RNA-seq). We treated cultures in quadruplicate for 24 h at 10 μM, as this is a common concentration used in screening studies^17^, then used fluorescent markers to quantify the proportion of live and dead cells (Supplementary Fig. 3). Most (87%) of the chemicals were not cytotoxic at 10 μM, whereas concentrations of the remaining chemicals had to be reduced to between 10 and 100 nM (Supplementary Data 1). 

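Mouse cortical cultures were exposed for 24 h to 1 chemical or to vehicle, and polyadenylated RNA from each culture was sequenced. The sample labels date the embryos at day 15, and the paper gives an earlier day. The table used here held 49 vehicle libraries and 344 libraries from 297 chemicals. A single library was held for 94.9% of the chemicals, 2 libraries for 13 chemicals, 4 for diethyltoluamide and 32 for topotecan, a positive control that inhibits topoisomerase 1. By the labels, 257 chemicals were used at 10 μM, 26 at 1 μM, 2 at 0.3 μM, 9 at 0.1 μM and 3 at 0.01 μM. For diclosulam the paper's concentration was 10 μM and the label gave 0.1 μM. The authors aligned the reads to the mm9 mouse genome with TopHat, counted them on RefSeq gene models joined by gene symbol, and computed RPKM. They kept genes detected in most samples, took log10 values, normalized the libraries by quantiles, centred each gene on its median and removed effects of culture and sequencing batch with a mixed model. The resulting table listed 13304 genes as deviations from a centre, between -1.75 and 1.42 on the log10 scale. It gave no counts, so the depth of each library is unknown, and the labels named no batches. Values were converted here to the log2 scale, and libraries of the same chemical were combined by their median. Groups were compared with limma, with the variance modelled on each gene's mean centred value, which is not an expression level. The p-values were adjusted over all 13304 genes by the Benjamini-Hochberg method with a threshold of 0.05. Most chemicals had no replicate, so the spread in a comparison was that between chemicals.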

Fresh cultures were then treated (24 h) with each chemical at the non-toxic concentration or with vehicle (equivalent dimethylsulphoxide (DMSO) concentration ≤0.5%), as the negative control. We also tested three topoisomerase 1 (TOP1) inhibitors, as they reproducibly downregulate long (>100 kb) genes^18^.

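The SD over all libraries was above 0.1 on the log10 scale for 5121 of the 13304 genes in the table. With the SD taken over the medians of the chemicals the number was 4885, and with a limit of 0.15 it was 2561. How far 1 library stood for a chemical was measured by the Spearman correlation, across these genes, of libraries exposed to the same chemical. Genes are not independent replicates, so no p-value was taken from this correlation. For the 14 chemicals other than topotecan with more than 1 library, the 19 pairs of libraries had a median correlation of 0.0130, with a range of -0.110 to 0.525. Of these pairs, 6 lay above 0.0560, the 95th percentile of pairs of libraries from different chemicals. The highest value, 0.525, came from fenamidone, followed by famoxadone at 0.490, rotenone at 0.152 and mancozeb at 0.124. Pairs of topotecan libraries had a median correlation of 0.282, and pairs of vehicle libraries one of 0.0220. Across all genes the median for the 19 pairs was 0.0375, and with Pearson's correlation it was 0.0337.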

To identify chemicals that caused concordant gene expression changes, we performed hierarchical clustering of 5,121 genes variably expressed across all chemicals, and six chemical groups emerged (hereafter referred to as clusters 1–6; Fig. 2; see Methods and Supplementary Fig. 4 for batch correction details). 

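Cluster membership was taken from Supplementary Fig. 5a, which placed 34 of the 297 chemicals in 6 clusters. Their profiles were compared by the Spearman correlation of the medians of each chemical across the variably expressed genes. The 28 pairs of chemicals in cluster 2 had a median correlation of 0.34, from 0.117 for rotenone with pyridaben to 0.708 for fenamidone with pyraclostrobin, and 25 of them were above 0.2. In cluster 5 the 3 pairs lay between 0.263 and 0.617, with a median of 0.313. Cluster 6 had a median of 0.210 over 21 pairs and a range of 0.114 to 0.316, with 12 pairs above 0.2. In cluster 1 the 21 pairs had a median of 0.155 and a range of 0.0886 to 0.243, and 6 were above 0.2. None of the 10 pairs in cluster 3, with a median of 0.132 and a range of 0.0962 to 0.189, and none of the 6 pairs in cluster 4, with a median of 0.138 and a range of 0.126 to 0.165, exceeded 0.2. By comparison, the 34453 pairs of chemicals outside the clusters had a median of -0.000422 and a 95th percentile of 0.0463. The largest group of members in which every pair exceeded 0.2 had 3 of the 7 chemicals in cluster 1, 6 of 8 in cluster 2, 3 of 3 in cluster 5 and 4 of 7 in cluster 6. Of the alternatives, the first library of each chemical moved the lowest value of a cluster most, from 0.263 to 0.149 in cluster 5, and the use of all genes raised that of cluster 6 to 0.212. Mean silhouette widths were 0.0757 ± 0.0220 (SD, n = 7 chemicals) in cluster 1, 0.351 ± 0.132 (SD, n = 8) in cluster 2, 0.0349 ± 0.0212 (SD, n = 5) in cluster 3, 0.0899 ± 0.00925 (SD, n = 4) in cluster 4, 0.322 in cluster 5 (n = 3) and 0.130 in cluster 6 (n = 7). Every one of the 34 chemicals had a width above 0.

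**Figure D1:**
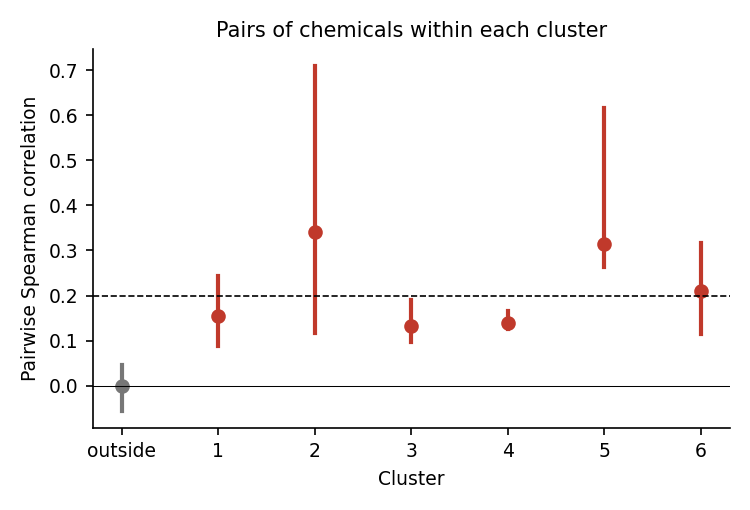
Spearman correlation between the expression profiles of chemicals in each cluster, with a line from the lowest to the highest pair and a dot at the median; for pairs outside the clusters the line runs from the 5th to the 95th percentile. Clusters 2 and 5 have the highest medians, 0.34 and 0.313, and the dashed line marks 0.2.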

Individual chemicals were assigned to a cluster using a pairwise correlation threshold and were validated to be statistically and biologically significant (Supplementary Fig. 5; see Methods for further details on inclusion/exclusion criteria). To evaluate whether existing *in vitro* ToxCast assay data could identify similar chemical relationships, we performed clustering analysis across 199 cell-free and cellular (non-neuronal) assays. The resulting chemical groupings did not resemble those we detected by gene expression profiling (Supplementary Fig. 6). Thus, transcriptional profiling with neuronal cells identifies relationships between chemicals that existing toxicological assays failed to detect.

To determine what these functional relationships were, we examined specific genes with altered expression in each cluster (Fig. 2). Cluster 1 chemicals upregulated immediate early genes (IEGs) while reducing expression of several potassium channel genes. These expression changes were suggestive of neuronal hyperexcitability. 

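Cluster 1 held cyfluthrin, fenpropathrin, flusilazole, imazalil, mancozeb and metiram-zinc at 10 μM and niclosamide at 1 μM, with 8 libraries in all. Against the other 290 chemicals, 1713 of 13304 genes passed limma's test, 846 of them higher and 867 lower. The clusters had been drawn from these expression values, so the p-values of this and the other clusters describe the groups and are not independent evidence. Testing the 5121 variably expressed genes alone moved the count most, from 12.9% to 2.80% of all 13304 genes, and without fenpropathrin it was 1110 genes. Fos, on chromosome 12 from 86814840 to 86818223 in mm9, had a log2 difference of 1.78 (standard error 0.23, adjusted p = 9.95e-11) and was higher with 7 of 7 chemicals. Npas4 followed at 1.33 (standard error 0.21, adjusted p = 9.09e-08) and Bdnf at 1.35 (standard error 0.16, adjusted p = 3.1e-12), both with 7 of 7 chemicals higher. Crh and Vgf rose by 1.78 and 1.61 (adjusted p = 1.11e-04 and 2.31e-13). Fosb rose by 0.99 (standard error 0.29, adjusted p = 0.0098), but its value without niclosamide was 0.80 (adjusted p = 0.0852). Over the 35 immediate early genes that could be matched, the median log2 difference was 0.23 (camera with estimated correlation, adjusted p = 0.00384), with the median above 0 for all 7 chemicals. Among potassium channel genes, Kcnh3 fell by 0.93 (adjusted p = 1e-06) and was lower with all 7. Kcnn1 differed by -0.58 (adjusted p = 0.00299) and Kcnb2 by -0.43 (adjusted p = 0.0116), and without fenpropathrin these were -0.40 (adjusted p = 0.126) and -0.37 (adjusted p = 0.0845). The difference of -0.45 (adjusted p = 0.0769) for Kcnn2 did not pass the threshold, although single libraries set against vehicle libraries gave -0.65 (adjusted p = 0.00212). The 3 largest rises were those of Cartpt at 2.04, Fos and Crh. The largest falls were those of Uqcc2 at -1.43, Dio3 at -1.30 and F730043M19Rik at -1.30, and that of Uqcc2 was -0.90 (adjusted p = 0.147) without niclosamide. Of the 36 genes that the paper names and the table lists, 12 passed over all genes and 13 adjusted over the list alone; the study chose this list on these samples, so the latter count is not independent evidence. From the rise of immediate early genes and the fall of potassium channel genes, the paper proposes that cluster 1 chemicals made neurons hyperexcitable.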

Supporting this possibility, cluster 1 included two pyrethroids (cyfluthrin and fenpropathrin) that stimulate sustained calcium influx in cortical neurons^19^. 

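Cluster 2 held 8 chemicals with 11 libraries: famoxadone, fenamidone, oxyfluorfen and trifloxystrobin at 10 μM, fenpyroximate, pyraclostrobin and pyridaben at 0.1 μM and rotenone at 0.01 μM. Set against the other chemicals, 4344 genes passed limma's test, 1665 higher and 2679 lower. Acta2, on chromosome 19 from 34315580 to 34329826 in mm9, encodes a smooth muscle actin and had a log2 difference of 1.88 (standard error 0.19, adjusted p = 4.29e-18), with 8 of 8 chemicals higher. The cytoskeletal genes Tagln, Cnn1, Cnn2 and Lima1 rose by 1.61, 1.85, 1.32 and 0.87, with adjusted p between 1.99e-16 and 6.04e-09. Among the genes that Fig. 2 lists as immune, Abca1 rose by 0.74 (adjusted p = 2.95e-10) with all 8 chemicals. Tspo rose by 1.18 (adjusted p = 0.0285) and Mki67 by 0.38 (adjusted p = 0.0114), and without fenpyroximate they rose by 1.06 (adjusted p = 0.0839) and 0.32 (adjusted p = 0.0664). Tlr13 was higher by 0.53 (adjusted p = 0.0628) with 6 of 8 chemicals, which did not pass the threshold. The synaptic gene Nrxn3 fell by 0.70 (standard error 0.10, adjusted p = 6.95e-10). Nlgn1 and Ctnna2 did not pass, with differences of -0.082 (adjusted p = 0.467) and -0.13 (adjusted p = 0.449); single libraries set against vehicle gave -0.24 (adjusted p = 0.0197) for Ctnna2. Of the potassium channel genes, Kcnh3 differed by -0.82 (adjusted p = 1.02e-06), Kcnn1 by -0.46 (adjusted p = 0.00806) and Kcnb2 by -0.45 (adjusted p = 0.00133), each lower with 8 of 8 chemicals. Kcnn2 was also lower with all 8, by -0.36 (adjusted p = 0.0831) against other chemicals and by -0.60 (adjusted p = 1.05e-04) for single libraries against vehicle. The largest rises were those of Acta2, Cnn1 and Lgals3 (1.80), and the largest falls those of Tmem210 (-2.02), Nxph2 (-1.75) and Aspdh (-1.66). Among the 36 named genes, 19 passed over all genes and 23 adjusted over the list alone. Left out in turn, the 8 chemicals gave between 3627 and 4405 genes.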

Cluster 2 chemicals upregulated numerous immune and cytoskeletal transcripts but reduced expression of ion channel and synaptic genes. Cluster 3 chemicals upregulated IEGs but reduced the expression of immune and cytoskeletal genes. 

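The 5 chemicals of cluster 3, each with 1 library, were dichlorprop, dicofol, pyriproxyfen and tebupirimfos at 10 μM and methylene bis(thiocyanate) at 1 μM. Against the other chemicals limma's test called 3.92% of the 13304 genes, with 2.30% higher and 1.62% lower, the latter 216 genes. The share called was 0.902% without dicofol, 1.29% without methylene bis(thiocyanate) and 1.90% without dichlorprop. Fos was higher by 1.18 (standard error 0.29, adjusted p = 0.00823), Fosb by 1.22 (adjusted p = 0.0218), Npas4 by 0.91 (adjusted p = 0.0223), Bdnf by 0.97 (adjusted p = 0.00163) and Crh by 1.50 (adjusted p = 0.0333), each with 5 of 5 chemicals. Vgf rose with all 5 as well, by 0.70 (adjusted p = 0.0778), without passing the threshold. Each of these calls depended on a single chemical: without dicofol, Fos gave 0.97 (adjusted p = 0.119), Npas4 0.69 (adjusted p = 0.254), Bdnf 0.74 (adjusted p = 0.0864) and Crh 1.21 (adjusted p = 0.26), and without methylene bis(thiocyanate) Fosb gave 0.98 (adjusted p = 0.187). The 35 immediate early genes had a median log2 difference of 0.15 (camera with estimated correlation, adjusted p = 0.47). Acta2 was lower with 5 of 5 chemicals, by -0.88 (adjusted p = 0.0392), and without dicofol by -0.74 (adjusted p = 0.254). The other cytoskeletal genes also had negative differences that did not pass the threshold, -1.00 (adjusted p = 0.12) for Cnn1, -0.57 (adjusted p = 0.115) for Cnn2, -0.56 (adjusted p = 0.21) for Tagln and -0.34 (adjusted p = 0.295) for Lima1. Among immune genes, Cx3cr1 was lower by -0.73 (adjusted p = 0.105) and Tlr13 by -0.65 (adjusted p = 0.22) with 4 of 5 chemicals each, and single libraries against vehicle gave -0.83 (adjusted p = 0.0359) for Cx3cr1. Abca1 and Mki67 differed by -0.19 and -0.24 and Tspo by 0.38, none past the threshold. After Crh, the largest rises were those of Wif1 (1.30) and Nmbr (1.24), whose adjusted p without dicofol were 0.13 and 0.138. Car3 (-2.21), Rln1 (-1.85) and Rab26 (-1.45) fell most; without dicofol Rln1 gave -1.30 (adjusted p = 0.194), and without tebupirimfos Rab26 gave -0.72 (adjusted p = 0.335). Of the 36 named genes, 7 passed over all genes and 13 adjusted over the list alone.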

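Cluster 4 consisted of butafenacil, ethoprop, linuron and quintozene, each with 1 library at 10 μM. Across the variably expressed genes, its mean centred profile had a Spearman correlation of 0.175 with that of cluster 3. Among 1000 random pairs of groups as large, the highest correlation was 0.0981. Cluster 3 correlated more strongly with cluster 1, at 0.238, whereas cluster 4 correlated with cluster 1 at -0.143. The mean profile of cluster 2 correlated at -0.360 with that of cluster 3 and at -0.455 with that of cluster 4. Genes are not independent replicates, so these correlations carry no p-value. Limma's test against the other chemicals called 40 genes higher and 78 lower, 0.887% of all genes, and each of the 4 chemicals decided the count, which was 24 genes without ethoprop, 37 without linuron, 39 without butafenacil and 42 without quintozene. Acta2 differed by -1.35 (standard error 0.30, adjusted p = 0.00613), Tagln by -1.32 (standard error 0.27, adjusted p = 0.00391) and Cnn2 by -1.19 (standard error 0.23, adjusted p = 0.00391), all lower with 4 of 4 chemicals. Without linuron Acta2 gave -1.28 (adjusted p = 0.0771), and without ethoprop Tagln gave -1.16 (adjusted p = 0.0637). Cnn1 (-1.19 (adjusted p = 0.13)), Tlr13 (-0.59 (adjusted p = 0.366)), Cx3cr1 (-0.33 (adjusted p = 0.644)) and Mki67 (-0.63 (adjusted p = 0.0505)) were lower with 4 of 4 chemicals without passing the threshold. Differences of -0.084 for Abca1 and -0.17 for Tspo were smaller. Immediate early genes were lower in place of higher: Fos by -0.74 (adjusted p = 0.256), Vgf by -0.71 (adjusted p = 0.164), Fosb by -0.61 (adjusted p = 0.473), Npas4 by -0.52 (adjusted p = 0.392) and Bdnf by -0.51 (adjusted p = 0.278), with 4 of 4 chemicals lower for each and no gene past the threshold. For Crh the difference of -0.87 (adjusted p = 0.416) came from butafenacil alone, at -5.0, and without it the difference was 0.50. As a set, the 35 immediate early genes had a median log2 difference of -0.29 (camera with estimated correlation, adjusted p = 0.0210). The largest rises included those of Kcnh4 (1.19) and Cdr1 (0.76), and Sult1a1 (-2.03), Ccnb1 (-1.58) and Myl9 (-1.43) fell most. With 1 chemical left out, the adjusted p rose to 0.129 for Kcnh4 (without ethoprop), 0.25 for Cdr1 and 0.167 for Ccnb1 (without quintozene), 0.251 for Sult1a1 (without butafenacil) and 0.05 for Myl9 (without ethoprop). The named genes gave 3 calls over all genes and 5 adjusted over the list alone.

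**Figure D2:**
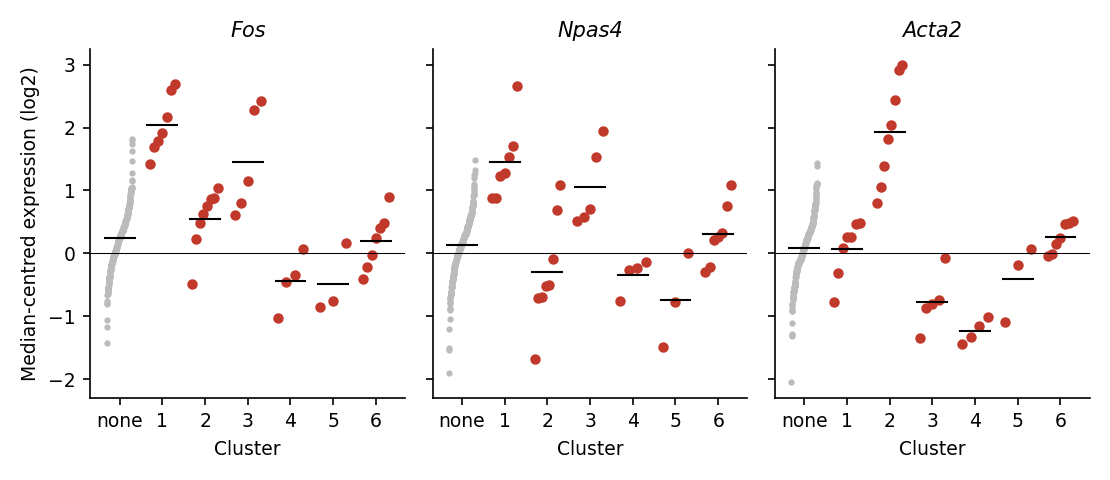
Median-centred expression on the log2 scale of Fos, Npas4 and Acta2 for each chemical, grouped by cluster, with bars at the mean of each cluster and chemicals outside the clusters under none. Fos and Npas4 stand highest in cluster 1 and Acta2 in cluster 2, whereas Acta2 is lowest in cluster 4, at a mean difference of -1.35 from the other chemicals.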

Cluster 4 chemicals resembled cluster 3, but without inducing IEGs. Cluster 5 contained all three TOP1 inhibitors, which markedly downregulated long genes and downregulated IEGs, consistent with one of these inhibitors (topotecan) reducing spontaneous synaptic activity in cortical neuron cultures^20^. 

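Cluster 5 held topotecan and camptothecin at 0.3 μM and irinotecan at 10 μM, with 32, 1 and 1 libraries. Gene lengths came from the Ensembl annotation of mm9, in which 12921 of the 13304 genes (97.1%) could be matched by symbol, and 1960 of these were over 100 kb. In the 32 topotecan libraries these long genes had a median log2 difference of -0.23 from the 49 vehicle libraries, with quartiles of -0.47 and -0.062, and 82.1% were lower (camera with estimated correlation, p = 2.04e-07). The test called 1281 long genes (65.4%) lower and 5.92% higher. In single topotecan libraries the median of the long genes ranged from -0.42 to -0.13, below the lowest vehicle library (-0.095) in 32 of 32. Genes over 200 kb, 804 in number, had a median of -0.50, and 92.5% of them were lower. The 10961 matched genes of at most 100 kb had a median of 0.051. Irinotecan gave -0.18 for the long genes and camptothecin -0.38, which lay outside the SD between topotecan libraries (0.064). Over all lengths, 6090 of 13304 genes passed limma's test for topotecan against vehicle, 3308 higher and 2782 lower; testing only variably expressed genes moved this count most, to 1788. Nrxn3 spans 1612.06 kb and differed by -2.17 (standard error 0.083, adjusted p = 1.63e-38), Ctnna2 by -2.47 and Nlgn1 by -1.35. Tenm1 (-3.20), Cadm2 (-2.77) and 1700010K23Rik (-2.76) fell most, and Plin2 (1.19), Rxfp3 (1.17) and C130026L21Rik (1.17) rose most. Among immediate early genes, Fos was lower by -0.73 (standard error 0.18, adjusted p = 4.06e-04) with 26 of 32 libraries below the vehicle mean, and Npas4 by -0.71 (standard error 0.17, adjusted p = 2.39e-04) with 27 of 32. Bdnf, Crh and Vgf fell by 0.51, 1.28 and 0.49, and Fosb differed by -0.42 (adjusted p = 0.0904). The whole set of immediate early genes had a median of -0.059 (camera p = 0.817). Permutation tests with 100000 resamples called 37 of the 54 genes examined for topotecan, the ones that limma called. Of the named genes, 24 passed over all genes and 25 adjusted over the list alone. With the 3 chemicals set against the other 294 as single medians, 1091 genes passed, 809 of them lower, and without camptothecin 352. There Ctnna2 differed by -2.65, Nrxn3 by -1.97 and Nlgn1 by -1.26, while Fos (-0.79 (adjusted p = 0.261)), Npas4 (-0.92 (adjusted p = 0.0693)), Bdnf (-0.72 (adjusted p = 0.0893)) and Crh (-1.41 (adjusted p = 0.141)) were lower with 3 of 3 chemicals without passing the threshold. Aspdh, C730002L08Rik and C130026L21Rik, the largest rises in this comparison, rested on camptothecin, without which their adjusted p were 0.430, 1 and 1. In this comparison 6 of the named genes passed over all genes and 8 adjusted over the list alone. The paper relates the fall of long genes and immediate early genes to the reduction of spontaneous synaptic activity by topotecan.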

Deletion of a related topoisomerase (TOP2B) reduced IEG expression^21^. 

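Cluster 6 contained azinphos-methyl, boscalid, cyhalofop-butyl, fosthiazate, methidathion, metsulfuron and thiophanate, each with 1 library at 10 μM. Of 13304 genes, 3414 passed limma's test against the other 290 chemicals, 1481 higher and 1933 lower, and with each chemical left out in turn the count lay between 2530 and 3191. The NMDA receptor subunit gene Grin2b, on chromosome 6 from 135679844 to 136123529 in mm9, differed by -2.54 (standard error 0.18, adjusted p = 4.81e-31) and was lower with 7 of 7 chemicals, with metsulfuron lowest at -5.31. Grin2a was lower with 7 of 7 chemicals, by -1.05 (standard error 0.22, adjusted p = 5.62e-05). Of the acetylcholine receptor genes, Chrm2 differed by -0.95 (standard error 0.20, adjusted p = 3.47e-05) with 7 of 7 lower and Chrna7 by -0.65 (standard error 0.13, adjusted p = 7.91e-06) with 6 of 7 lower. The potassium channel genes Kcna3 and Kcnb2 differed by -1.30 (adjusted p = 5.46e-19) and -0.78 (adjusted p = 3.5e-08), both lower with all 7. After removal of each chemical's trend on transcript length and GC content, which was chosen after the data had been seen, 1000 genes passed, and 688 of the 3234 earlier calls that had both values were left with the same direction. The receptor and Kcna3 genes still passed after this removal, at -2.35 for Grin2b, -0.97 for Grin2a, -0.75 for Chrm2, -0.64 for Chrna7 and -1.50 for Kcna3. However, vehicle library Nseq428 of the separate pyraclostrobin experiment was also far below the other vehicle libraries there for Grin2b, Grin2a, Chrm2 and Kcna3. Chrna7 did not stand apart in it. Across genes, its deviation had a Spearman correlation of 0.584 with the cluster 6 differences. Falls of this kind thus also occurred in a culture without a chemical. In cluster 6, Prtn3 (1.47), Abca7 (1.26) and Psmg4 (1.25) rose most, and the largest falls included those of Tsix (-2.58) and Grin2b. Among the 36 named genes 11 passed, both over all genes and adjusted over the list alone.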

Cluster 6 chemicals reduced expression of several neurotransmitter receptor subunits, including *N*-methyl-D-aspartate receptor subunits (*Grin2a* and *Grin2b*), cholinergic receptors (*Chrm2* and *Chrna7*) and ion channels.

### Cluster 2 transcriptionally mimics specific brain disorders

We next identified the molecular pathways that were differentially associated with the six chemical clusters using gene set analysis (GSA). Included in this analysis were 64 gene sets for human brain disorders and nervous system pathways that we generated from publications (Supplementary Data 2) alongside 4,722 curated pathways. 

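Gene sets were taken from Supplementary Data 2, of which the copy used here listed at most 48 genes per set. Of its 63 sets, 30 were complete in this copy and 28 had at least 5 genes in the expression table, so disease sets with longer lists, those for Alzheimer's disease and autism among them, were not analysed here. Each set was tested in each cluster against all other chemicals with camera at an estimated correlation between genes, and p-values were adjusted over all sets and clusters together. Below 0.05 there were 13 tests, 4 with the set higher and 9 with it lower. The choice of test moved this number most, to 70 with fry and 44 with camera at a preset correlation of 0.01, and fry and the preset correlation included each of the 13. With single libraries against vehicle libraries the number was 4. Cluster 2 gave 8 of the 13. In it, genes lower in amyotrophic lateral sclerosis (Lederer) had a median log2 difference of -0.29 (37 genes, adjusted p = 0.00173), genes raised by dominant-negative REST one of -0.21 (40 genes, adjusted p = 0.00173) and genes lower in multiple sclerosis (Durrenberger) one of -0.50 (9 genes, adjusted p = 0.0108), each with a median below 0 for 8 of 8 chemicals. Genes lower in schizophrenia (Maycox) had a median of -0.27 (adjusted p = 0.0210) and genes raised in bipolar disorder (Iwamoto) one of 0.12 (adjusted p = 0.0371). By cell type, neuron-enriched genes had a median of -0.32 (adjusted p = 0.00862), pericyte-enriched genes 0.35 (adjusted p = 0.0210) and macrophage markers 0.57 (9 genes, adjusted p = 0.0182). The NRF2 target set reached 0.37 with an adjusted p of 0.0736 in camera, 4.41e-10 in fry and 2.45e-05 with the preset correlation. In cluster 4, besides the immediate early genes, the Iwamoto set was lower by a median of -0.14 (adjusted p = 0.0403) and pericyte-enriched genes by -0.31 (adjusted p = 0.0459). Clusters 3 and 6 had no set below 0.05, with 8 and 1 of 28 sets below 0.05 before adjustment.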

Over 600 gene sets distinguished the six clusters (Supplementary Fig. 7; Supplementary Data 3), including many of the human brain disorder gene sets (Fig. 3). However, only cluster 2 chemicals mimicked the transcriptional changes of two post-mortem ASD brain expression data sets in a bidirectional manner. This included downregulation of M12 and Mod1 (largely composed of synaptic genes that are downregulated in ASD brains), and upregulation of M16 and Mod5 (largely composed of microglial/immune genes that are upregulated in ASD brains)^10^,^11^. In addition, cluster 2 showed concordance with aging human brain and two neurodegenerative disorders (Alzheimer's disease and Huntington's disease), suggesting shared aspects of molecular pathology despite different symptoms (see Discussion).

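The lists of these 4 modules were incomplete in the copy of Supplementary Data 2 used here, so no test of a whole module was made. The first 3 genes listed for each module were examined in its place, a choice made without regard to their values, and they do not stand for the modules. For M12, Eno2 was lower in cluster 2 by -0.36 (standard error 0.062, adjusted p = 2.55e-07) with 8 of 8 chemicals, Cyb561 by -0.11 (adjusted p = 0.0773) with 7 of 8, and Rab11fip5 did not differ detectably (-0.0052 (adjusted p = 0.942)). For Mod1, Glcci1 was lower by -0.46 (standard error 0.054, adjusted p = 5.64e-14) with 8 of 8 chemicals, whereas Slc37a1 (-0.12 (adjusted p = 0.647)) and Adc (0.24 (adjusted p = 0.32)) did not pass the threshold. For M16, Cachd1 was higher by 0.38 (standard error 0.11, adjusted p = 0.0055) with 8 of 8 chemicals, Leprot by 0.14 (adjusted p = 0.0632) with 8 of 8, and Ak4 differed by -0.22 (adjusted p = 0.083). Single libraries set against vehicle gave 0.17 (adjusted p = 0.00158) for Leprot. None of the Mod5 genes passed, with 0.29 (adjusted p = 0.175) for Smc4, 0.11 (adjusted p = 0.488) for Khnyn and -0.13 (adjusted p = 0.396) for Lbr. From the opposite directions of the synaptic and the immune modules, the paper concludes that only cluster 2 mimicked the changes of the autism datasets in both directions.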

Fenamidone, pyraclostrobin and two other chemicals in cluster 2 (famoxadone and trifloxystrobin) are members of a recently developed class of fungicides that inhibit mitochondrial complex III by targeting the quinone outside (Qo) site of cytochrome *bc*_1_ (ref. 22). Since fenamidone and pyraclostrobin are structurally distinct (Fig. 4a,b), we performed RNA-seq with multiple replicates of both the chemicals to further validate that expression of a common set of genes was altered. 

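For pyraclostrobin, the authors deposited raw counts per gene symbol for 4 libraries at 0.1 μM and 4 vehicle libraries, without normalization. The libraries were labelled Nseq428, Nseq702, Nseq703 and Nseq704 in each group, and pyraclostrobin library Nseq428 was also the library of the screen. The origin of the vehicle library with that number is not stated; by its number it was taken as a vehicle library of the screen, 1 of the 49 or a pool of them. Counts per library ranged from 2409623 to 2550437 with pyraclostrobin, with a median of 2465574, and from 2778615 to 7833440 with vehicle, with a median of 4988001.5. Of 23893 genes listed, the 12324 with at least 10 counts in at least 4 libraries were tested with edgeR's quasi-likelihood method after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.01, the largest adjusted value in Supplementary Data 4. This called 2631 genes, 1495 higher and 1136 lower with pyraclostrobin. The alternative set in advance that moved this number most was a threshold of 0.05, with 4301 genes. Single vehicle libraries also moved it: without vehicle library Nseq428 the number was 4052, and without vehicle library Nseq703 it was 1682. Across genes, Pearson's correlation between log2 CPM (counts scaled by library total and TMM factor) was 0.946 to 0.975 within pyraclostrobin libraries, 0.928 to 0.992 within vehicle libraries and 0.842 to 0.923 between the groups. Acta2 rose most among the named genes of the cytoskeleton apart from Cnn1 (4.19), from 43.8 ± 24.1 CPM (SD, n = 4) with vehicle to 684.4 ± 105.96 CPM (SD, n = 4), a log2 fold change of 3.99 (standard error 0.31, adjusted p = 1.14e-05). Among genes with a mean of at least 50 counts over the 8 libraries, the largest rises included those of Acta2 and Hmox1 (3.99), and Hkdc1 (-3.85), Nxph2 (-2.78) and Grik1 (-2.62) fell most. Hkdc1 had 0 counts in 3 pyraclostrobin libraries and 7.48 CPM in library Nseq702, so its fold change depends on that library. Of the 36 named genes tested, 21 passed both over all genes and adjusted over the list alone; the list was chosen by the study partly on these samples. For fenamidone at 10 μM, the replicates of Fig. 4 were not analysed here, and the 2 libraries of the screen were used in their place.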

Each fungicide altered expression of a largely overlapping set of genes (Fig. 4c,d; Supplementary Data 4). 

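The log2 differences of fenamidone in the screen (2 libraries against 49 vehicle) were compared with the log2 fold changes of pyraclostrobin across the 12188 genes in both tables, which were normalized separately. Their Spearman correlation was 0.815 and their Pearson correlation 0.842. Unchanged groups simulated with a shared vehicle library gave a median of 0.0116 and at most 0.0364 in 100 draws. Of 1467 genes raised by pyraclostrobin, 1452 (99.0%) were higher with fenamidone, with a median log2 difference of 0.57, and of 1130 lowered genes 1123 (99.4%) were lower, with a median of -0.43. Over all genes, 46.3% were higher with fenamidone. Fenamidone alone had 2092 genes past limma's adjusted threshold, 1483 of them lower, which was 15.7% of all genes and became 2.36% when only variably expressed genes were tested and 9.95% at a threshold of 0.01. All 2092 had the same direction in one fenamidone library taken alone and 2088 in the other. The genes had been called on the mean of these 2 libraries, so this agreement is largely fixed by their choice and does not show replication. Of its raised genes that were tested in the counts, 86.7% were called raised by pyraclostrobin and 99.8% were higher, and of its 1449 lowered genes 750 (51.8%) were called lowered and 1433 (98.9%) were lower. Acta2 rose by 1.89 (adjusted p = 0.00148), Cnn1 by 2.17 (adjusted p = 0.00279) and Lgals3 by 2.41 with fenamidone, while Kcnh3 and Nrxn3 fell by 1.33 and 1.17. The largest falls were those of Tmem210 (-3.78), Hspb3 (-3.03) and 8030443G20Rik (-3.0). The centred values of 8030443G20Rik in the 2 fenamidone libraries were -4.85 and -1.04, so the size of its fall depends on the library. Among the 36 named genes, 15 passed for fenamidone over all genes and 18 adjusted over the list alone. In a comparison with the lists in Supplementary Data 4, 362 of the paper's genes raised by fenamidone were tested in the pyraclostrobin counts, and 329 of these (90.9%) were raised, 43.9 being the number by chance (one-sided Fisher's exact test, p = 8.57e-272). Their median log2 fold change with pyraclostrobin was 1.97. Genes are not independent replicates, so the p-value of Fisher's test describes this overlap and does not measure replication over cultures. The paper does not say whether its fenamidone list rested on the same vehicle libraries. From the overlap between these structurally distinct fungicides, the paper concludes that both altered the expression of a common set of genes.

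**Figure D3:**
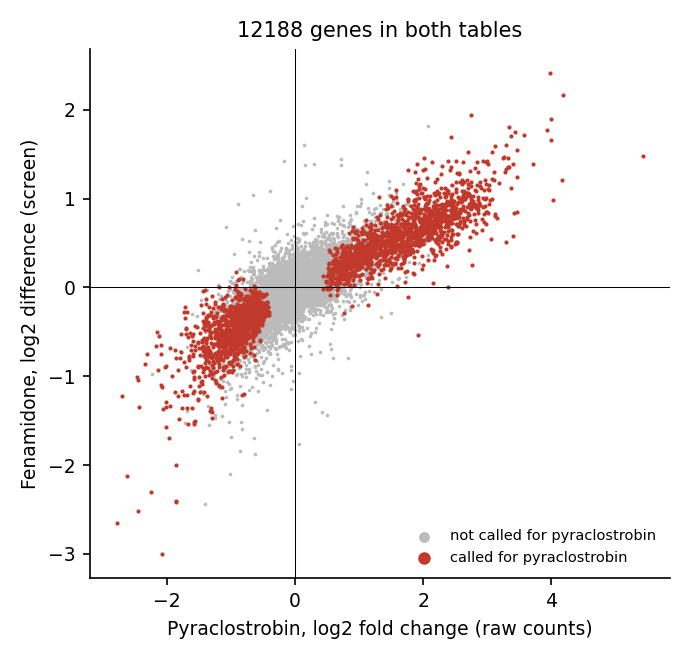
Log2 fold change with pyraclostrobin (counts, 4 libraries against 4) and log2 difference with fenamidone (screen, 2 libraries against 49) for 12188 genes, with genes called for pyraclostrobin in red. The Spearman correlation across all genes shown is 0.815.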

Upregulated transcripts included *Nrf2* target antioxidant response genes and *Rest*, which we validated using quantitative real-time PCR (qRT–PCR) (Fig. 4e,f). 

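Rest, on chromosome 5 from 77694516 to 77715457 in mm9, had 19.7 ± 4.6 CPM (SD, n = 4) with pyraclostrobin and 5.09 ± 1.46 CPM (SD, n = 4) with vehicle, a log2 fold change of 1.93 (standard error 0.26, adjusted p = 2.91e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn it stayed between 1.77 and 2.06. In the screen Rest was higher with 8 of 8 cluster 2 chemicals, by 0.33 (adjusted p = 0.0445) in limma's test, and by 0.30 (adjusted p = 0.106) without fenpyroximate; with fenamidone alone the difference was 0.53 (adjusted p = 0.0856). Of the Nrf2 target genes in Figs 2 and 4, Hmox1 had 336.2 ± 254.0 CPM (SD, n = 4) with pyraclostrobin and 21.9 ± 12.4 CPM (SD, n = 4) with vehicle, a log2 fold change of 3.99 (standard error 0.52, adjusted p = 2.22e-04). For Gstm1 the levels were 117.6 ± 38.4 CPM (SD, n = 4) with pyraclostrobin and 30 ± 17.3 CPM (SD, n = 4) with vehicle (2.01 (standard error 0.35, adjusted p = 0.00118)). Gsta4 had 22.2 ± 12.4 CPM (SD, n = 4) with pyraclostrobin and 3.04 ± 3.27 CPM (SD, n = 4) with vehicle, with a log2 fold change of 2.99 (adjusted p = 0.00255), and without vehicle library Nseq703 its adjusted p was 0.0121. Nqo1 had 8.83 ± 4.08 CPM (SD, n = 4) with pyraclostrobin and 2.22 ± 1.69 CPM (SD, n = 4) with vehicle, with a log2 fold change of 2.04 (adjusted p = 0.00689), and without pyraclostrobin library Nseq703 its adjusted p was 0.0284. The glutathione S-transferase genes Gstm1 and Gsta4 belong to multigene families whose members share sequence, so the counting could have split their reads. For these 5 genes every pyraclostrobin library lay above every vehicle library, an arrangement that 1 of the 35 divisions of 8 libraries into equal groups gives in either direction. In cluster 2, Hmox1 rose by 1.26 (adjusted p = 5.89e-09) and Gstm1 by 0.61 (adjusted p = 1.88e-05), Gsta4 by 1.01 (adjusted p = 0.0306) and Nqo1 by 0.65 (adjusted p = 0.113), each with 8 of 8 chemicals. Gsta4 no longer passed without fenpyroximate (0.90, adjusted p = 0.0903), and Nqo1 passed when single libraries were set against vehicle, at 0.77 (adjusted p = 0.0187). With fenamidone the differences were 1.66 (adjusted p = 2.35e-07) for Hmox1, 1.02 (adjusted p = 1.79e-04) for Gstm1, 1.42 (adjusted p = 0.201) for Gsta4 and 0.87 (adjusted p = 0.411) for Nqo1. Over the 26 genes of the NRF2 target set that were tested, the median log2 fold change with pyraclostrobin was 1.29 and 17 genes were called raised. In a camera test with estimated correlation no gene set had an adjusted p below 0.05 with pyraclostrobin (lowest 0.157), 8 of 28 had an unadjusted p below 0.05, and fry called 23. The quantitative PCR measurements were not analysed here.

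**Figure D4:**
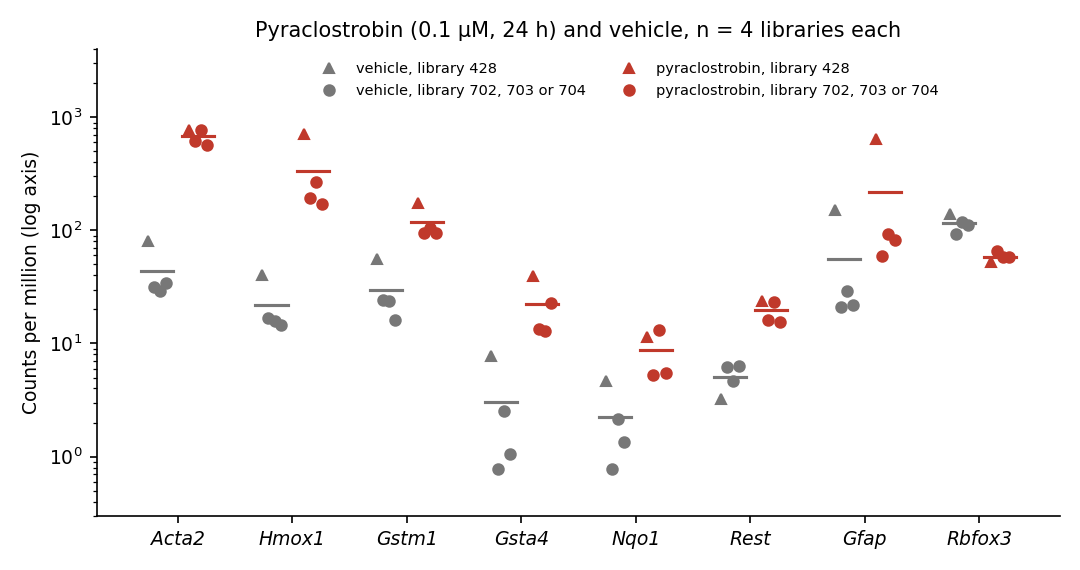
CPM of 8 genes in each of 4 vehicle and 4 pyraclostrobin libraries on a log axis, with bars at the group means and triangles for library Nseq428. For Rest all pyraclostrobin libraries lie above the vehicle libraries, whereas for Gfap the groups overlap.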

*Rest* elevation is associated with human brain aging and neurodegeneration^23^. 

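Each chemical of cluster 2 was compared with the mean profile of the other members, across the variably expressed genes. Fenpyroximate, at 0.1 μM, had a Spearman correlation of 0.716 with this profile and ranked 3 of 297 chemicals, beside 0.746 for fenamidone, 0.740 for pyraclostrobin, 0.708 for famoxadone and 0.689 for trifloxystrobin. Rotenone at 0.01 μM reached 0.386 and pyridaben at 0.1 μM 0.329, ranks 6 and 7, ahead of oxyfluorfen at 0.302. With pyraclostrobin alone, the correlations were 0.657 for fenpyroximate, 0.351 for rotenone and 0.326 for pyridaben. Silhouette widths were 0.460, 0.266 and 0.173 for the same chemicals. Outside the cluster the highest value was 0.285 for ethalfluralin, and none of the 49 vehicle libraries exceeded 0.234. The members had been chosen by their correlation with one another in these libraries. Their ranks and the gaps to other chemicals and to vehicle therefore follow largely from that choice and are not independent evidence.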

Other compounds in cluster 2 include fenpyroximate, pyridaben and rotenone, chemicals that target mitochondrial complex I (ref. 24). Exposure to rotenone is known to increase risk for Parkinson's disease^24^,^25^. All cluster 2 chemicals reduced RNA-seq reads arising from the mitochondrial genome (Fig. 2), suggesting compromised mitochondrial function as a common mechanism^26^. Note that none of the mitochondrially encoded transcripts were among the 5,121 variably expressed genes assayed by hierarchical clustering, so these transcripts did not influence cluster assignment. However, the influence of chemical treatment on mitochondrial density or viability was not assessed and could have indirectly modulated transcriptional profiles.

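The Ensembl annotation of mm9 holds 37 genes of the mitochondrial genome, 13 of them protein-coding. None of the 37 was listed among the 13304 genes of the expression table or among the 23893 genes of the pyraclostrobin counts, so these transcripts were outside every comparison made here and their reads were not analysed here.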

### Cluster 2 induces superoxide and microtubule instability

Mitochondrial complexes I and III are the main sites of superoxide (O_2_^−^) production within the electron transport chain, so we next tested whether cluster 2 chemicals induced O_2_^−^. Fenamidone produced a concentration-dependent increase in O_2_^−^, as measured with a fluorescent mitochondrial superoxide indicator dye, and swelling of neuronal soma (Fig. 5a–d). Pretreatment with the free-radical scavenger vitamin E (α-tocopherol) blocked fenamidone-induced production of O_2_^−^ (Fig. 5e; using the concentration of fenamidone that was used for sequencing) and blocked soma swelling (Fig. 5f). Sulforaphane is a potent inducer of *Nrf2* target antioxidant gene expression, it reduces inflammation and it substantially reduces autism symptoms in humans^27^,^28^. Pretreatment with sulforaphane attenuated the transcriptional changes, O_2_^−^ production and soma swelling caused by fenamidone (Fig. 6). We also monitored O_2_^−^ production for each chemical in cluster 2 and for several chemicals outside of cluster 2 across a seven-point concentration–response range (Supplementary Fig. 8). All chemicals that induced O_2_^−^ at the sequencing concentration were assigned to cluster 2 based on gene expression. Fluoxastrobin and azoxystrobin are Qo fungicides that were not assigned to cluster 2, likely because they did not generate O_2_^−^ at the sequencing concentration (Supplementary Fig. 8). 

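Fluoxastrobin, at 1 μM and with 1 library, had a Spearman correlation of 0.246 with the mean cluster 2 profile and ranked 13 of 297 chemicals. Across all genes its correlation was 0.318 with rank 9, and with Pearson's coefficient it was 0.238. Azoxystrobin, at 0.1 μM and with 2 libraries, had a correlation of -0.0879 and ranked 231. Taken singly, its libraries gave 0.0475 and -0.157, and they correlated with each other at 0.00600, so neither library stood for the chemical. Both chemicals lay below 0.302, the value of the weakest cluster 2 member, which follows from the choice of members by correlation.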

Two additional mitochondrial inhibitors that induce O_2_^−^ production in cells (myxothiazol, complex III inhibitor; kresoxim-methyl, complex III inhibitor and fungicide) altered transcription in a manner consistent with chemicals in cluster 2 (Supplementary Fig. 9). Collectively, our data support a relationship between O_2_^−^ production and the cluster 2 transcriptional signature.

Numerous genes associated with cytoskeletal function have been implicated in autism^29^. Moreover, disruption of microtubules is associated with problems in brain development and with neurodegeneration^30^,^31^. Given that cytoskeletal genes were altered by cluster 2 chemicals and that rotenone (also in cluster 2) destabilizes microtubules^31^,^32^, we hypothesized that microtubule depolymerization triggered the aberrant swelling morphology of neurons. Consistent with this possibility, stabilization of microtubules with paclitaxel attenuated fenamidone-induced O_2_^−^ production and fenamidone-induced soma swelling (Fig. 5g,h). However, fenamidone did not impair tubulin polymerization in a cell-free biochemical assay, ruling out a direct effect of fenamidone on tubulin oligomerization (Supplementary Fig. 10a). Last, superoxide production and soma swelling could be phenocopied by depolymerizing microtubules with vincristine (Supplementary Fig. 10b–e).

### Assessment of potential confounds

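With pyraclostrobin, the microglial gene Cx3cr1, on chromosome 9 from 119957811 to 119977400 in mm9, had 14.8 ± 3.33 CPM (SD, n = 4) with pyraclostrobin and 5.13 ± 1.87 CPM (SD, n = 4) with vehicle, a log2 fold change of 1.55 (standard error 0.29, adjusted p = 0.00196) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trem2 had 12.4 ± 3.63 CPM (SD, n = 4) with pyraclostrobin and 1.95 ± 1.56 CPM (SD, n = 4) with vehicle, a log2 fold change of 2.87 (standard error 0.44, adjusted p = 5.59e-04). For both genes every pyraclostrobin library exceeded every vehicle library, which 1 of 35 divisions gives by chance in either direction. The Trem2 values rested on few counts, so that their precision is low in the vehicle libraries. The astrocyte gene Gfap had 218.0 ± 279.8 CPM (SD, n = 4) with pyraclostrobin and 55.5 ± 63.2 CPM (SD, n = 4) with vehicle, a log2 fold change of 2.01 (adjusted p = 0.0896) that did not pass the threshold, and without pyraclostrobin library Nseq428 it was 0.51 (adjusted p = 0.585). Aqp4 had 117.5 ± 116.3 CPM (SD, n = 4) with pyraclostrobin and 31.1 ± 20.4 CPM (SD, n = 4) with vehicle, a log2 fold change of 1.96 (adjusted p = 0.0249), which also did not pass and was 0.95 without pyraclostrobin library Nseq428. Without vehicle library Nseq428 both genes passed, at 3.16 (adjusted p = 0.00625) for Gfap and 2.51 (adjusted p = 0.00423) for Aqp4. In each of the 4 library numbers both genes were higher with pyraclostrobin than in the vehicle library of that number. With the number as a block in edgeR's test both passed, at adjusted p = 1.49e-05 for Gfap and 1.31e-04 for Aqp4. The paper mentions matched vehicle controls but does not say that a shared number marks a match, so which fit applies is undecided. Over all alternatives, some of them chosen after the data had been seen, the adjusted p lay between 1.88e-08 and 0.585 for Gfap and between 1.55e-07 and 0.0878 for Aqp4, so whether either gene passed depended on the fit. In the screen, cluster 2 raised Gfap by 0.68 (standard error 0.17, adjusted p = 4.25e-04) and Aqp4 by 0.44 (standard error 0.15, adjusted p = 0.0148) in limma's test, each with 8 of 8 chemicals, and without fenamidone Aqp4 rose by 0.39 (adjusted p = 0.0579). Cx3cr1 was higher with 7 of 8 chemicals, by 0.38 (adjusted p = 0.169), and Trem2 was not listed in the expression table of the screen. Fenamidone alone raised Gfap by 1.00 (adjusted p = 0.0157), Aqp4 by 0.85 (adjusted p = 0.0466) and Cx3cr1 by 0.87 (adjusted p = 0.0964). The centred values in the 2 fenamidone libraries were 0.20 and 1.38 for Aqp4 and 0.29 and 1.82 for Cx3cr1. The lower value of each gene lay within the SD of the vehicle libraries, so both rises rest mainly on 1 library. By cell type, the median log2 fold change with pyraclostrobin was 1.94 for microglia-enriched and 1.61 for astrocyte-enriched genes.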

Cluster 2 compounds upregulated numerous microglial- (for example, *Cx3cr1* and *Trem2*) and astrocyte- (for example, *Gfap* and *Aqp4*) enriched genes^33^. This increase in markers of proliferating brain cell types was unlikely to be due to cell division, as our cultures were treated with an antimitotic on days *in vitro* (DIV) 3. Moreover, fenamidone (under the same conditions used for sequencing) caused no significant change in cellular composition, based on immunocytochemical quantification of neurons, astrocytes and microglia with markers (NeuN, Gfap and Iba1, respectively; Supplementary Fig. 11a). However, any contribution by additional non-neuronal cell types such as oligodendrocytes has not been accounted for. Neither culture batch nor sequencing batch effects contributed to cluster identity (Supplementary Fig. 4). We also assessed RNA quality using the RNA integrity number (RIN) as a proxy. There were subtle differences in quality among the six clusters, and RINs were significantly lower for clusters 2 and 6 (Supplementary Fig. 11b). However, the average RINs were ≥9.25 for each of the six clusters, indicating that these samples were of sufficiently high quality. Collectively, we found no evidence that technical artefacts or poor RNA quality contributed to cluster identity. However, we cannot exclude the possibility that some of the chemicals alter cellular composition at higher concentrations or after longer exposure times.

### Increasing agricultural use of several cluster 2 chemicals

Epidemiological and human exposure data for most chemicals in cluster 2 are lacking. We thus sought to evaluate exposure potential by analysing chemical usage and food commodity residue data collected by the United States Geological Survey, the United States Department of Agriculture (USDA) and the Food and Drug Administration (FDA). All of the mitochondrial complex III inhibitors in cluster 2 showed positive environmental usage trends since their EPA registration in 2000 or later (Fig. 7). Usage of complex I inhibitors (rotenone and pyridaben) is low and unchanging, with the notable exception of fenpyroximate, the most potent superoxide producer we identified (concentration for half-maximum response (EC50)=0.007 μM; Supplementary Fig. 8b). Many cluster 2 residues were found on conventionally raised food commodities, particularly leafy green vegetables, and were detected at relatively high levels, up to 20 p.p.m. in the case of pyraclostrobin. These data suggest significant human exposure potential to many of the chemicals in cluster 2.

## Discussion

By comparing gene expression profiles of cortical cell cultures with expression data from human brain disorders, we identified a group of eight chemicals (cluster 2) that transcriptionally mimicked ASD, brain aging and neurodegeneration. These chemicals, most of which inhibit mitochondrial complex I or III, stimulated free radical production and disrupted microtubules. We found that pretreating with a microtubule stabilizer, an antioxidant, or with sulforaphane could reduce these effects. Whether this transcriptional and cellular response is related to the marked clinical efficacy of sulforaphane at treating ASD symptoms^27^ remains to be determined.

Numerous studies investigated a link between the inhibition of mitochondrial complex I, neurotoxicity and neurodegeneration in animal models^24^,^34^,^35^. Rotenone (in cluster 2) has been shown to increase Parkinson's disease risk in humans^25^. Cluster 2 also included a relatively new class of fungicides (quinone outside, Qo) that inhibit mitochondrial complex III. No evidence of neurotoxicity was noted for two of these fungicides, pyraclostrobin and fenamidone, in a set of assays used by regulatory agencies^36^,^37^. However, a single oral dose of trifloxystrobin (also in cluster 2) reduced motor activity for several hours in female rats and for 3 days in males^38^, suggesting a strong interaction with sex. Picoxystrobin (not in ToxCast Phase I library), marketed as the most rapidly absorbed and most systemic (in plants) of all Qo fungicides, caused acute neurotoxicity (reduced motor activity) at the lowest dose tested in rats^39^. Further, mitochondrial complex III-deficient mice showed severe superoxide-dependent damage to cortical brain regions and profound motor deficits that were apparent at night, during their active phase^40^. Note that standard acute and chronic neurotoxicity assays are performed during the day, when rodents are less active, possibly reducing the power to detect motor deficits. Mitochondrial complex III inhibitors can additionally block neuronal differentiation by maintaining embryonic stem cell pluripotency^41^, suggesting a potential for neurodevelopmental effects.

Usage data indicate that Qo fungicides are increasingly prevalent on food that is consumed by humans of all ages. At least one cluster 2 chemical (pyraclostrobin) is present in the environment at levels that affect non-mammalian organisms^42^,^43^ and was detected at high levels on foraging honeybees, further corroborating high levels in the environment^42^. To address whether these levels are a risk to human health, recent *in vitro* reverse dosimetry extrapolations from the EPA found that food levels of pyraclostrobin exceed the human oral equivalent dose necessary to affect mitochondrial processes^44^. However, Qo fungicide residues have not been detected on organically produced foods (EPA and USDA data), suggesting a way to minimize exposure.

Our finding that cluster 2 chemicals mimic the transcriptional changes of autism, as well as the aging brain and neurodegeneration was surprising, particularly given the different ages of onset and disease symptoms. Oxidative stress and cytoskeletal integrity are implicated in all of these conditions^45^,^46^,^47^,^48^,^49^, suggesting that overlapping pathological processes might drive the transcriptional similarities we observed. In support of shared biology, we found that ASD, the aging brain, Alzheimer's disease and Huntington's disease exhibit altered expression of a common set of genes more so than any of the other neurological gene sets we tested (Supplementary Fig. 12a). Many of the genes that were differentially regulated by pyraclostrobin were also found in the M16 and M12 ASD gene modules (Supplementary Fig. 12b–e). Moreover, when focusing specifically on the genes in these ASD modules, the direction and magnitude by which these genes were dysregulated in ASD patient samples was strongly correlated with that of pyraclostrobin treatment in our cortical cultures (Spearman *r*=0.66; Supplementary Fig. 12f), further suggesting a common mechanism. The fact that these neurological conditions shared a core set of dysregulated genes may contribute to the enrichment observed for cluster 2 across these diseases. However, we cannot exclude the possibility that molecular pathologies are shared by some but not all of the conditions. Disentangling these relationships is beyond the scope of our current study, but suggests a fruitful area for future research.

Several of the chemicals in cluster 2 unquestionably kill neurons at higher concentrations (Supplementary Data 1), consistent with other studies^9^,^50^. This raises the question of whether cluster 2 reflects the transcriptional signature of ‘sick' neurons. We identified several chemicals that killed cells at multiple concentrations (Supplementary Data 1), yet only those that were associated with O_2_^−^ production, microtubule destabilization and elevated expression of neuroinflammatory genes were assigned to cluster 2. It thus seems unlikely that cluster 2 is reflective of chemicals that nonspecifically kill neurons at high doses and sicken neurons at lower doses. 

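Supplementary Data 1 gives the percentage of dead cells after vehicle subtraction, and each chemical's Spearman correlation with the mean cluster 2 profile across the variably expressed genes served as its similarity to cluster 2. At the sequenced concentration, dead cells and similarity had a Spearman's rho of 0.0341 (two-sided permutation test, p = 0.569) and a Pearson's r of -0.0273 (p = 0.649) over the chemicals outside cluster 2 with a value (97.9% of them). At 10 μM, over 98.6% of the chemicals outside cluster 2, rho was 0.0585 (permutation p = 0.325) and r was 0.0895 (permutation p = 0.131), and after adjustment over the settings computed these were 0.569 and 0.262. With the cluster 2 chemicals included, rho at the sequenced concentration was 0.0691 and r 0.0976 (permutation p = 0.0970). At 10 μM with these chemicals included, a setting chosen after the data had been seen, rho was 0.0976 (permutation p = 0.0961) and r was 0.232 (permutation p = 6e-04, adjusted p = 0.0036, where the other settings lay between 0.262 and 0.923). Without the 2 chemicals farthest from the median, r at the sequenced concentration was -0.00569. The sign of r therefore varied between settings, and outside cluster 2 none was past 0.05. Of the chemicals outside cluster 2, 21 (7.37% of those with a value) killed over 20% of cells at 10 μM, where the median was 0.176%. Their similarity to cluster 2 had a median of 0.0230 and a range of -0.250 to 0.246. No chemical outside cluster 2, cytotoxic or not, reached the weakest member (highest value 0.285), which follows from the choice of members by correlation and carries no information on cytotoxicity. Among the 8 cluster 2 chemicals, 4 killed over 20% of cells at 10 μM (two-sided Fisher's exact test against the others, p = 0.00232), with a median of 19.4% and a highest value of 62.2%, and at the sequenced concentrations the highest value was 7.4%. From chemicals that killed cells without joining cluster 2, the paper considers it improbable that this cluster stands for chemicals that kill neurons nonspecifically.

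**Figure D5:**
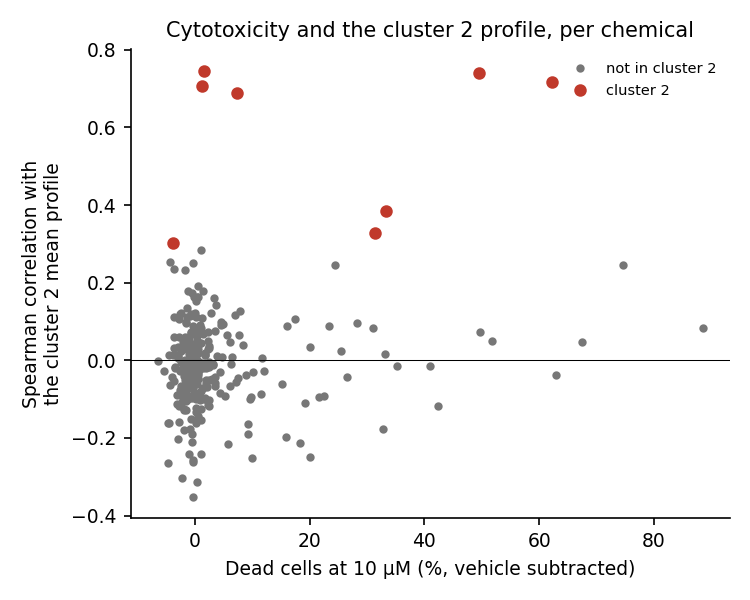
Percentage of dead cells at 10 μM (vehicle subtracted) and Spearman correlation with the mean cluster 2 profile, with 1 point per chemical and cluster 2 in red. The 21 chemicals outside cluster 2 with over 20% dead cells lie between -0.250 and 0.246.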

In fact, chemicals can kill (and presumably sicken) cells via distinct mechanisms^32^, with one of these mechanisms being ‘microtubule destabilization.' Rotenone and vincristine fit within this class^32^, likely providing additional insights into why paclitaxel (a microtubule stabilizer) attenuated the soma swelling and O_2_^−^ production phenotypes induced by a cluster 2 chemical (Fig. 5). Our study also shows how systematic transcriptional studies with neurons can uncover new brain- and disease-relevant relationships between chemicals that cannot be identified using existing toxicology assays (Supplementary Fig. 6), including those that rely on cell death as a readout.

We identified additional brain-relevant relationships between chemicals within other clusters. Cluster 1 appears to define a transcriptional signature of neuron hyperexcitability, as evidenced by upregulation of IEGs, a class of genes that mark recently depolarized neurons, and downregulation of potassium channels (which increases neuron excitability when downregulated^51^). Cluster 1 contained two pyrethroids that hyperexcite mammalian neurons^19^. Intriguingly, two recent epidemiological studies found that pyrethroid exposure doubles the risk for attention deficit hyperactivity disorder in boys^52^,^53^. Our transcriptional approach might provide a way to prospectively identify candidate chemical risks for attention deficit hyperactivity disorder. Cluster 5 contained all three topoisomerase inhibitors, a class of drugs that downregulated long genes in neurons^18^, reduced synaptic activity^20^ and reduced IEG expression (Fig. 2). Moreover, cluster 5 is strongly correlated with neurological disease models that feature dysregulated long synaptic gene expression, particularly amyotrophic lateral sclerosis^54^ and Rett syndrome^55^,^56^.

Though estimates vary, ∼50% of cells in the adult human central nervous system are neurons^57^. This is in contrast to the embryonic culture system employed here, which is comprised of over 70% neurons. This disparity has the potential to bias physiological signatures and impair the ability to detect some disease-relevant processes. Although our cultures show a very similar representation of brain cell markers relative to E14.5 whole mouse brain (Supplementary Fig. 1), suggesting our cortical cultures—dissected at E14.5—contain the major brain cell classes in biologically realistic proportions. Moreover, the model system employed here is amenable to high-throughput screens and functional assays^17^. Ultimately, candidate chemicals identified with a cortical culture system will require validation in animal models.

In summary, our study shows that chemicals that transcriptionally mimic brain disorders can be identified by profiling gene expression in cortical cultures. This approach may also prove useful in identifying candidate ASD therapeutics, such as sulforaphane, or in identifying drugs that normalize long gene expression, such as topoisomerase inhibitors in Rett syndrome model neurons^55^. While usage and residue levels of cluster 2 chemicals on conventionally grown foods are increasing, in the absence of causality, it is premature to draw correlations with the increased prevalence of ASD and other brain disorders. Nonetheless, greater scrutiny over whether these new Qo fungicides affect the developing or adult mammalian nervous system (enteric, peripheral and central) or behaviours seems warranted, particularly given their striking mechanistic similarity to rotenone. Ultimately, monitoring steady-state levels in the environment, assessing exposure levels and pharmacokinetics, and epidemiological studies will be needed to evaluate whether any of these chemicals pose real neurological threats to humans or increase risk for brain disorders, including ASD.

## Methods

### Cortical neuron culture

Primary mouse cortical neuron cultures were prepared as previously described from E14.5 pregnant C57BL/6J (Cat. #000664, Jackson) dams crossed to CAST/EiJ (Cat. #000928, Jackson) males^18^. Hybrid cultures are thought to better model genetic variation associated with human populations^58^. Dissociated cells were placed in multiwell plates coated with poly-D-lysine (0.1 mg ml^−1^) in Neurobasal medium (Life Technologies) containing 5% fetal bovine serum (Gibco), B27 (17504-044, Invitrogen), Antibiotic-Antimycotic (15240-062, Invitrogen) and GlutaMAX (35050-061, Invitrogen). At DIV 3, a half medium change was performed with feeding medium identical to the plating medium except that we omitted fetal bovine serum and included 4.84 μg ml^−1^ uridine 5′-triphosphate (U6625, Sigma-Aldrich) and 2.46 μg ml^−1^ 5-fluoro-2′-deoxyuridine (F0503, Sigma-Aldrich) to inhibit mitosis in dividing cells.

### Chemicals

The chemical library was donated by the EPA ToxCast Program. For verification and replication experiments, the following chemicals were purchased from Sigma-Aldrich: DL-α tocopherol acetate (T3376), DL-sulforophane (S4441), vincristine sulfate salt (V8879), oxyfluorfen (35031), rotenone (45656), fenamidone (33965), pyraclostrobin (33696), trifloxystrobin (46447), myxothiazol (T5580), pyridaben (46047), azoxystrobin (31697), fluoxastrobin (33797), fenpyroximate (31684) and kresoxim-methyl (37899). Famoxadone was purchased from Chem Service, Inc (N-11943). Topotecan hydrochloride was purchased from Tocris (4562). Paclitaxel was purchased from Fisher Scientific (AC32842). All chemical stocks were prepared in DMSO unless otherwise noted. Vehicle samples were prepared with an equivalent DMSO concentration of ≤0.5% in feeding medium.

### Live/dead assay

Cultures were grown on poly-D-lysine coated 96-well plates at a density of 5 × 10^4^ cells per well. Culture plates were screened for quality by qualitative assessment of density and by confirming low percentage (<10%) of dead cells in control wells as established by the method described below. Chemicals were applied in quadruplicate by performing a half medium change with a 2 × concentration in prewarmed feeding medium on culture plates meeting these quality criteria, at DIV 7. After 24 h, another half medium change was performed with medium containing NucBlue (R37605, Life Technologies) and SYTOX Green (S7020, Life Technologies) dyes according to the manufacturer's directions. Cells were then rinsed twice with PBS (137 mM NaCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_) and fixed with 4% paraformaldehyde in 0.1 M phosphate buffer for 10 min at room temperature. After rinsing an additional two times with PBS, the cells were imaged on a Nikon Eclipse Ti epifluorescent microscope at × 10 magnification with ultraviolet excitation to reveal the NucBlue dye marking all cells, and with fluorescein isothiocyanate filter set to identify dead SYTOX-positive cells. Channel-merged colour images were imported into ImageJ software (NIH) and converted into RGB stacks. A manual threshold was performed on the NucBlue channel to yield an image amenable to binary particle analysis. The threshold set for the NucBlue channel was utilized for the SYTOX channel to reduce any potential bias. Particle analysis was performed on each channel for each image to obtain the total number of nuclei and the total number of nuclei from dead cells, respectively. The percentage of dead cells was calculated and averaged across four replicates. All chemicals from the library were initially tested at 10 μM. A concentration causing 10% or greater cell death relative to vehicle was considered toxic. Lower doses were tested by reducing an order of magnitude until a non-toxic dose was identified.

### RNA-seq

Cultures were treated with the non-cytotoxic dose of each chemical, by exchanging half of the original medium with chemicals at 2 × concentration in prewarmed feeding medium, on DIV 7 for 24 h in 12-well plates at a density of 5 × 10^5^ cells per well. RNA was isolated using RNeasy plus mini kit (Cat. #74134, Qiagen). RNA yield and quality were determined using a Nanodrop 1000 Spectrophotometer (Thermo Scientific). Samples were further assessed for quality using either an Agilent Bioanalyzer 2100 or TapeStation 2200 to obtain a RIN. RIN values exceeding 7 were used for sequencing. RNA samples were used to generate and barcode complementary DNA libraries using the TruSeq RNA Library Preparation Kit at the UNC High Throughput Sequencing Facility. Pools of 24 multiplexed samples were sequenced per lane on an Illumina HiSeq 2500 using 50-bp paired-end reads.

### RNA-seq data processing

RNA-seq reads were filtered using TagDust and aligned to the reference mouse genome (mm9) with TopHat using default parameters^59^,^60^. Reads aligning to ribosomal RNA genes were removed. Transcript abundance was estimated by computing Reads per kilobase per million mapped reads (RPKM) using RefSeq gene models aggregated by gene symbol^61^. For differential expression analyses, raw counts over RefSeq exons were used, and then were compared across samples using DESeq^62^.

### Hierarchical clustering and cluster membership

RPKMs for all RefSeq genes and all samples were filtered such that a given gene had >90% of samples with RPKM >0 and gene length exceeded 500 bp. RPKMs were then log_10_-transformed, quantile-normalized, median-centred, and the effects due to culture or sequencing batch were removed using a mixed model analysis of variance. This batch correction step was performed on individual experiments rather than chemical–vehicle ratios to reduce the effects due to variations in culture composition as well as batch-to-batch variations at the level of sequencing. Genes were then median-centred again, and filtered such that their s.d. exceeded 0.1. Chemical replicates were then combined using the median. Classes of chemicals were then discovered in two ways. First, we performed hierarchical clustering using average linkage and Pearson correlation distance measures. The boundaries of the discovered classes from clustering were set by computing pairwise Spearman correlations for all samples. A given cluster had to have at least three members with the minimum pairwise Spearman correlation coefficient exceeding 0.2, though cluster members often exceeded a correlation of 0.6 (Supplementary Fig. 5c,d). Seven chemical clusters were discovered, however one was removed due to failing to have a positive silhouette width, a metric of cluster robustness^63^. These definitions enabled the three positive control topoisomerase inhibitors to form a cohesive group of chemicals with known structural and functional similarity (cluster 5). None of the culture or sequencing batches contributed to the formation of any one of the final six clusters (Supplementary Fig. 4).

### Hierarchical clustering of EPA toxicological assays

Concentration at 50% maximum activity (AC_50_) values for all assays and all ToxCast Phase I chemicals were retrieved from the EPA Dashboard. We retained only those assays with data available for 99% of the chemicals and required that a given assay must have at least five active chemicals (AC_50_≤10 μM); 199 assays were retained. We then transformed the data values as described in Sipes *et al.*^64^ and performed hierarchical clustering to find the chemical groups with concordant activity on certain assays.

### Pathway analysis

To detect differentially regulated pathways, chemicals within each of the six clusters were separately compared with all other chemicals tested using GSA^65^, supplying a modified gene pathway file that contained all MSigDB C2 annotations as well as gene sets from published gene expression studies in human diseases and mouse models. Nearly all added gene sets were derived directly from the associated publication. Raw data derived from Durrenberger *et al.*^66^ were analysed by applying quantile normalization, and differential expression was detected using SAM using 500 permutations^67^. Some brain disease gene expression studies had no significantly differentially expressed genes (*q*<0.05), and hence could not be included in our analysis. For ‘BLALOCK_ALZHEIMERS_UP', a gene set included within MSigDB C2, we removed gene symbols that were not included in the RefSeq annotation. The Mod1 pathway (Gupta *et al.*^10^) was filtered to include genes with a KM1 score of 0.4 or greater, to reduce the number of genes in this pathway below 1,500 so it could be analysed by GSA. A given pathway (size between 10 and 1,500 genes) was considered if it achieved statistical significance (false discovery rate<0.1) for at least one cluster compared with all other chemicals (500 permutations). Expression of a single pathway was then summarized by taking the median expression value across all genes in that pathway for a given chemical. Once the entire data matrix was assembled, pathways were median-centred and hierarchically clustered, while keeping chemical ordering consistent with Fig. 2. Disease-relevant ontologies were then extracted and plotted separately; colour was applied based on the pathway enrichment score (blue indicates pathway downregulation and red indicates pathway upregulation), but only for the pathways achieving statistical significance (false discovery rate<0.1).

### Quantitative real-time PCR

Total RNA was extracted and purified using the RNeasy plus mini kit (Qiagen) following the manufacturer's instructions. RNA was quantified using Nanodrop 1000 (Thermo Scientific) and reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad). Quantitative real-time PCR analysis was performed in technical duplicates using SYBR Green PCR master mix (Applied Biosystems) in a 7500 Real-Time PCR instrument (Applied Biosystems). An amount of 10 ng of complementary DNA was used in each reaction. Fold change of expression of the target RNA in each treatment condition relative to the untreated sample were calculated by raising 2 to the power of −ΔΔCt. ΔΔCt was calculated by subtracting the ΔCt of the untreated sample to the ΔCt of each treatment condition. The ΔCt of each sample was calculated by subtracting the average Ct of *Gapdh* to the average Ct of the target RNA. The following primers were used at a final concentration of 0.5 μM:

*Rest* (F: 5′-GTGCGAACTCACACAGGAGA-3′, R: 5′-AAGAGGTTTAGGCCCGTTGT-3′); *Gsta4* (F: 5′-CGGCTGGAGTGGAGTTTGAG-3′, R: 5′-CCAAGGGTACTTGGCCGAAA-3′); *Gstm1* (F: 5′-CCGTGCAGACATTGTGGAGA-3′, R: 5′-CTGCTTCTCAAAGTCAGGGTTG-3′); *Hmox1* (F: 5′-AGGCTTTAAGCTGGTGATGGC-3′, R: 5′-GGGGCATAGACTGGGTTCTG-3′); and *Gapdh* (F: 5′-TATGACTCCACTCACGGCAAAT-3′, R: 5′-GGGTCTCGCTCCTGGAAGAT-3′).

### Fluorescence Immunohistochemistry

Mouse cortical neuron cultures were prepared identically as for live/dead and RNA-Seq experiments but at an equivalent density of 2.5 × 10^5^ cells per well in a 24-well plate containing precoated glass coverslips. At DIV 7, cells were treated with fenamidone at a concentration of 10 μM for 24 h. Coverslip-adherent cells were rinsed, paraformaldehyde fixed, blocked with 10% donkey serum and probed with the following cell-type-specific primary antibodies: guinea pig anti-NeuN (1:400, ABN90P, Millipore), goat anti-Gfap (1:1,200, ab53554, Abcam) and rabbit anti-Iba1 (1:400, 019-19741, Wako Pure Chemical Industries). Species-specific AlexaFluor-conjugated donkey secondary antibodies (1:200, Life Technologies) were then applied along with Nucblue (Life Technologies) to counterstain all nuclei. Coverslips were inverted into mounting substance (Fluorogel, 17985-10, Electron Microscopy Sciences) and imaged on a Zeiss LSM 710 laser scanning confocal microscope using a × 10 objective tiling scan of entire coverslips including three *z* planes to account for uneven coverslips. A researcher blind to the experimental conditions of images utilized maximal projected, spliced images to obtain particle counts for the total Nucblue-positive nuclei and the NeuN-positive neurons using particle analysis in ImageJ. Gfap- and Iba1-positive features containing clear Nucblue-positive nuclei were manually counted using the count function in Adobe Photoshop.

### Mitochondrial superoxide detection and live-cell imaging

Cultures were prepared on commercial poly-D-lysine-coated glass coverslips (GG-12-pdl, neuVitro) in 24-well plates at a density of 1.5 × 10^5^ cells per well. At DIV 7, cells were treated with chemical or an equivalent DMSO concentration in feeding medium for 2 h. Cells were then treated with MitoSOX Red (M36008, Life Technologies) mitochondrial superoxide indicator for 10 min at 37 °C. Medium containing the dye was aspirated, and the cells rinsed twice with 37 °C feeding medium and replaced with 37 °C artificial cerebral spinal fluid composed of 150 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 10 mM HEPES and 10 mM dextrose (pH 7.3). Individual coverslips were transferred to a stage-top perfusion system mounted on an inverted Nikon Ti Eclipse microscope with constant flow of warmed artificial cerebral spinal fluid. Images (× 20) were collected using an Andora Clara charge-coupled device camera for brightfield and the Texas Red channel to ascertain the mitochondrial superoxide levels with the same exposure across all experiments. ImageJ software (NIH) was used to trace the soma of the cells in bright-field images as regions of interest (ROIs) using the polygon selection tool. ROIs were then superimposed on the fluorescent image and the total cell fluorescence was calculated per ROI to account for the size of the ROI and normalize to background fluorescent levels, as described^68^. Fluorescence intensity was then normalized to average corrected vehicle intensity. At least two non-overlapping fields from each coverslip were collected for each well. ROI tracing was performed by a researcher blind to the experimental condition. For select conditions, the proportion of cells showing altered soma morphology was manually calculated per image by the same experimenter performing ROI tracing.

### Tubulin polymerization assay

Chemicals were tested in a commercially available cell-free biochemical assay (BK011P, Cytoskeleton, Inc). Briefly, control and experimental solutions were prepared and loaded in duplicate into a warm (37 °C) 96-well plate. A solution of purified tubulin and a fluorescent reporter were added to the wells containing the warm substances and placed into a prewarmed (37 °C) Biotek Synergy HT microplate reader where fluorescence was measured every minute for 60 min. Equimolar doses of paclitaxel (included in kit) and vincristine (V8879, Sigma-Aldrich) were included as positive and negative modulators of tubulin polymerization, respectively.

### Chemical usage and approval data

Usage data were acquired from United States Geological Survey. Data are reported as total kilograms applied for each chemical across all US counties sampled per year (2000–2012) and a linear trend line was fit beginning in year 2000 or with the registration year (if after 2000). Registration dates for specific pesticide products were obtained from the National Pesticide Information Retrieval System (NPIRS; http://ppis.ceris.purdue.edu/). The NPIRS is a collection of pesticide-related databases, applications and websites under the administration of the Center for Environmental and Regulatory Information Systems at Purdue University, West Lafayette, Indiana. NPIRS obtains product information on a weekly basis from the EPA Pesticide Product Information System website. This Pesticide Product Information System information, including registered use sites and pests listed on the EPA stamped approved label, is disseminated through the NPIRS member and public websites, and is provided for informational purposes only. To ascertain which foodstuffs had the greatest amount of these chemicals, we ranked the five food commodities in descending order of maximum residue level detected using 2008–2012 data from the USDA Pesticide Data Program and the FDA Pesticide Program Residue Monitoring Program.

## Additional information

**Accession codes:** All RNA-seq data have been deposited in GEO under accession number GSE70249.

**How to cite this article:** Pearson, B. L. *et al.* Identification of chemicals that mimic transcriptional changes associated with autism, brain aging and neurodegeneration. *Nat. Commun.* 7:11173 doi: 10.1038/ncomms11173 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12

Supplementary Data 1 Live/dead, vehicle-subtracted cytotoxicity results for all chemicals tested.

Supplementary Data 2 Brain disorders gene sets and genes. Differentially expressed gene lists were mined from the indicated publication or PubMed identifier (PMID).

Supplementary Data 3 Gene Set Analysis (GSA) results. Each tab corresponds to the significant gene sets hit for each of the six clusters (tested individually) relative to all other chemicals tested. Gene sets were considered significant at FDR < 0.1 and retained for subsequent clustering analyses (Supplementary Fig. 6) and visualization (Fig. 3). The Enrichment Score column is signed such that values < 0 refer to gene sets whose relative expression was lower in that given cluster than in all other chemicals.

Supplementary Data 4 Differentially expressed genes in cortical neuron cultures following treatment with 10 μM fenamidone or 0.1 μM pyraclostrobin for 24 h, n=4 sample replicates.

## Figures and Tables

**Figure 1:**
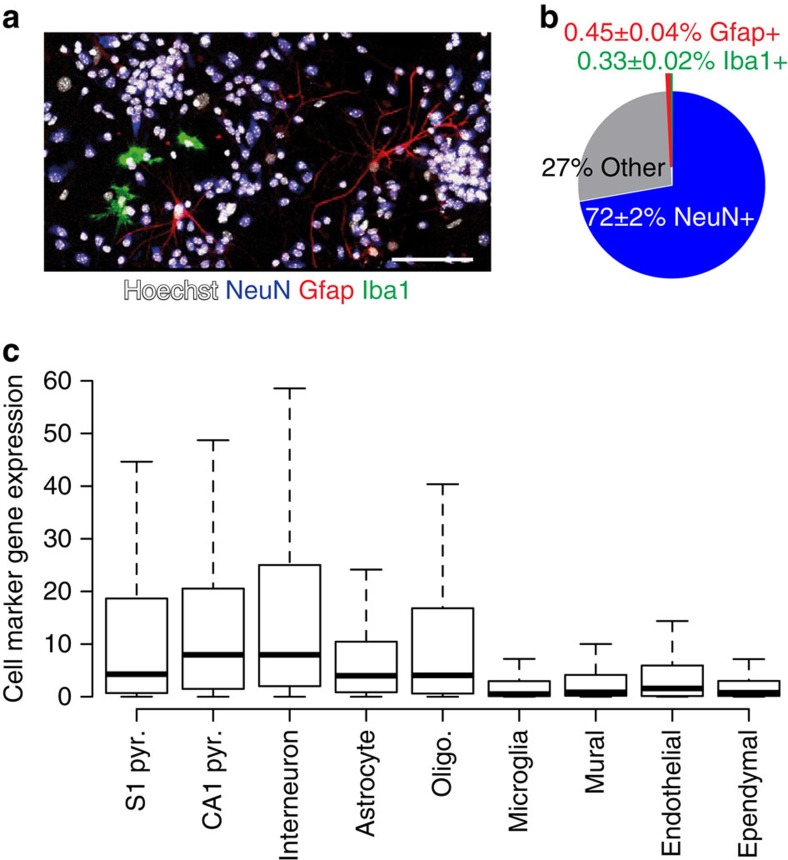
Mouse cortical cultures contain all principle brain cell types. (**a**–**b**) Vehicle-treated cortical cultures contain NeuN-positive neurons, Gfap-positive astrocytes and Iba1-positive microglia. *n*=98,890–145,032 cells per coverslip counted. Values are mean±s.e.m. of four biological replicates. Scale bar, 100 μm. (**c**) Cortical cultures exhibit expression of marker genes representative of nine cell types found in the brain (*y* axis RPKM).

**Figure 2:**
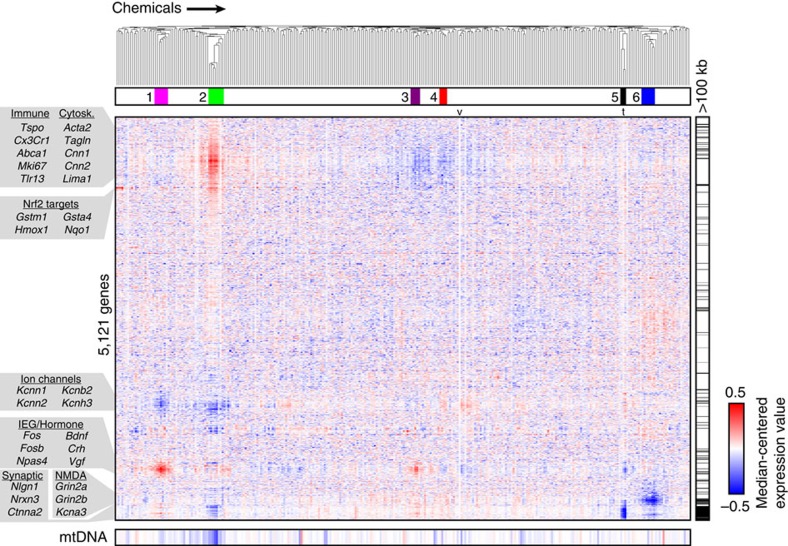
Gene expression defines six chemical clusters in cortical neuron cultures. Median-centred gene expression values for 297 chemicals and vehicle (v; median of 49 replicates, t; topotecan-positive control, median of 32 replicates) were hierarchically clustered across 5,121 variably expressed genes. Genes >100 kb in length are tick marked (right), and mitochondrial health (bottom) was estimated by comparing the fraction of reads that align to the mitochondrial genome for each chemical–vehicle pair (blue indicates negative log_2_ fold change with respect to vehicle). mtDNA, mitochondrial DNA.

**Figure 3:**
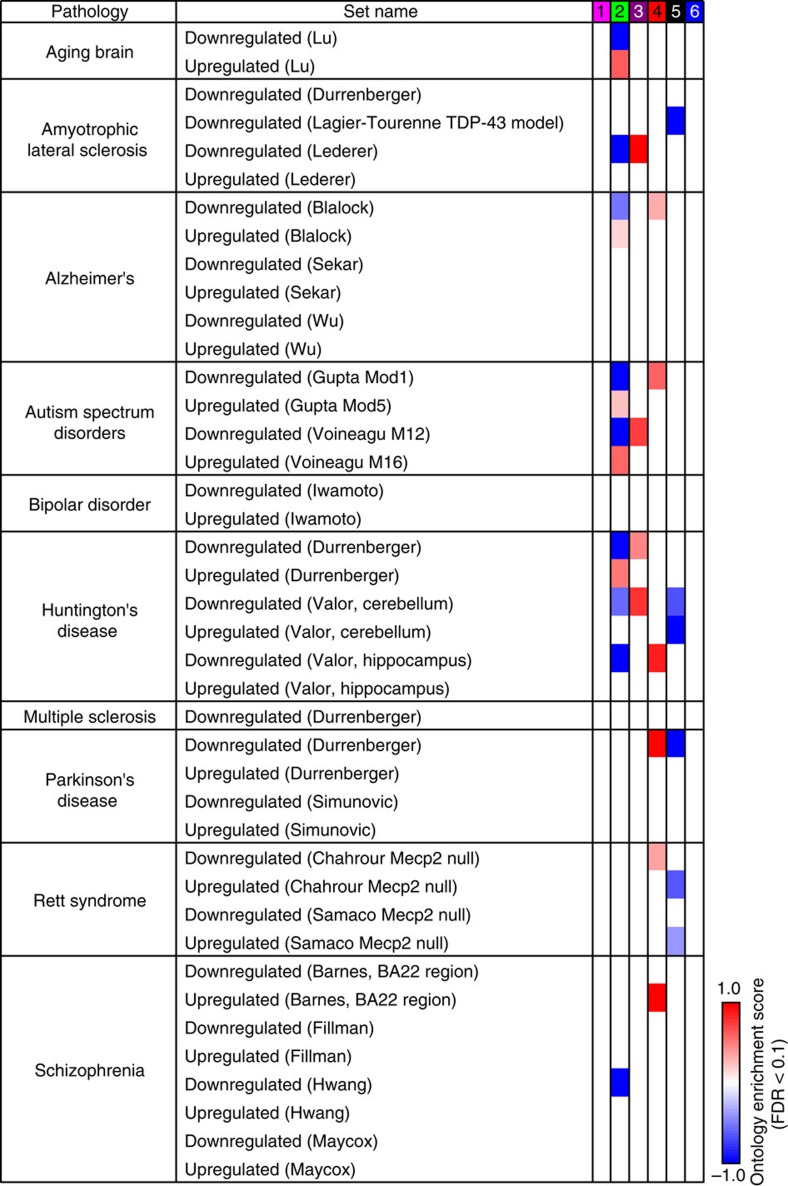
Cluster 2 chemicals show significant gene set enrichment with autism and other brain diseases. The enrichment scores of brain disease gene sets that were statistically significant (FDR<0.1) in each chemical cluster were plotted on a scale from −1 (blue) to +1 (red). Author surname and/or gene set name are indicated in parentheses. The composition of these gene sets is shown in Supplementary Data 2.

**Figure 4:**
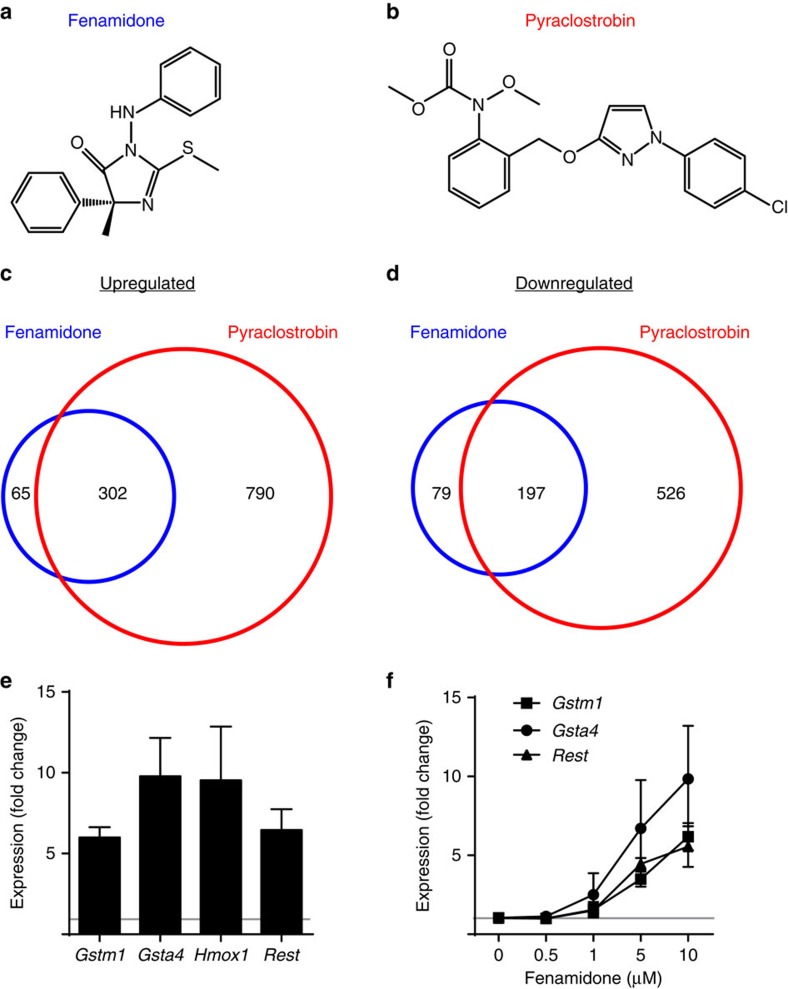
Cluster 2 chemicals alter expression of a common set of genes. (**a**) Fenamidone and (**b**) pyraclostrobin (**c**,**d**) up- and downregulate a largely overlapping set of genes. RNA-seq was performed in quadruplicate after treating cortical cultures with fenamidone (10 μM) or pyraclostrobin (0.1 μM) for 24 h (*n*=3 biological replicates) and compared with matched vehicle controls using DESeq to detect differentially expressed genes, listed in Supplementary Data 4. Quantitative RT–PCR fold change (mean±s.e.m. across three to four biological replicates) of selected cluster 2 upregulated genes relative to vehicle after 24 h treatment with (**e**) 10 μM fenamidone or (**f**) the indicated doses of fenamidone.

**Figure 5:**
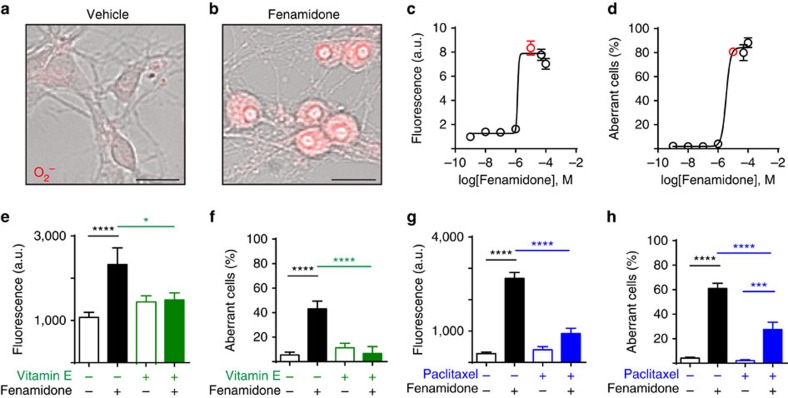
Fenamidone causes mitochondrial superoxide production and microtubule destabilization. (**a**,**b**) Superoxide (O_2_^−^, MitoSOX fluorescent indicator) and aberrant cell morphology elicited by 2-h treatment with 10 μM fenamidone. Scale bars, 10 μm. (**c**) O_2_^−^ generation and (**d**) aberrant morphology is dose dependent. RNA-seq dose is denoted by red circles. (**e**) Pretreatment with vitamin E (10 μM, 2 h) blocked O_2_^−^ formation and (**f**) aberrant morphology elicited by fenamidone (10 μM, 2 h). (**g**) Microtubule stabilization with paclitaxel pretreatment (10 μM, 2 h) attenuated O_2_^−^ formation and (**h**) aberrant morphology elicited by fenamidone (10 μM, 2 h). All values mean±s.e.m. *n*=33–256 cells per condition across six biological replicates. Bar graphs display mean±s.e.m. *P<0.05, ***P<0.001, ****P<0.0001.

**Figure 6:**
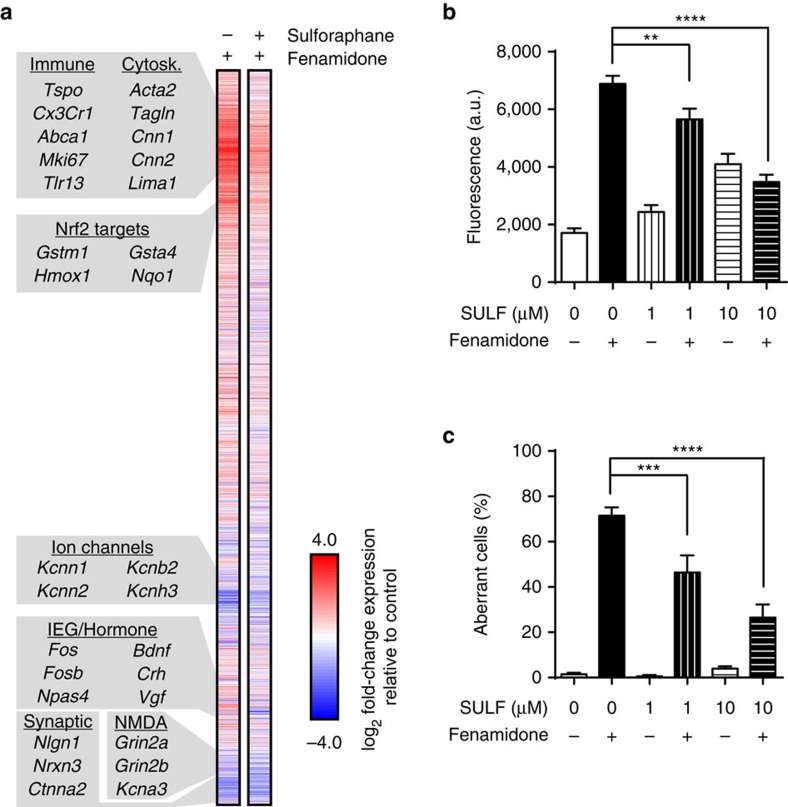
Sulforaphane attenuated fenamidone-induced transcriptional and cellular responses in cortical cultures. (**a**) Genome-wide (RNA-seq) transcriptional changes caused by fenamidone (10 μM, 24 h; *n*=3 replicates) and fenamidone (10 μM, 24 h) after pretreating with sulforaphane (10 μM, 18 h; *n*=3 replicates). Gene order is identical to Fig. 2. (**b**) Fenamidone-induced (10 μM, 2 h) O_2_^−^ production and (**c**) aberrant cell morphology were attenuated by pretreating (18 h) with two concentrations of sulforaphane (SULF). *n*=175–327 cells per condition across 6–18 biological replicates. Bar graphs display Mean±s.e.m. **P<0.01, ***P<0.001, ****P<0.0001.

**Figure 7:**
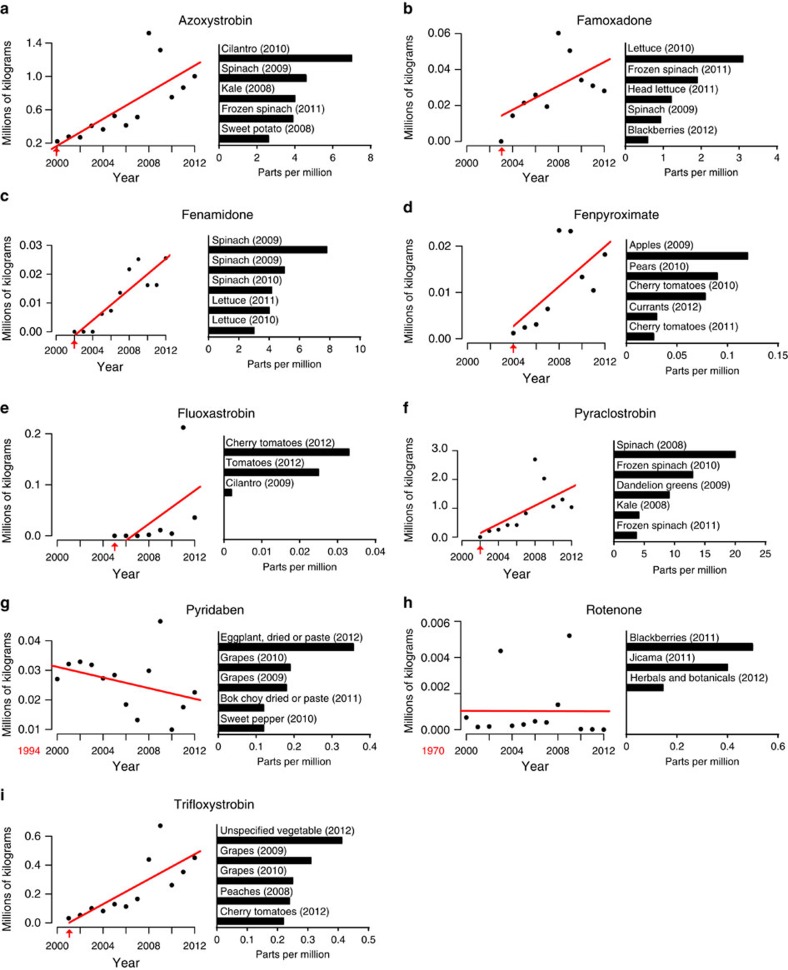
Usage trends and environmental fate of cluster 2 chemicals. (**a**–**i**) Left: amount of chemical (alphabetical order) applied in the United States based on United States Geological Survey data. (**a**–**i**) Right: the five foods with the highest residue levels and the year of detection based on USDA and FDA data spanning 2008–2012. Red arrows indicate the year each chemical was first registered for use with the EPA. Chemicals approved before 2000 list the registration year in red font below the *x* axis. Spinach tested for high levels of fenamidone in both the 2009 USDA and FDA surveys (**c**), hence explaining why ‘Spinach (2009)' is displayed twice.

# Supplementary material for: Identification of chemicals that mimic transcriptional changes associated with autism, brain aging and neurodegeneration
**Source:** Nat Commun. 2016 Mar 31;7:11173. doi: 10.1038/ncomms11173
**Supplement:** Supplementary Information — Supplementary Figures 1-12

Supplementary Figure Legends

a

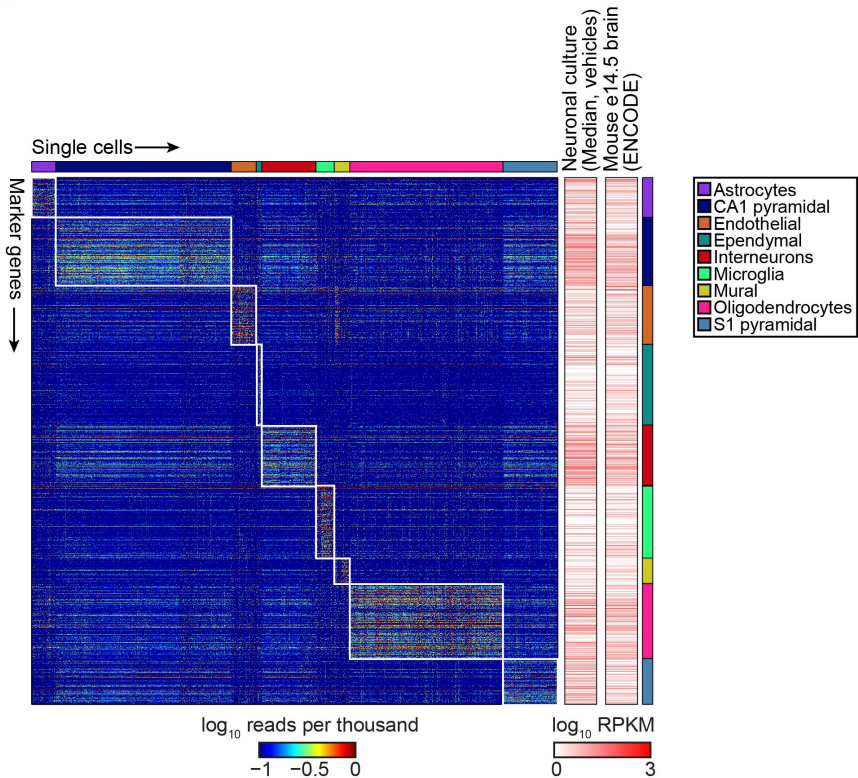

b

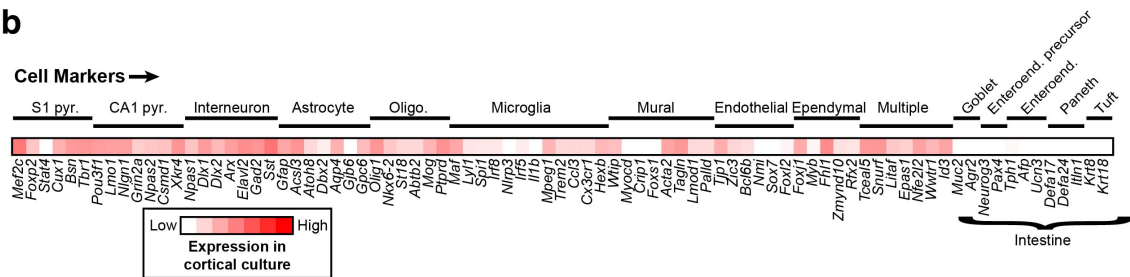

Supplementary Fig. 1. **Mouse cortical neuron cultures exhibit expression of marker genes from each of the major brain cell types.** (a) Expression of brain cell type marker genes in each of the single brain cells analyzed by Zeisel *et al*, as well as the expression of those marker genes in our culture system and in whole embryonic mouse brain (e14.5, ENCODE). (b) Vehicle-treated cortical cultures are enriched for brain cell-type marker genes but are not enriched for intestine cell-type marker genes.

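Marker genes named in panel b of this figure were looked up in the 4 vehicle libraries of the pyraclostrobin experiment, since the table of the screen is centred and holds no levels. The 71 brain markers had a median of 10.2 CPM, with quartiles of 1.19 and 55.3, and the 12 intestine markers a median of 0. A two-sided permutation test of the difference in medians over genes gave p = 0.234, as a description, because genes are not replicates. At least 1 CPM was reached by 55 of 71 brain markers (77.5%) and by 0 of 12 intestine markers (two-sided Fisher's exact test, p = 3.14e-07). With each vehicle library left out in turn, the brain median stayed between 9.61 and 10.9 CPM. By cell type the medians were 98.8 CPM for S1 pyramidal cells, 80.3 for interneurons, 42.4 for CA1 pyramidal cells, 23.4 for astrocytes and 7.79 for oligodendrocytes. Lower medians of 2.81 CPM for endothelial, 2.52 for mural, 1.53 for microglial and 1.08 for ependymal cell markers were found. At these totals, 1 CPM corresponds to few counts per library.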

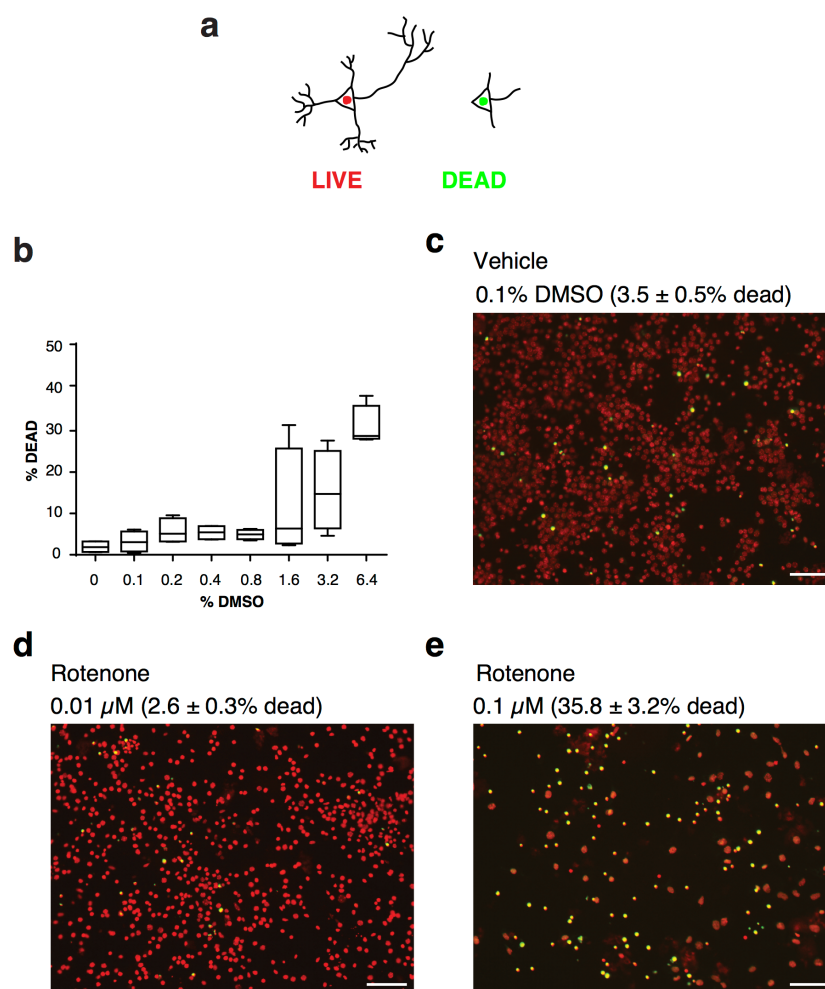

Supplementary Fig. 3. **Live/dead cytotoxicity assay.** (a) Cell permeable dye labeled all cells (red) while dead cells were labeled with membrane impermeable dye (green) in mouse cortical neuron cultures. (b,c) DMSO at 0.8% or lower caused little cell death. (d) Non-cytotoxic concentration of rotenone identified with live/dead assay ( $0.01 \mu\text{M}$ ) and evaluated by RNA-seq. (e) Toxicity at higher rotenone concentration. Numbers represent mean percentage dead cells (vehicle subtracted)  $\pm$  SEM across four replicates. Scale bars,  $50 \mu\text{m}$ . Mean vehicle-subtracted values for all chemicals tested are provided in Supplementary Data 1.

**a****Pre-correction (culture batch)**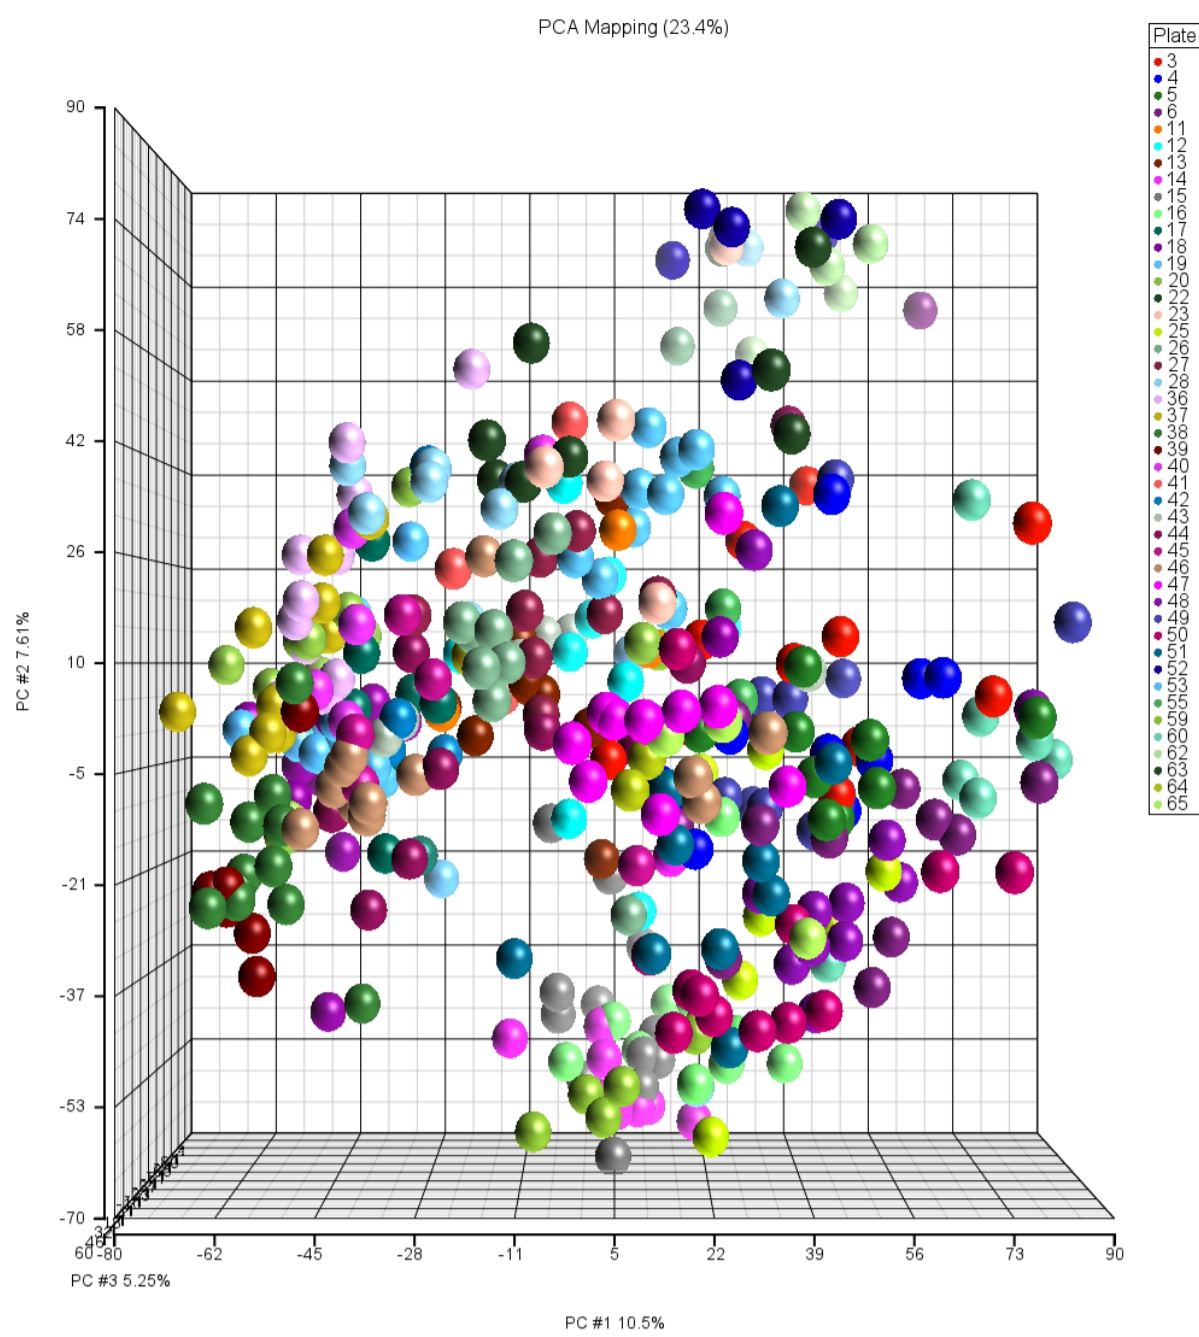**b****Post-correction (culture batch)**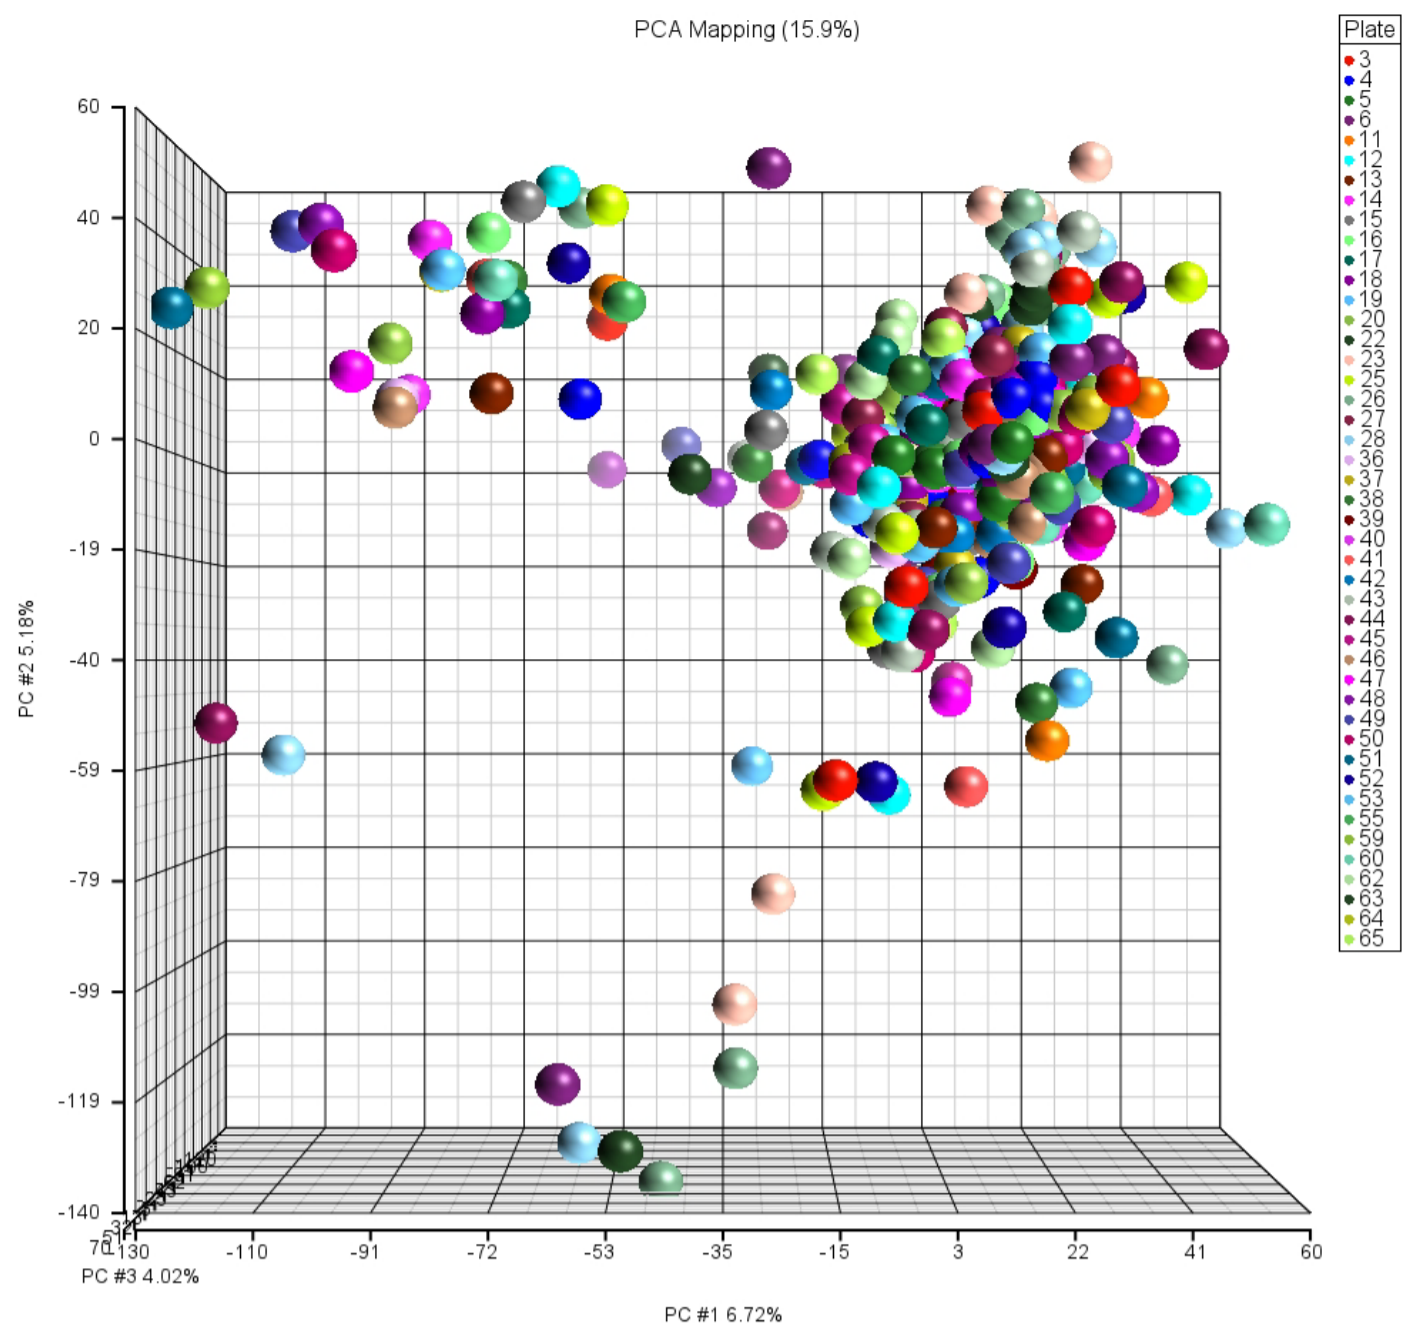**c****Pre-correction (sequencing batch)**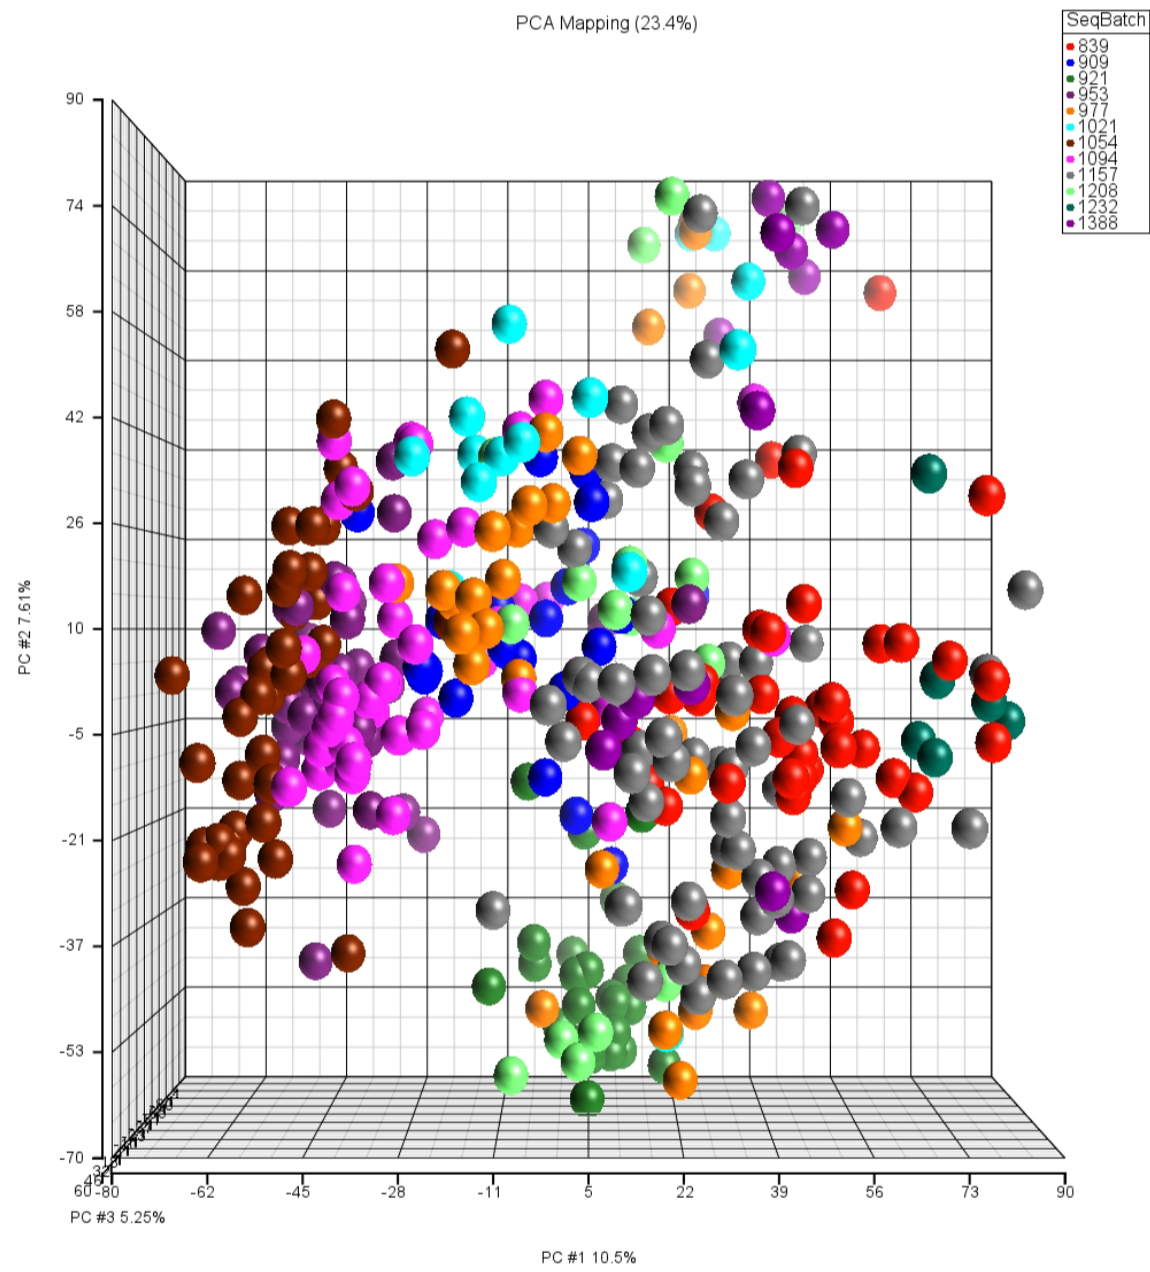**d****Post-correction (sequencing batch)**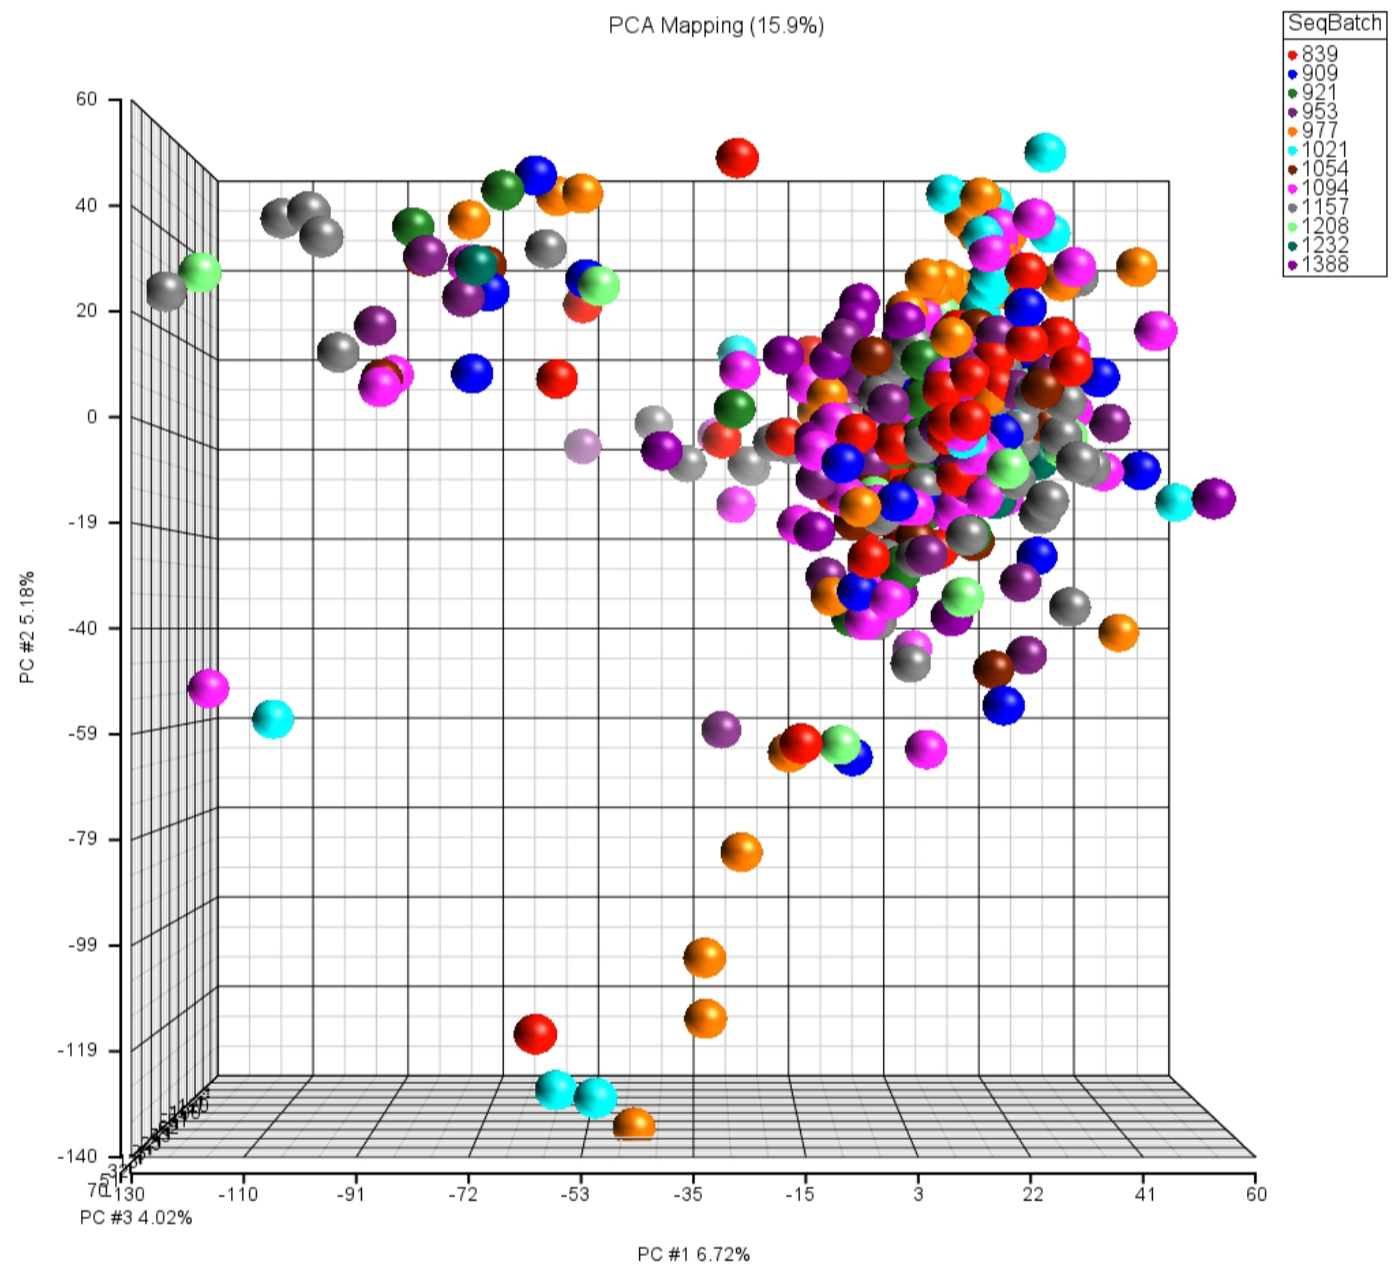**e****Post-correction**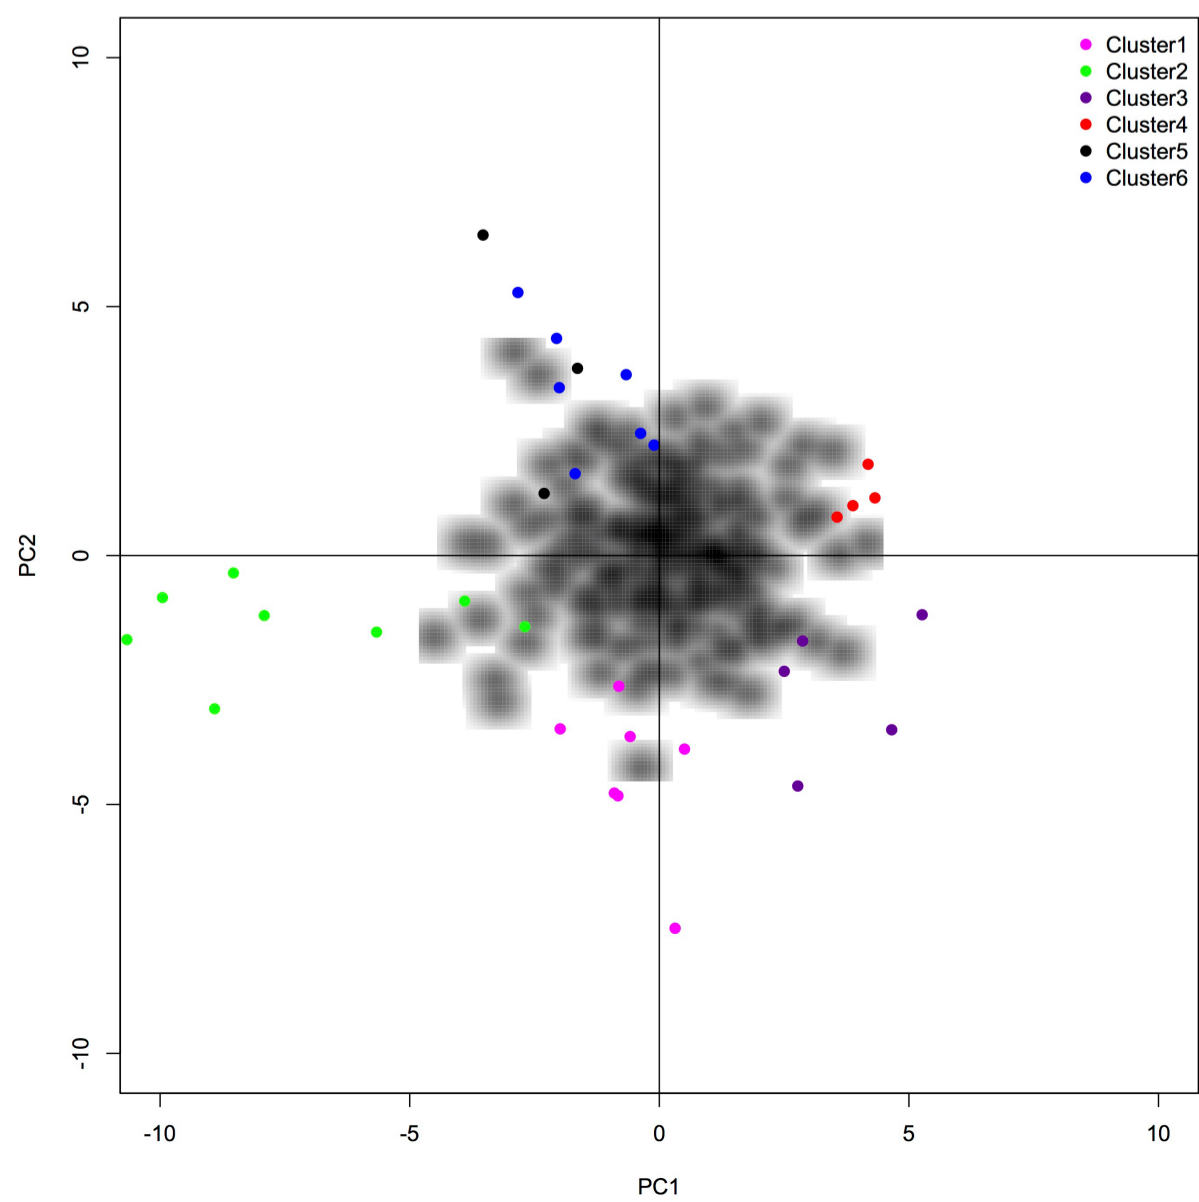

Supplementary Fig. 4. **Effects and correction of cortical culture and sequencing batches.** (a–b) Batch correction by culture plate and (c–d) sequencing run removed non-specific culture and plate variability and (e) demonstrated intact, post-normalization cluster grouping.

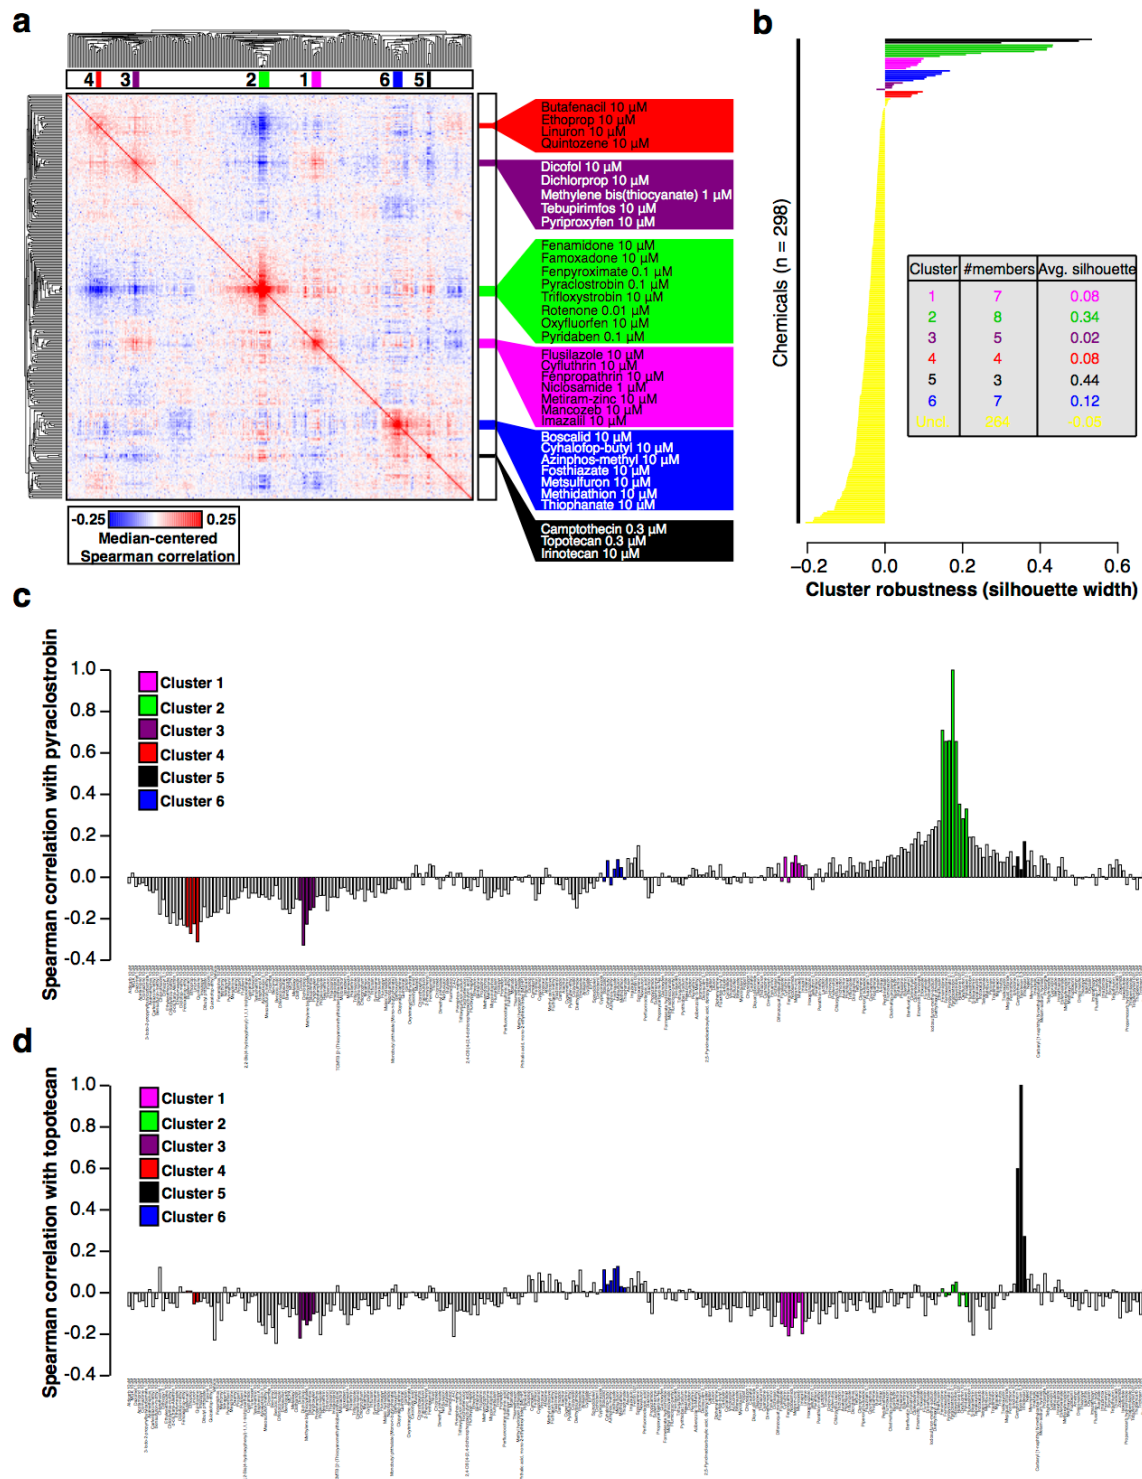

Supplementary Fig. 5. **Criteria used to establish cluster membership.** (a) Expression data of each chemical was compared pairwise by plotting the median-centered Spearman correlation. A given cluster had to have at least three members with the minimum

pairwise Spearman correlation coefficient exceeding 0.2 and a positive silhouette width.

**(b)** Positive silhouette widths of chemicals falling within defined clusters illustrates robust cluster membership. **(c–d)** Examples of transcriptional similarity within Cluster 2 **(c)** and Cluster 5 **(d)**.

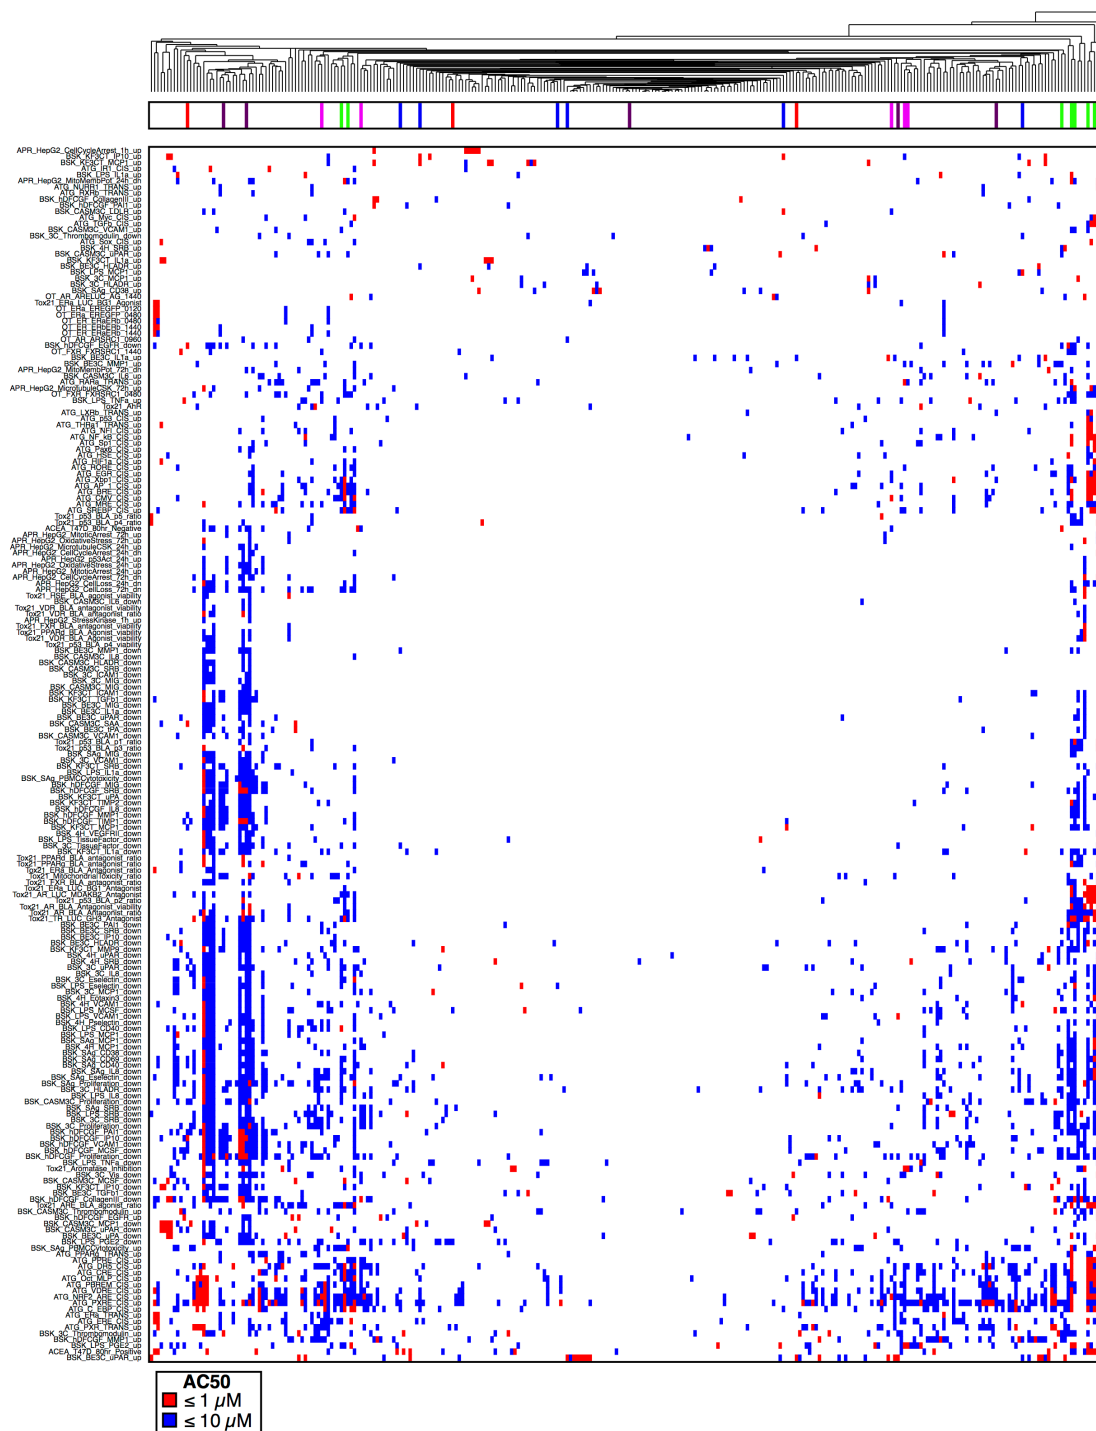

Supplemental Fig. 6. Analysis of existing *in vitro* assay data with ToxCast chemicals.

Hierarchical clustering of published assay data compared to cluster groups identified by transcriptional profiling (color coded according to Fig. 2 in rectangle oriented below

cladogram). Heatmap coloring is set according to chemical-assay potency indicated in small legend below heatmap.

## A highly detailed, black-and-white line drawing of a large, multi-story building. The structure is characterized by a dense grid of windows and a complex facade with numerous vertical and horizontal lines, suggesting a modern architectural style. The building is shown from a low-angle perspective, emphasizing its height and scale. The drawing is composed of many fine, overlapping lines that create a sense of depth and texture. The overall composition is a single, continuous line drawing that fills the entire frame.

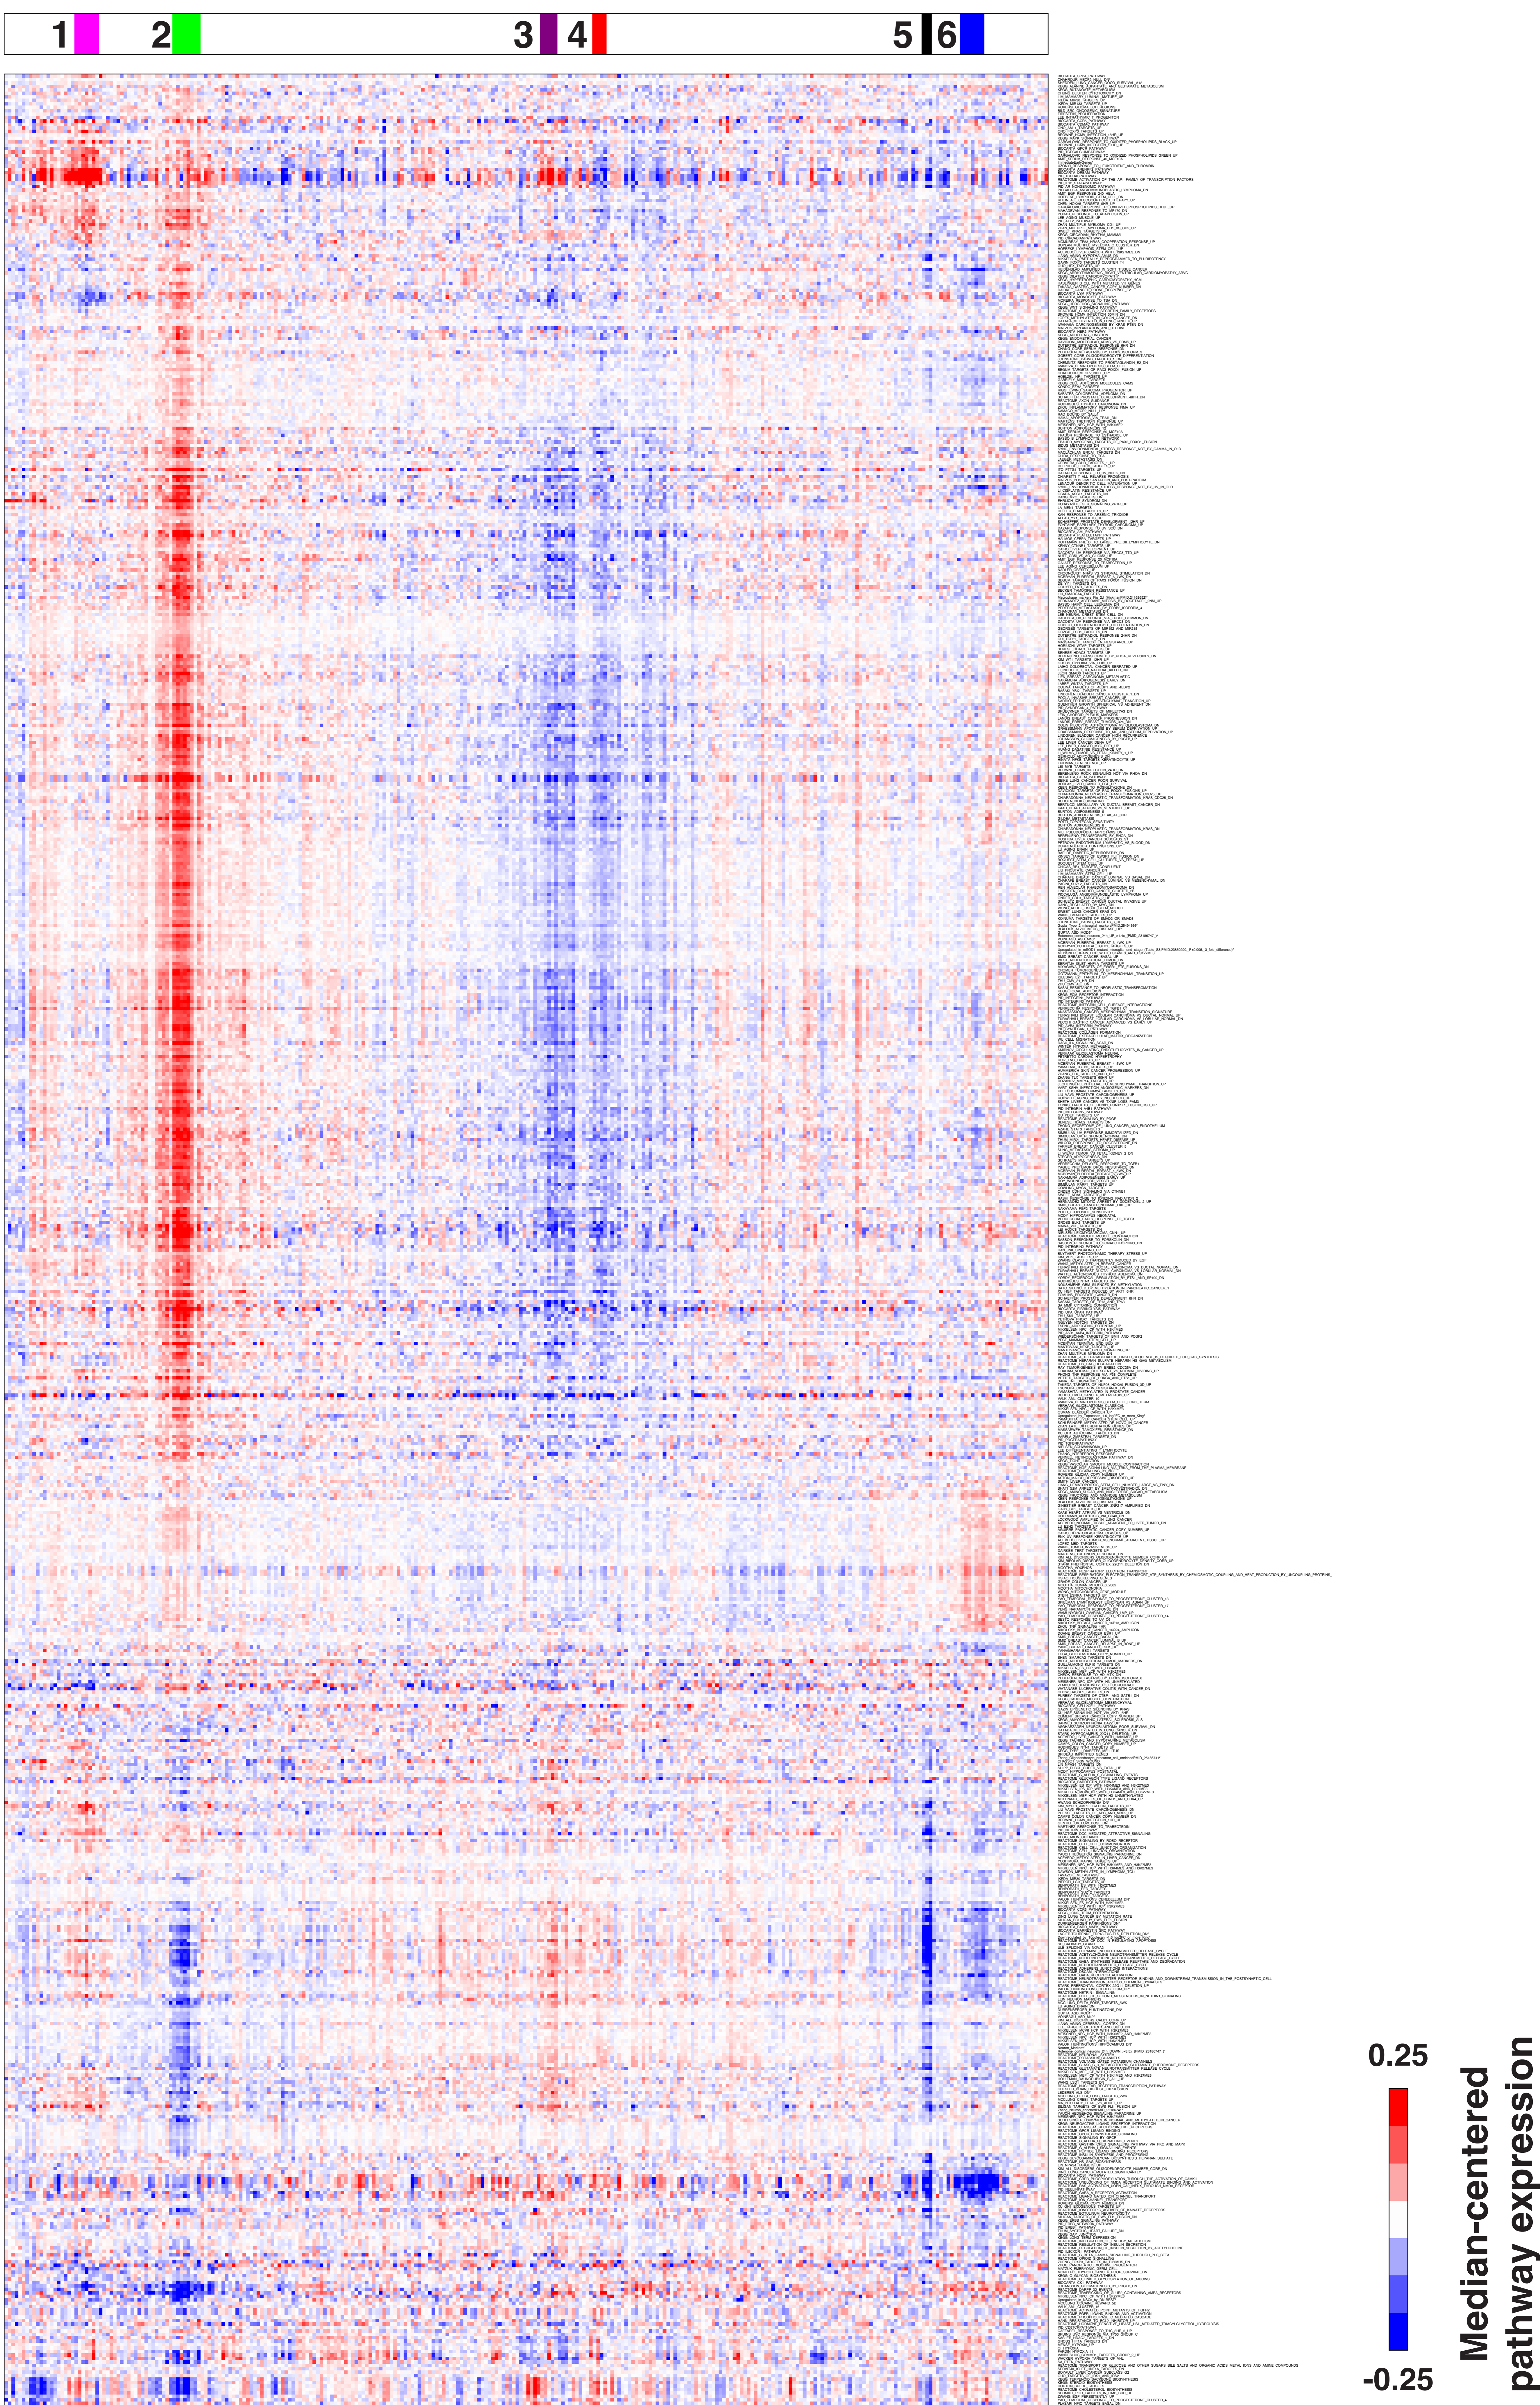

**Supplementary Fig. 7. Differential gene set enrichment across the six clusters.**

Expression data of chemicals within each of the six clusters were separately compared to all other chemicals using GSA. A given pathway (size between 10 and 1,500 genes) was considered significant if the false discovery rate (FDR) was less than 0.1 for at least one cluster compared to all other chemicals (500 permutations). Expression of a single pathway was summarized by taking the median expression value across all genes in that pathway for a given chemical. Pathway expression values were then median-centered and hierarchically clustered, while keeping chemical ordering consistent with Fig. 2. Differentially enriched gene sets per cluster are included in Supplementary Data 3.

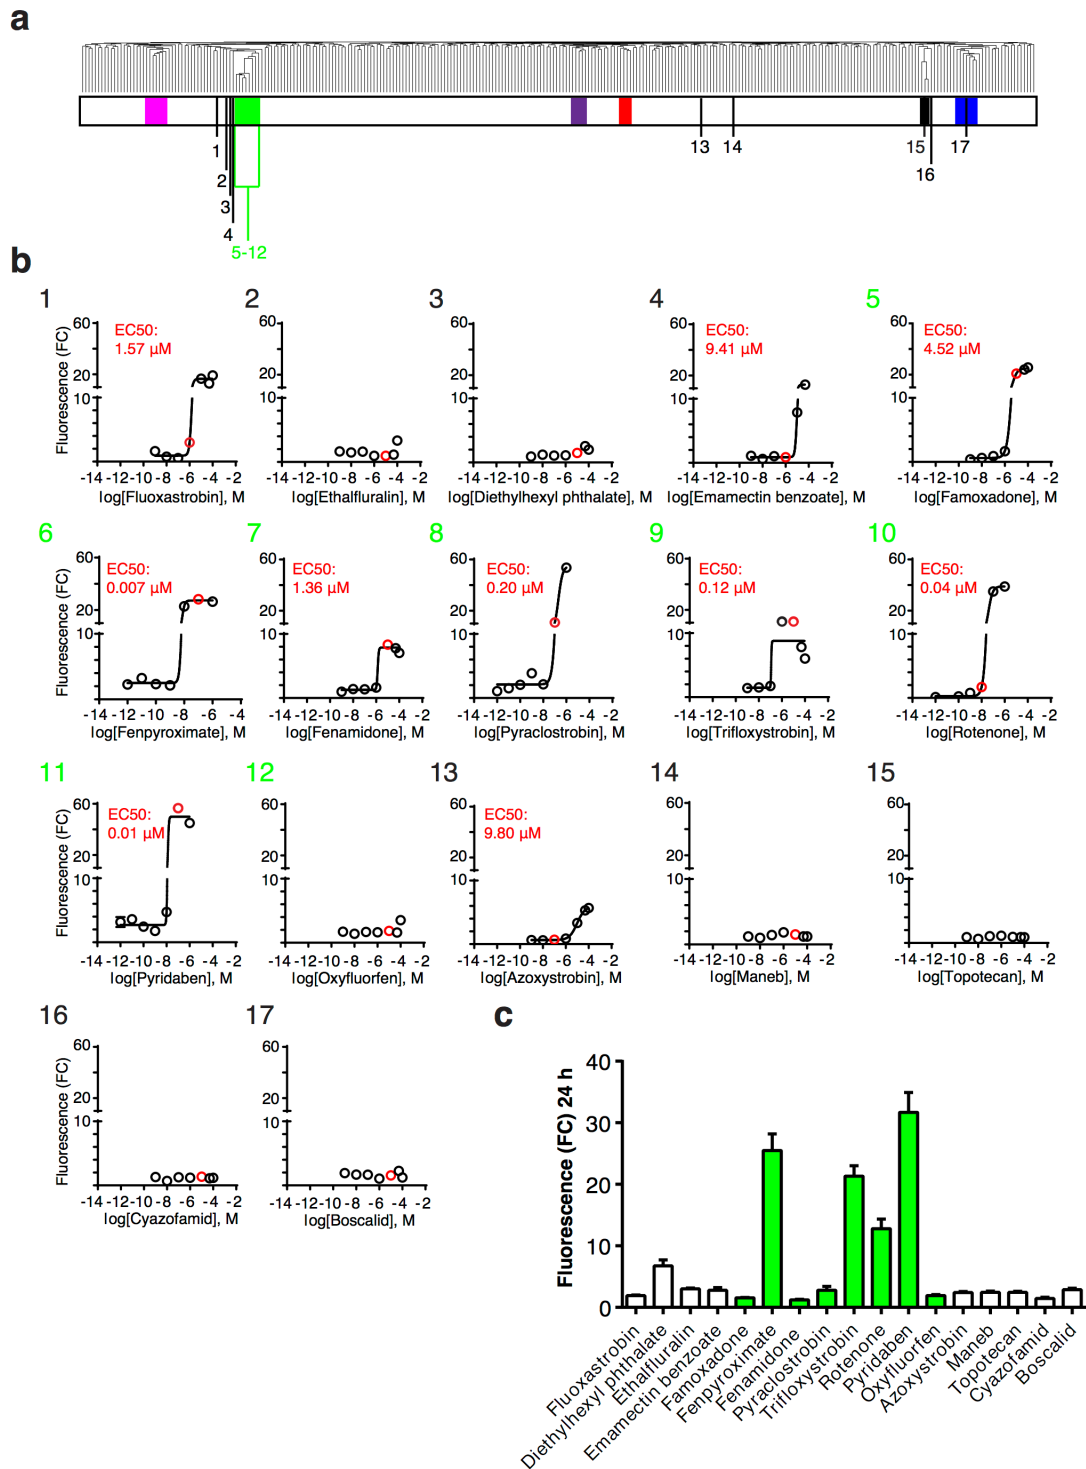

Supplementary Fig. 8. **Cluster 2 chemicals produce dose-dependent superoxide.** (a)

Chemical hierarchy, ordered identically to Fig. 2, with the indicated chemicals (1-17)

tested for (b) superoxide production (2 h chemical treatment followed by MitoSOX live

cell imaging). RNA-seq doses are indicated with red circles. (c)  $O_2^-$  production after treating with the indicated chemicals for 24 h at the sequencing dose followed by MitoSOX imaging.

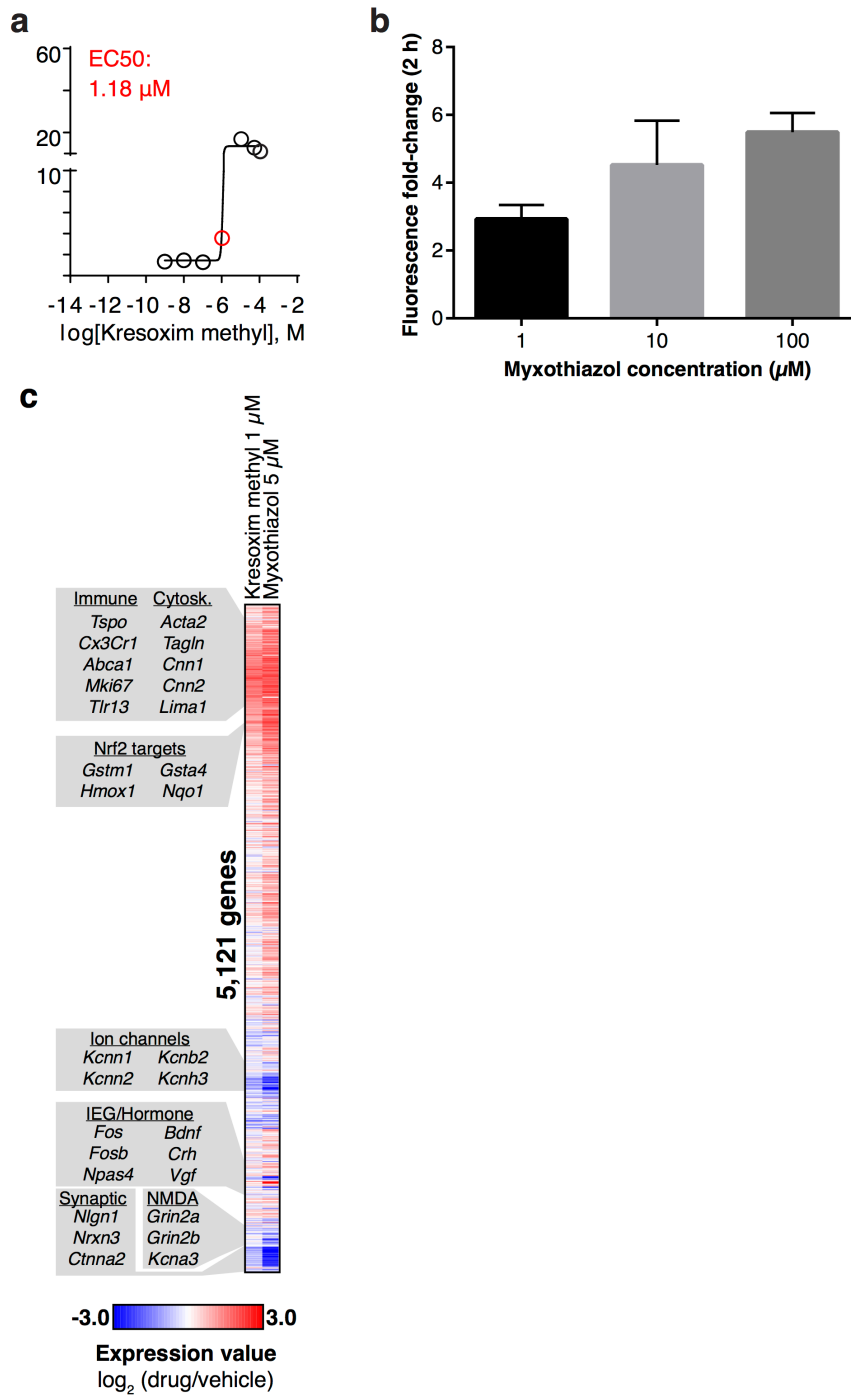

Supplementary Fig. 9. **Effects of Cluster 2 chemicals can be phenocopied with additional mitochondrial poisons.** (a) Kresoxim methyl and (b) myxothiazol induce  $O_2^-$  production in a dose-dependent manner. When added to cortical cultures for 24

hours, kresoxim methyl (1  $\mu$ M) and myxothiazol (5  $\mu$ M) elicited corresponding gene expression (RNA-seq) effects with Cluster 2 chemicals. Gene order is identical to Fig. 2.

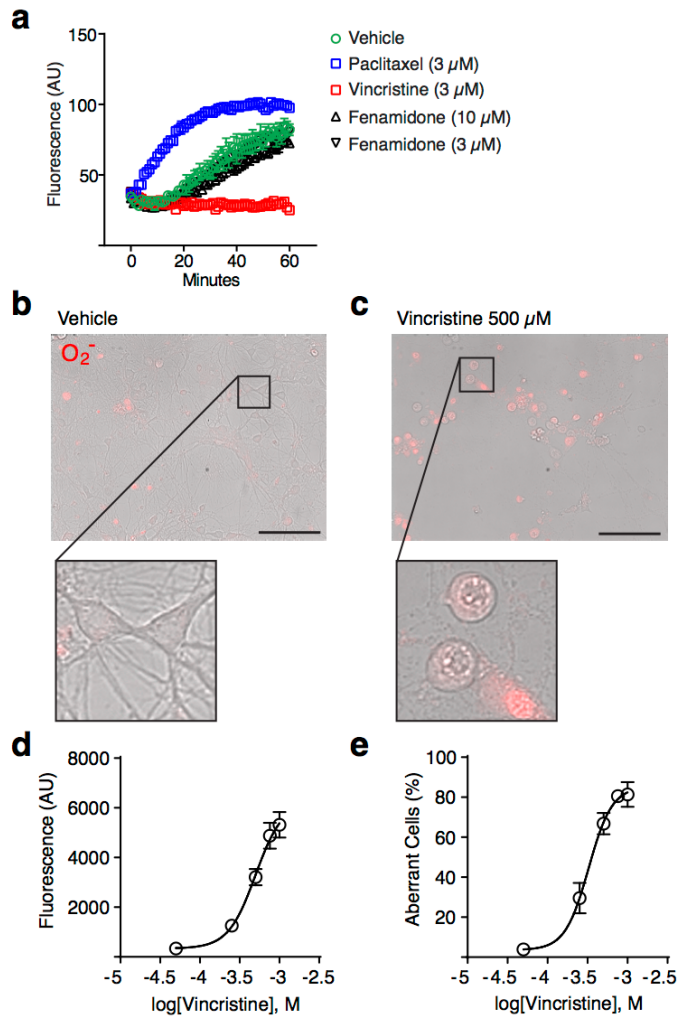

Supplementary Fig. 10. **A microtubule destabilizer (vincristine) promotes  $O_2^-$  production and aberrant cell morphology.** (a) Vincristine, but not fenamidone, inhibited purified tubulin polymerization in a cell-free biochemical assay. Paclitaxel (positive control) promoted tubulin polymerization. (b-c) Vincristine (500  $\mu$ M, 2 h) induced mitochondrial superoxide ( $O_2^-$ ; MitoSOX fluorescent indicator) generation and altered cell morphology in cortical neurons. Scale bars, 100  $\mu$ m. (d)  $O_2^-$  production and (e) aberrant cell morphology were dose-dependent. n=60-119 cells/coverslip, across two coverslips per concentration.

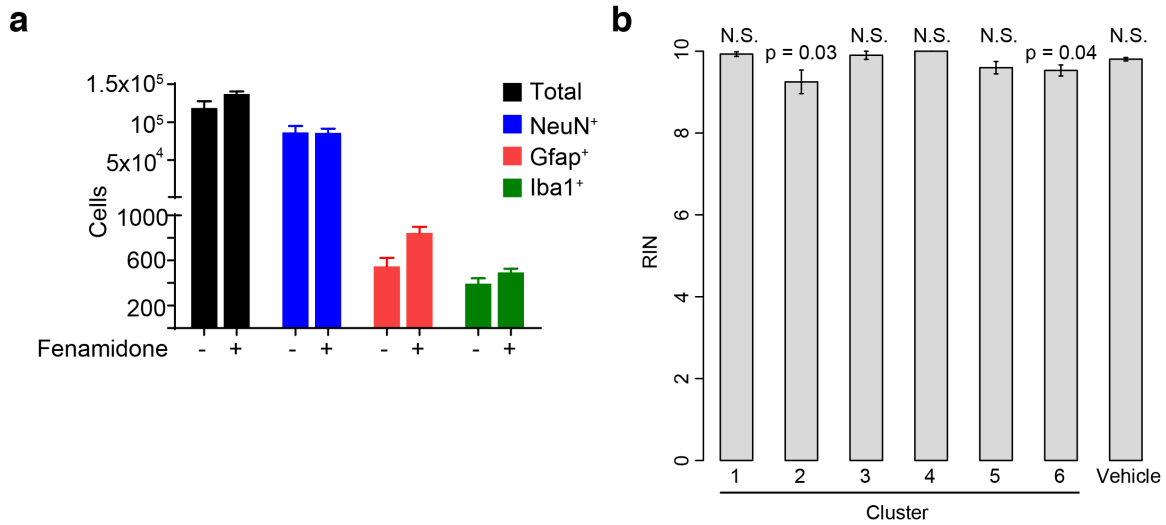

Supplementary Fig. 11. **Cluster 2 chemicals not linked to altered cellular composition**

**or RNA quality.** (a) The number of NeuN, Gfap, or Iba1 positive cells did not significantly change after treatment with 10  $\mu$ M fenamidone for 24 hours, relative to vehicle. n=4 cultures/condition. (b) RNA integrity numbers (RIN) for all chemicals in each of the six clusters as well as all vehicle replicates. Bars are mean  $\pm$  SEM. Statistical significance was assessed using a one-way t-test comparing the chemicals in a given cluster to vehicle control.

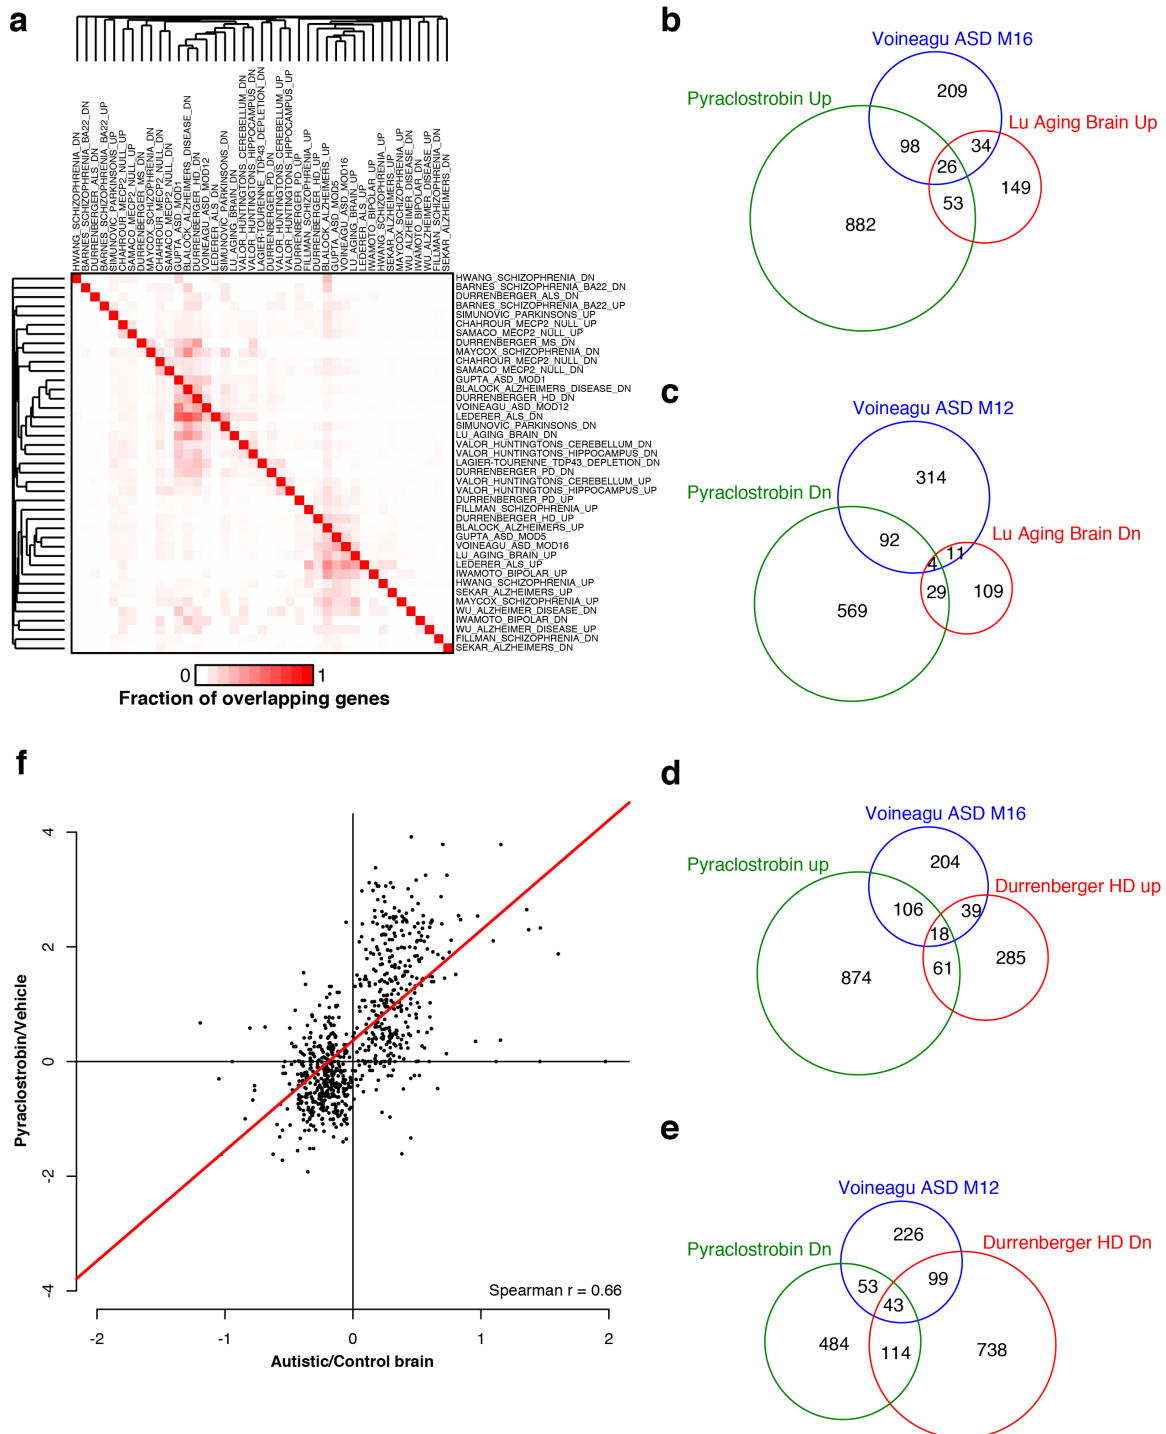

Supplementary Fig. 12. **Overlap of brain disease gene sets.** (a) Pairwise degree of overlap (red intensity) between brain disease datasets (from Fig. 3) shows correspondence in up- and down-regulated genes across diseases of diverse pathology. (b–e) Degree of overlap and directionality of overlapping transcripts included from

pyraclostrobin treated neurons, ASD, Huntington's (HD) and aging post-mortem brain.

**(f)** Comparison of the change in gene expression (fold-change) elicited by pyraclostrobin treatment in neurons to changes (fold-change) seen in ASD brain compared to control brain demonstrates consistent direction and magnitude of gene expression changes.

How the deposited data were processed for this re-analysis (not part of the article)

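Cortical neurons from mouse embryos were cultured and exposed for 24 h to single chemicals or to vehicle, and polyadenylated RNA from each culture was sequenced. A table of expression values from the screen, with 49 vehicle libraries and 344 libraries from 297 chemicals, and a table of counts for pyraclostrobin at 0.1 μM, with 4 libraries per group, were used. Each library was assigned to its chemical and concentration by its sample label, and membership of the 6 clusters was taken from Supplementary Fig. 5a. Concentrations given above are those of the labels, which differ from the paper's for diclosulam.

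The authors filtered the reads with TagDust, aligned them to mm9 with TopHat at default parameters, removed reads on ribosomal RNA genes and counted reads over the exons of RefSeq gene models joined by gene symbol. The count values for pyraclostrobin were deposited at this stage, without normalization. For the screen, the authors computed RPKM from such counts, kept genes detected in nearly all samples and above a minimum length, and deposited log10 values that had been normalized by quantiles, centred on the median of each gene and freed of effects of culture and sequencing batch with a mixed model. Because of this centring the table of the screen gives deviations and no levels, so a filter on mean level could not be applied to it, and a pseudocount has no meaning there. Effects of batch can no longer be examined in it, and the labels name no batches.

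Library totals in the count table lay between 2409623 and 7833440. At the smallest total, 1 CPM corresponds to about 2 counts, so that genes under a few CPM were measured with low precision. The 10 most abundant genes took 2.70% to 3.62% of the counts of a library. The depth of the libraries in the screen is not known, since no counts were used for them.

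Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes with at least 10 counts in at least 4 libraries were kept, libraries were normalized by TMM, and pyraclostrobin was compared with vehicle by the quasi-likelihood test, with Benjamini-Hochberg adjustment over the 12324 genes tested and a threshold of 0.01. DESeq2 1.42.0, size factors by relative log expression, no filter, a threshold of 0.05, a block for the number in the labels and the removal of each library in turn were alternatives. Standard errors of log2 fold changes came from the fitted model. Levels are given in CPM after TMM scaling, as mean and SD of 4 libraries, and those of the cell type markers in CPM of the library total. Largest changes were listed among genes called with a mean of at least 50 counts, 3 in each direction.

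Values of the screen were converted from log10 to log2 and analysed with limma 3.58.1. Its variance trend was on the mean of each gene's centred values, since the table holds no levels. Benjamini-Hochberg adjustment was made over 13304 genes at a threshold of 0.05. Clusters were compared with all other chemicals, each chemical entering as the median of its libraries. Topotecan (32 libraries) and fenamidone (2 libraries) were compared with the 49 vehicle libraries. Alternatives were single libraries in place of medians, single libraries against vehicle, variably expressed genes only, a threshold of 0.01 and the removal of each member in turn. Genes were called variably expressed when their SD over libraries was above 0.1 on the log10 scale. For the genes examined with topotecan, permutation tests with 100000 resamples were run beside limma's test. Two-sided tests were used unless another is stated.

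Gene sets came from the copy of Supplementary Data 2 that was held, in which long lists are incomplete. Only complete sets with at least 5 measured genes were tested, with camera at an estimated correlation between genes, and with fry and camera at a preset correlation of 0.01 as alternatives. Correlations between chemicals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene lengths, transcript lengths and GC content came from an Ensembl annotation of mm9, in which 12287 genes of the screen were matched by symbol and 634 by another symbol of the same gene; the authors used RefSeq models, so lengths can differ from theirs. Trends on transcript length and GC content were removed with splines of 4 degrees of freedom for each chemical of the screen and in the distances between vehicle libraries, and with lowess at a span of 0.3 for each library in the test of the counts.

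Genes named in the text followed a rule written before any value was seen. They are the genes that the text of the paper and its Figs 2, 4 and 6 name, the 3 largest rises and falls among the genes called in each comparison, and the first 3 listed genes of each of 4 autism modules that the screen held. Not every gene and set that meets this rule is named in the text. Samples far from the others of their group were sought with Dixon's ratio in groups of 4 to 8, with critical values of 0.829 for 4, 0.71 for 5, 0.568 for 7 and 0.526 for 8 values and an offset of 0.5 in log2 CPM.

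The analyses were tested on simulated data. In counts simulated for 11805 tested genes with a dispersion of 0.1, 175 of 189 genes changed 4-fold (92.6%) were called, together with 1 unchanged gene. In a simulated screen of 13304 genes with a group of 7 chemicals, 199 of 200 genes shifted by 3 SDs were called, and 13 unchanged genes made up 6.13% of the calls.

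The counts for sulforaphane were not used here, because all columns of that table carry the same name and could not be assigned to a group. Reads on the mitochondrial genome, RNA integrity numbers, quantitative PCR, imaging, assays of cells other than the counts of dead cells, and use data of the chemicals were not analysed here.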

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

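Of the tests in this part, 5 were chosen only after the result was seen: the comparison of vehicle library Nseq428 with the cluster 6 profile, that of its total with vehicle library Nseq702, its level in genes over 100 kb, the level of these genes after removal of the trend on length, and the comparison of later pyraclostrobin libraries with cluster 2. The tests that drew libraries down to the smallest total and the other tests that removed the trend on length and GC content were chosen after the data had been seen, though before their own results. Single samples far from the others of their group were found in 26 of 210 groups of values, where 10.5 would be found by chance.

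Vehicle library Nseq428 stood apart from the other 3 vehicle libraries of the pyraclostrobin table in many of the genes named in the text, as shown by the ratio of its gap to the range of the group. It was low for Grin2b (7.10 CPM against 123.7 to 174.3, ratio 0.891), Grin2a (0.355 CPM against 5.23 to 7.75, ratio 0.839), Kcna3 (0.933), Chrm2 (0.884), Nrxn3 (0.907), Nlgn1 (0.904) and Glcci1 (0.940). It was high for Gfap (150.2 CPM against 20.9 to 29.0, ratio 0.837), Acta2 (79.9 CPM against 29.2 to 34.4, ratio 0.840), Cnn2 (0.832), Hmox1 (40.5 CPM against at most 16.7, ratio 0.865), Leprot (0.932) and Lbr (0.911). Its level deviated over 2-fold from the mean of the other vehicle libraries in 1653 genes. Its origin is not stated. If it came from the screen, as its number was read here, a difference from the later repeats applies to it as well. A low total does not account for the distance: library Nseq702 had fewer counts and a mean distance of 0.496 to the other vehicle libraries on the log2 scale, against 0.741 for Nseq428. A bias on transcript length and GC content does not account for all of it, since after removal of that trend the distance was 0.638, still above the 0.408 to 0.453 of the others. The deviation correlated at -0.567 with transcript length, so part of it goes with length. Across 12188 genes it had a Spearman correlation of 0.584 with the log2 differences of cluster 6, and 93.0% of the genes lowered in cluster 6 were lower in it, against 45.3% of all genes. A candidate explanation is a state of the culture or of its RNA that arose without a chemical and resembles cluster 6. The difference between experiments stays open, as does a mislabelled library, and neither was tested. No biological explanation was tested, since the design gives no condition that separates this library from the other vehicle libraries.

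Pyraclostrobin library Nseq428, which was also the library of the screen, stood apart from the repeats for Mki67 (71.5 CPM against 48.2 to 50.3, ratio 0.893), Ak4 (62.5 CPM against 33.7 to 34.5, ratio 0.962), Vgf (67.6 CPM against 213.9 to 248.5, ratio 0.885) and Grik1 (ratio 0.919). Vehicle library Nseq702 was low for Adc (ratio 0.925), pyraclostrobin library Nseq702 was the only pyraclostrobin library with counts of Hkdc1 (7.48 CPM, ratio 1), and pyraclostrobin library Nseq704 was high for Slc37a1 (5.11 CPM against 1.17 to 1.52, ratio 0.846). Slc37a1 had 3 to 13 counts with pyraclostrobin and Adc 11 counts in vehicle library Nseq702, so counting chance applies to both. Hkdc1 had 20 counts in pyraclostrobin library Nseq702, 0 in each of the other 3 and from 73 to 197 with vehicle, and the cause was not tested. RNA carried over from another sample and a variant of the strain stay open for it. Smaller totals of the pyraclostrobin libraries do not explain the calls as a whole, of which 89.1% were called after the libraries had been drawn down to the smallest total. The difference between the screen and the later repeats stays open for Nseq428 and was not tested. The design gives no condition that separates libraries of the same group, so no biological explanation was tested.

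In the clusters, single chemicals stood far from the other members. With fenpropathrin, Kcnn1 (-1.71 against -0.62 to -0.23, ratio 0.736), Kcnh3 (ratio 0.705) and F730043M19Rik (ratio 0.717) were lower than with any other chemical of cluster 1. Aspdh was lowest with pyridaben in cluster 2 (ratio 0.596), Grin2b with metsulfuron in cluster 6 (-5.31 against -2.88 to -1.24, ratio 0.595) and Crh with butafenacil in cluster 4 (-5.0 against 0.21 to 0.75, ratio 0.906). These values come from 1 library each, apart from the chemicals with replicates, so an effect of the chemical was not separated from that of its culture. Variation that also occurs among vehicle cultures is possible for cluster 1, since 1 vehicle library correlated with its profile at 0.261, above the weakest member at 0.18. In clusters 4 and 6 the highest vehicle library reached 0.181 and 0.132, below the weakest members at 0.197 and 0.232. This excludes nothing, because the members had been chosen by their correlation with one another, and the explanation stays open there. For cluster 2, pyraclostrobin libraries Nseq702 to Nseq704, which were not part of the screen, gave log2 fold changes that correlated at 0.789 with the mean of the other members across 12278 genes. No vehicle library of the counts exceeded 0.263, which argues against this variation as the whole cause of the cluster 2 profile. A difference in the chemicals' action may account for the single values, but it was not tested, and the depth of these libraries is not known.

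Genes over 100 kb were lower in cluster 6, a signal in genes whose fall the paper discusses for cluster 5. Their median was -0.14 in the median member, from -0.20 to -0.085 over the 7 chemicals, and below 0 with all 7. The lowest of the 49 vehicle libraries gave -0.082, which excludes nothing, because the members had been chosen by their correlation. None of 10000 random groups of 7 chemicals was as low, and the same holds for that comparison. Bias on transcript length was not excluded as the whole cause. After removal of each chemical's trend on transcript length and GC content the median of these genes was -0.016 in the median member, from -0.021 to 0.018, and below 0 with 5 of 7, a value that 2.47% of random groups reached. The difference correlated at -0.596 with transcript length and at -0.417 with gene length, and only 21.3% of the cluster 6 calls were left with the same direction after this removal. Within 4 classes of genes by transcript length a correlation of -0.108 or stronger with gene length was left. The resemblance of vehicle library Nseq428 to the cluster 6 profile, at 0.584, with genes over 100 kb at a median of -0.32 against the other vehicle libraries, is a further technical explanation that fits. The pattern may therefore reflect a state of the RNA or of the cultures in place of an action of these chemicals. RNA integrity was not analysed here. The paper reports significantly lower RNA integrity numbers for cluster 6, as for cluster 2, at averages that it judged high enough. It saw no sign that RNA quality had shaped the clusters. An action of the chemicals stays open and untested.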

How the results depend on the processing

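Alternatives were set before the data were examined, apart from those that are marked here as chosen after seeing the data. They were run on 25 results. Of their values, 133 had the same direction and side of the threshold as the reported value, or lay within its spread or within 1.5 times its count. A further 37 moved beyond these limits, 1 passed a threshold that the reported value had not passed, and 4 had the opposite sign, while no result fell short of a threshold it had passed. Counts of genes in the screen are given here as percent of its 13304 genes. No test in this part was chosen only after its result was seen, other than the alternatives so marked.

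For pyraclostrobin, 2631 genes passed in edgeR, 2650 with size factors by relative log expression, 3365 with DESeq2 and 3000 without a filter. A threshold of 0.05 gave 4301 genes, by its construction a larger number, of which 52.9% were higher with pyraclostrobin against 56.8% at 0.01. The 8 fits that each left out 1 library gave from 1682 genes (without vehicle library Nseq703) to 4052 (without vehicle library Nseq428), and these 4052 included 99.4% of the 2631. Libraries Nseq702 to Nseq704 alone, chosen after seeing the data, gave 4874 genes. Among single libraries, the number of genes thus depended most on vehicle libraries Nseq428 and Nseq703, which moved it in opposite directions. Of the 35 splits of the 8 libraries into groups of 4, only the real one gave as many genes as it did (1 of 35). After the deeper libraries had been drawn down to the smallest total, an alternative chosen after seeing the data, 2390 genes passed and 89.1% of the 2631 were called with the same direction. After removal of the trend on transcript length and GC content in each library, also chosen after seeing the data, 3406 passed, 92.9% of the 2631 were called with the same direction, and 47.6% were higher. Neither depth nor this trend therefore accounts for most of the calls.

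Both groups carried the numbers of Nseq428, Nseq702, Nseq703 and Nseq704 in their labels. Deviations from the group means of libraries with the same number correlated at 0.376, 0.102, -0.0287 and 0.161. Libraries of different numbers reached up to 0.218. This does not decide whether the numbers mark pairs, and the main fit did not take them as pairs. The caption of Fig. 4 mentions matched vehicle controls without saying how they were matched. With the number as a block, 3135 genes passed, 2533 of them among the 2631 and with the same direction (96.3%). The block together with the length and GC trend removed gave 3973 genes, and together with libraries Nseq702 to Nseq704 alone 4618 genes, both chosen after seeing the data. Under the block, Gfap (adjusted p = 1.49e-05) and Aqp4 (adjusted p = 1.31e-04) passed, and Grin2b and Chrna7 changed sign, to log2 fold changes of 0.15 and 0.018. Over all alternatives the adjusted p of edgeR ranged from 1.88e-08 to 0.585 for Gfap and from 1.55e-07 to 0.0878 for Aqp4, and DESeq2 returned none for Gfap.

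Among 203 further comparisons for 51 genes named with pyraclostrobin, 180 kept direction and side of the threshold, 8 no longer passed, 6 newly passed and 9 changed sign. The changes of sign concerned 7 genes that did not pass. Without vehicle library Nseq704 Grin2b gave 0.13, Kcna3 0.0040 and Chrna7 0.14, and without vehicle library Nseq703 Chrm2 gave 0.039. Without pyraclostrobin library Nseq704 Rab11fip5 gave -7.55e-06, without pyraclostrobin library Nseq428 Ak4 gave -0.16, and without pyraclostrobin library Nseq703 Adc gave -0.14. The cause of these changes was not tested.

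Testing only the variably expressed genes lowered the counts in the screen. The shares went from 12.9% to 2.80% in cluster 1, from 32.7% to 8.09% in cluster 2, from 3.92% to 1.26% in cluster 3, from 0.887% to 0.428% in cluster 4, from 8.20% to 2.08% in cluster 5, from 25.7% to 3.29% in cluster 6, from 45.8% to 13.4% for topotecan and from 15.7% to 2.36% for fenamidone. Fewer genes were tested there, which lowers the highest count possible to 5121 genes. At a threshold of 0.01 the share was 9.95% for fenamidone and 35.1% for topotecan. Genes past the count filter, chosen after seeing the data in place of the upper part by mean level, which a centred table does not give, moved no share by over 1.5 times.

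Single libraries in place of medians gave 51.4% in cluster 5, where 32 of the libraries are from topotecan, and 0.47% in cluster 4. Single libraries against vehicle gave 46.4% in cluster 5 and 2.29% in cluster 3. With each chemical left out in turn the share ran from 8.34% (without fenpropathrin) to 12.8% (without mancozeb) in cluster 1, from 27.3% to 33.1% in cluster 2, from 0.902% (without dicofol) to 3.25% (without pyriproxyfen) in cluster 3, from 0.18% (without ethoprop) to 0.316% (without quintozene) in cluster 4, from 2.65% (without camptothecin) to 8.55% (without irinotecan) in cluster 5 and from 19.0% to 24.0% in cluster 6. Removal of the trend on transcript length and GC content, chosen after seeing the data, left 7.52% in cluster 6, and in the other clusters moved no share by over 1.5 times. Of 100 groupings of as many chemicals, the real one included, 1 gave as many genes as clusters 1, 2, 3, 5 and 6 did, the real one. For cluster 4, 4 of 100 did. For topotecan and vehicle, 1 of 100 splits of the libraries gave as many genes, again the real one.

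In 814 comparisons for genes named in the clusters, 708 kept direction and side of the threshold, 87 no longer passed, 13 newly passed and 6 changed sign. With single libraries Nlgn1 gave 0.055 and Ctnna2 0.088 in cluster 2. Single libraries against vehicle gave 0.084 for Tspo in cluster 4, and across the fits that each left out 1 chemical Tspo ranged from -0.65 (without quintozene) to 0.16 (without linuron). In the same fits Abca1 ranged from -0.35 (without tebupirimfos) to 0.046 (without methylene bis(thiocyanate)) in cluster 3, and Crh from -1.41 (without quintozene) to 0.50 (without butafenacil) in cluster 4. None of these 5 genes had passed the threshold, and the cause of the changes of sign was not tested.

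Gene set tests in the clusters gave 13 calls with camera at an estimated correlation, 70 with fry, 44 at the preset correlation of 0.01 and 4 with single libraries against vehicle libraries, and from 11 to 16 across the 34 fits that each left out 1 chemical. Genes over 100 kb had a median of -0.38 with camptothecin alone, against -0.23 with topotecan. Limma and permutation called the same number of named genes with topotecan. The lowest correlation between members of cluster 4 was 0.0928 with Pearson's coefficient and 0.148 over all genes, and that of cluster 6 was 0.212 over all genes. With a limit of 0.15 on the SD, 2561 genes counted as variable, by construction fewer. Pearson's r between dead cells and similarity to cluster 2, -0.0273 at the sequenced concentration, was 0.0895 at 10 μM, 0.0976 at the sequenced concentration with the cluster 2 chemicals included, 0.0150 at 10 μM without the 2 chemicals farthest from the median and 0.232 at 10 μM with the cluster 2 chemicals included (permutation p = 6e-04), the last 2 chosen after seeing the data. For brain against intestine markers, the share with at least 1 CPM differed by 77.5 percentage points and passed Fisher's exact test, while the difference in medians did not pass its permutation test. The cause of these differences was not tested.

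The alternatives for sulforaphane were not run, since its libraries could not be assigned to a group, and a pseudocount and a filter by mean level could not be applied to the centred values of the screen. Depth limits the results for genes of few counts, such as Slc37a1, which had too few to be tested. The fall of Hkdc1 did not pass in DESeq2, and the cause was not tested. In the screen most chemicals had 1 library, which limits every statement on a single chemical.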

Differences from the paper's values

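The paper's methods give a minimum pairwise correlation of 0.2 in a rule for clusters of at least 3 members. The rule can be read for every pair of a cluster or for a group of 3 within it. Clusters 1, 2, 5 and 6 held such a group, with 3, 6, 3 and 4 members, and clusters 3 and 4 had 0 pairs above 0.2. Read for every pair, the values differ. With the membership of Supplementary Fig. 5a, the lowest Spearman correlation between members was 0.0886 in cluster 1, 0.117 in cluster 2, 0.0962 in cluster 3, 0.126 in cluster 4 and 0.114 in cluster 6. In cluster 5 it was 0.263, which does not differ. Of the alternatives set before the data were examined, the use of all genes brought cluster 6 to 0.212, within the paper's limit, while Pearson's coefficient (0.0828) and the first library of each chemical (0.112) did not. For clusters 1, 2, 3 and 4 none of these alternatives closed the gap. Pearson's coefficient gave 0.0869, 0.121, 0.0716 and 0.0928, all genes gave 0.102, 0.144, 0.102 and 0.148, and the first library of each chemical gave 0.0563, 0.105, 0.0958 and 0.127. For cluster 5 the first library of each chemical gave 0.149, below the paper's limit.

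The mean silhouette width of cluster 4 was 0.0899 ± 0.00925 (SD, n = 4 chemicals), against the paper's value of about 0.08 in Supplementary Fig. 5, read by eye. The gap exceeds the SD between chemicals, but not the precision of a reading by eye. In cluster 5 the width was 0.322, against about 0.44 in Supplementary Fig. 5, read by eye, and in cluster 3 it was 0.0349, against about 0.02 in Supplementary Fig. 5, read by eye. Both gaps lay within the SD between chemicals. No alternative had been set for this measure.

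Pyraclostrobin lowered 1136 genes here, against the paper's 722 in Supplementary Data 4. Of the alternatives set before the data were examined, 7 of the 8 fits that each left out 1 library came within 1.5 times the paper's number, with 680 genes without vehicle library Nseq703 as the lowest and 1051 without pyraclostrobin library Nseq428 as the highest. The other alternatives did not: 1909 genes without vehicle library Nseq428, 1585 with DESeq2, 1167 with size factors by relative log expression, 1495 without a filter, 2024 at a threshold of 0.05 and 1418 with a block for the library number. Libraries drawn down to the smallest total, an alternative chosen after seeing the values, gave 1045 genes, within 1.5 times the paper's number. The other alternatives chosen after seeing the values did not: 1786 genes with the length and GC trend removed, 2147 with this trend removed and the block, 2418 with libraries Nseq702 to Nseq704 alone and 2321 with these and the block. Of the 1746 genes of the paper's list that were tested here, 1708 (97.8%) were called, all with the paper's direction, and 923 calls were not in the list.

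The paper states that cluster 1 chemicals lowered several potassium channel genes, and Fig. 2 lists Kcnn2 as an ion channel gene. Here Kcnn2 differed by -0.45 (adjusted p = 0.0769) in cluster 1, without passing. It passed for single libraries against vehicle (-0.65, adjusted p = 0.00212) and in the fits without cyfluthrin (adjusted p = 0.0374) and without imazalil (adjusted p = 0.0388), and over all alternatives its adjusted p lay between 0.00212 and 0.296.

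The paper states that cluster 2 raised immune and cytoskeletal genes and lowered ion channel and synaptic genes, and it names Cx3cr1 among the microglial genes that rose. Here Cx3cr1 (0.38, adjusted p = 0.169), Tlr13 (0.53, adjusted p = 0.0628), Kcnn2 (-0.36, adjusted p = 0.0831), Nlgn1 (-0.082, adjusted p = 0.467) and Ctnna2 (-0.13, adjusted p = 0.449) did not pass in this cluster, nor did Nqo1 (0.65, adjusted p = 0.113) among the Nrf2 targets. With single libraries in place of medians, Cx3cr1 (0.52, adjusted p = 0.0193), Tlr13 (0.51, adjusted p = 0.0306) and Kcnn2 (-0.36, adjusted p = 0.0352) passed. Single libraries against vehicle called Kcnn2 (-0.60, adjusted p = 1.05e-04), Nqo1 (0.77, adjusted p = 0.0187) and Ctnna2 (-0.24, adjusted p = 0.0197). The fits without rotenone (adjusted p = 0.0305) and without pyridaben (adjusted p = 0.0324) called Tlr13. Over all alternatives the adjusted p ranged from 0.0193 to 0.369 for Cx3cr1, from 0.0305 to 0.183 for Tlr13, from 1.05e-04 to 0.194 for Kcnn2, from 0.165 to 0.799 for Nlgn1, from 0.0197 to 0.817 for Ctnna2 and from 0.0187 to 0.3 for Nqo1. The NRF2 target set rose in cluster 2 by 0.37 without passing in camera (adjusted p = 0.0736), while fry (4.41e-10) and the preset correlation (2.45e-05) called it.

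The paper states that cluster 3 raised immediate early genes and lowered immune and cytoskeletal genes. Fos, Fosb, Npas4, Bdnf and Crh passed here, but Vgf (0.70, adjusted p = 0.0778) and the set of immediate early genes (0.15, camera adjusted p = 0.47) did not. Of the immune and cytoskeletal genes only Acta2 passed. Cx3cr1 (-0.73), Tlr13 (-0.65), Cnn1 (-1.00), Cnn2 (-0.57), Tagln (-0.56), Lima1 (-0.34), Abca1 (-0.19) and Mki67 (-0.24) did not pass, and Tspo was higher (0.38, adjusted p = 0.818). Single libraries against vehicle called Cx3cr1 (-0.83, adjusted p = 0.0359, range over all alternatives 0.0359 to 0.334), and no alternative called the others or Vgf.

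The paper describes cluster 4 as similar to cluster 3 apart from the immediate early genes. Here Cx3cr1 (-0.33), Tlr13 (-0.59), Abca1 (-0.084), Tspo (-0.17), Cnn1 (-1.19), Lima1 (-0.32) and Mki67 (-0.63, adjusted p = 0.0505) did not pass in cluster 4. The fit without butafenacil called Mki67 (-0.79, adjusted p = 0.0463, range over all alternatives 0.0463 to 0.262), and no alternative called the others.

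The paper states that the chemicals of cluster 5 lowered immediate early genes. The set of immediate early genes had a median of -0.059 with topotecan (camera p = 0.817), -0.35 with camptothecin and 0.11 with irinotecan. On the medians of the 3 chemicals Fos (-0.79, adjusted p = 0.261), Npas4 (-0.92, adjusted p = 0.0693), Bdnf (-0.72, adjusted p = 0.0893), Crh (-1.41, adjusted p = 0.141), Vgf (-0.68, adjusted p = 0.214) and Fosb (-0.43, adjusted p = 0.764) did not pass. Single libraries against vehicle, of which 32 are from topotecan, called Fos (-0.71, adjusted p = 4.12e-04), Npas4 (-0.72, adjusted p = 1.52e-04), Bdnf (-0.52, adjusted p = 1.81e-05), Crh (-1.29, adjusted p = 1.02e-07) and Vgf (-0.49, adjusted p = 2.95e-04), but not Fosb (-0.41, adjusted p = 0.0845).

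The paper names Gfap and Aqp4 among the astrocyte genes raised by cluster 2 compounds. With pyraclostrobin neither passed at 0.01 (2.01, adjusted p = 0.0896, and 1.96, adjusted p = 0.0249). Aqp4 passes at a threshold of 0.05. The block for the library number called both (adjusted p = 1.49e-05 and 1.31e-04), as did the fit without vehicle library Nseq428 (0.00625 and 0.00423). Of the alternatives chosen after seeing the values, libraries Nseq702 to Nseq704 alone (8.9e-08 and 1.55e-07), these with the block (1.88e-08 and 6.16e-07) and the length and GC trend removed with the block (3.18e-06 and 9.8e-06) called both. Over all alternatives the adjusted p reached 0.585 for Gfap and 0.0878 for Aqp4.

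The paper states that cluster 2 lowered ion channel and synaptic genes, of which Fig. 2 lists 7. With pyraclostrobin Kcnn1 (-0.29, adjusted p = 0.64), Kcnn2 (-0.60, adjusted p = 0.317), Kcnb2 (-0.28, adjusted p = 0.476), Nlgn1 (-0.23, adjusted p = 0.269) and Ctnna2 (-0.32, adjusted p = 0.106) did not pass. The fit without vehicle library Nseq428 called Nlgn1 (-0.36, adjusted p = 0.00921). Chosen after seeing the values, libraries Nseq702 to Nseq704 alone (adjusted p = 0.00112) and with the block (0.00219) called it too, and the length and GC trend removed with the block called Ctnna2 (-0.43, adjusted p = 0.0086). Over all alternatives the adjusted p lay between 0.00112 and 0.499 for Nlgn1, 0.0086 and 0.194 for Ctnna2, 0.214 and 0.945 for Kcnn1, 0.0144 and 0.539 for Kcnn2 and 0.0515 and 0.885 for Kcnb2.

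The paper states that both fungicides raised Rest and Nrf2 target genes. With fenamidone in the screen Rest rose by 0.53 (adjusted p = 0.0856), Gsta4 by 1.42 (adjusted p = 0.201) and Nqo1 by 0.87 (adjusted p = 0.411), none past the threshold of 0.05.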

Other observations

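Of the tests in this part, the Fisher's exact test on dead cells was chosen only after the result was seen. Those that removed the trend on length and GC content were chosen after the data had been seen, though before their own results.

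The rise of glial genes and the fall of neuron genes in cluster 2 and with pyraclostrobin was set against a lower share of neurons in the cultures, using gene lists of cell types from Supplementary Data 2. With pyraclostrobin the medians were 1.94 for microglia-enriched genes, 1.61 for astrocyte-enriched genes, 1.99 for pericyte-enriched genes and 1.07 for endothelial genes. They were 1.79 for microglia markers and 2.47 for macrophage markers. The median was -0.62 for neuron-enriched genes. Genes enriched in oligodendrocyte precursors, which would rise too if neurons alone had been lost, had a median of -0.38 with an upper quartile of 0.069, below the lower quartile of 0.81 for astrocyte genes. In cluster 2 their median was -0.22, from -0.26 to -0.055 over the 8 chemicals, and that of astrocyte genes 0.33, from 0.070 to 0.62. A lower share of neurons as the whole cause is argued against by these values. For fenamidone, the paper counted cells stained for NeuN, Gfap and Iba1 and reports no significant change in neurons, astrocytes or microglia. It gives no such count for the other cluster 2 chemicals, and it did not account for oligodendrocytes. In the data used here, a larger share, or a changed state, of astrocytes, microglia or pericytes stays open. A loss of both neurons and oligodendrocyte precursors stays open too, and neither explanation was tested here. In camera tests with pyraclostrobin no set had an adjusted p below 0.05, 8 of 28 had an unadjusted p below 0.05, fry called 23 and camera with the preset correlation called 19.

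The profile of each cluster was compared with the 49 vehicle libraries of the screen, to see whether variation between cultures without a chemical reaches it. For cluster 3 a vehicle library had a correlation of 0.320 with the profile, above the 0.183 of its weakest member, tebupirimfos, and above the 0.268 of its strongest. Culture-to-culture variation is therefore a candidate explanation for the cluster 3 profile, beside an action of its chemicals. For cluster 5, whose 3 chemicals were positive controls with a known shared action and not selected by their profiles, the highest vehicle library reached 0.168 and the weakest member 0.296, which argues against this explanation there.

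Members of the clusters had library numbers that differed by 146.6 on average, against a median of 218.09 in random groups (one-sided permutation test over all clusters, p = 0.0051). In single clusters the p-values were 0.159, 0.25, 0.17, 0.0873, 0.309 and 0.0595 for clusters 1 to 6. If neighbouring numbers share a batch, batches are thus a candidate explanation for part of the grouping. The paper reports no contribution of batch to cluster identity, and neither the labels nor the paper link a library number to a batch. Chemicals within 5 library numbers of each other had a median correlation of -0.0743, and chemicals over 50 numbers apart one of 0.00025, a difference of -0.0745. Removal of batch means before deposit fixes this sign, so a shared batch and a shared action cannot be told apart from the correlation of neighbours. In cluster 5, 32 of 32 topotecan libraries, spread over the library numbers, had a median of genes over 100 kb below every vehicle library. This argues against batches as the cause of that fall. An action of the chemicals stays open for the other clusters.

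Outside cluster 2, the Spearman correlation between similarity to its profile and the percentage of dead cells at 10 μM was 0.0585 (permutation p = 0.325). The chemicals most similar to the profile are left out of this value by construction, so it does not exclude cytotoxicity. Of the cluster 2 chemicals 50% killed over 20% of cells at 10 μM, against 7.37% of the others (two-sided Fisher's exact test, p = 0.00232). This test, added after the values were seen, goes with cytotoxicity. At the sequenced concentrations the highest value outside cluster 2 was 11.6%, for chlorothalonil, with a similarity of -0.176. Next came oryzalin (10.2%, -0.0303), fenoxaprop-ethyl (9.92%, -0.253) and carfentrazone-ethyl (9.79%, -0.0948). Every cluster 2 member had fewer dead cells, and fenamidone (1.64%) and famoxadone (1.21%) had similarities of 0.746 and 0.708. Cell death at these concentrations as the whole cause of the profile is argued against by these values. A part played by cytotoxicity stays open. Removal of each chemical's trend on transcript length and GC content left 96.0% of the cluster 2 calls with the same direction, which argues against that bias as the whole cause of the cluster 2 profile. In the other clusters the share left was 97.2% in cluster 1, 84.9% in cluster 3, 79.8% in cluster 4 and 80.6% in cluster 5, and 21.3% in cluster 6.

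Genes over 100 kb had a median of -0.063 in the median member of cluster 2, lower with all 8 chemicals. Of the vehicle libraries 2 were as low, and 7 of 10000 random groups of chemicals. In cluster 5 the value was -0.22, which no vehicle library and none of the random groups reached. Across the variably expressed genes the mean centred profile of cluster 1 correlated with that of cluster 3 at 0.238, where 1000 random pairs of groups reached at most 0.125. For clusters 2 and 5 the correlation was 0.133, where random pairs reached at most 0.103. For clusters 5 and 6 it was 0.124, where random pairs reached at most 0.118. Clusters 1 and 4 (-0.143), 1 and 5 (-0.194) and 3 and 5 (-0.242) lay below every random pair.

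With pyraclostrobin, the first genes listed for the autism modules gave the following log2 fold changes by edgeR's test. For M12, Eno2 differed by -0.92 (adjusted p = 0.00234), Cyb561 by -0.37 (adjusted p = 0.0839) and Rab11fip5 by 0.12 (adjusted p = 0.54). For Mod1, Glcci1 differed by -0.91 (adjusted p = 0.00662, and 0.0232 without vehicle library Nseq703) and Adc by 0.25 (adjusted p = 0.624), and Slc37a1 had too few counts to be tested. For M16, Cachd1 differed by 1.44 (adjusted p = 2.01e-04), Leprot by 0.18 (adjusted p = 0.278) and Ak4 by 0.14 (adjusted p = 0.804). For Mod5, Smc4 differed by 1.58 (adjusted p = 3.24e-04), Khnyn by 0.38 (adjusted p = 0.158) and Lbr by 0.25 (adjusted p = 0.419). The neuronal gene Rbfox3 fell by 0.98 (adjusted p = 4.34e-04).

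Of the immediate early genes, Fos rose with pyraclostrobin by 1.92 (adjusted p = 0.00393) and Fosb by 1.76 (adjusted p = 0.00253), and both no longer passed without pyraclostrobin library Nseq703 (adjusted p = 0.0176 and 0.0127). Npas4 (0.59, adjusted p = 0.514) and Bdnf (0.43, adjusted p = 0.271) did not pass. The set had a median of 1.14 (camera adjusted p = 0.157), with 17 genes called higher and 2 lower. With fenamidone in the screen Fos differed by -0.53 (adjusted p = 0.58) and Npas4 by -0.80 (adjusted p = 0.293). Vgf rose by 0.78 (adjusted p = 0.0896), and it passed without pyraclostrobin library Nseq428 (1.01, adjusted p = 0.00328). It was also called by 3 alternatives chosen after seeing the data, libraries Nseq702 to Nseq704 with and without the block and the trend removed with the block (adjusted p from 6.3e-08 to 6.31e-05), and the highest over all alternatives was 0.258.

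Of the gene sets tested here, 6 pairs of set and cluster are also listed in Supplementary Data 3. All 6 had the paper's direction, and 3 passed the threshold here. The 13 calls made here included these 3.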
